# The transcriptional landscape of basidiosporogenesis in mature *Pisolithus microcarpus* basidiocarp

**DOI:** 10.1186/s12864-017-3545-5

**Published:** 2017-02-14

**Authors:** Maíra de Freitas Pereira, André Narvaes da Rocha Campos, Thalita Cardoso Anastacio, Emmanuelle Morin, Sérgio Hermínio Brommonschenkel, Francis Martin, Annegret Kohler, Maurício Dutra Costa

**Keywords:** Gene expression, Peridiole development, Spores, Cell cycle, Fatty acid metabolism

## Abstract

**Background:**

*Pisolithus microcarpus* (Cooke & Massee) G. Cunn is a gasteromycete that produces closed basidiocarps in symbiosis with eucalypts and acacias. The fungus produces a complex basidiocarp composed of peridioles at different developmental stages and an upper layer of basidiospores free of the hyphae and ready for wind dispersal upon the rupture of the basidiocarp pellis. During basidiosporogenesis, a process that takes place inside the basidiocarp peridioles, a conspicuous reserve of fatty acids is present throughout development. While several previous studies have described basidiosporogenesis inside peridioles, very little is known about gene expression changes that may occur during this part of the fungal life cycle. The objective of this work was to analyze gene transcription during peridiole and basidiospore development, while focusing specifically on cell cycle progression and lipid metabolism.

**Results:**

Throughout different developmental stages of the peridioles we analyzed, 737 genes were regulated between adjacent compartments (>5 fold, FDR-corrected *p*-value < 0.05) corresponding to 3.49% of the genes present in the *P. microcarpus* genome. We identified three clusters among the regulated genes which showed differential expression between the peridiole developmental stages and the basidiospores. During peridiole development, transcripts for proteins involved in cellular processes, signaling, and information storage were detected, notably those for coding transcription factors, DNA polymerase subunits, DNA repair proteins, and genes involved in chromatin structure. For both internal embedded basidiospores (hereto referred to as “Internal spores”, IS) and external free basidiospores (hereto referred to as “Free spores”, FS), upregulated transcripts were found to involve primary metabolism, particularly fatty acid metabolism (FA). High expression of transcripts related to β-oxidation and the glyoxylate shunt indicated that fatty acids served as a major carbon source for basidiosporogenesis.

**Conclusion:**

Our results show that basidiocarp formation in *P. microcarpus* involves a complex array of genes that are regulated throughout peridiole development. We identified waves of transcripts with coordinated regulation and identified transcription factors which may play a role in this regulation. This is the first work to describe gene expression patterns during basidiocarp formation in an ectomycorrhizal gasteromycete fungus and sheds light on genes that may play important roles in the developmental process.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3545-5) contains supplementary material, which is available to authorized users.

## Background

The basidiomycete fungus *Pisolithus microcarpus* (Coker & Mass.) Cunn. is an ectomycorrhizal mutualistic symbiont able to interact with economically important plants for the forestry sector, such as eucalyptus and acacias [1]. *P. microcarpus* has a worldwide distribution and forms ectomycorrhizal associations with eucalypts and acacias growing in native Australian forests (Western Australia, New South Wales, and Queensland) and exotic forest plantations throughout the world (in Brazil, China, Morocco, Portugal, Senegal, and South Africa) [2]. Phylogeographic studies have shown that *P. microcarpus* first originated in Australia and was subsequently introduced to other locations by human activities [2, 3]. Recent sequencing of the *P. microcarpus* genome [4], the fact that it is easy to handle and remains stable in experimental systems, and its broad geographical distribution make it a model fungus for ecological, physiological, and genetical studies of ectomycorrhizal associations.

Fungi classified in the phylum Basidiomycota form reproductive structures or fruiting bodies called basidiocarps (mushrooms). The production of spores in closed basidiocarps is a common trait of the Sclerodermataceae, a family which includes *P. microcarpus*. The so-called gasteromycetation, the development of hypogeous fruiting bodies from mushroom-shaped fungi is a striking change in fruiting body morphology during evolution. It was explained by secotioid intermediary shapes [5, 6] and it has been suggested to be irreversible since it includes the loss of ballistospory [5, 7]. The *Pisolithus* spp. basidiocarps show wide variation in morphology, including stipe size, shape, length, peridium features, and type and color of spore masses produced inside the fruit body [8–10]. For *P. microcarpus*, the main morphological features of basidiospores and basidiosporogenesis are well known. The fungus produces a complex basidiocarp which serves as a structure within which the peridium (or “nest”) contains small capsules known as peridioles (or “eggs”) in various developmental stages. Enclosed in these peridioles are immature basidiospores and an upper layer of free basidiospores ready for dispersion upon rupture of the basidiocarps cellular cortical layer known as the pellis [11, 12] (Fig. 1a, b). At the base of the basidiocarp, the unconsolidated peridioles are characterized by the presence of white, flattened hyphae densely packed and surrounded by a dark brown pigmented gelatinous matrix containing loosely arranged hyphae (Fig. 1c). The young peridioles are surrounded by the same pigmented matrix and contain only young basidia without spore primordia (Fig. 1d). Mature peridioles are fully developed and contain basidia with spores at different developmental stages (Fig. 1e). Internal spores correspond to those inside partially ruptured peridioles in the upper portion of a closed basidiocarp (Fig. 1f). Finally, free spores are the mature spores that collect at the upper portion of the basidiocarp from fully ruptured peridioles (Fig. 1g) [11].

**Fig. 1:**
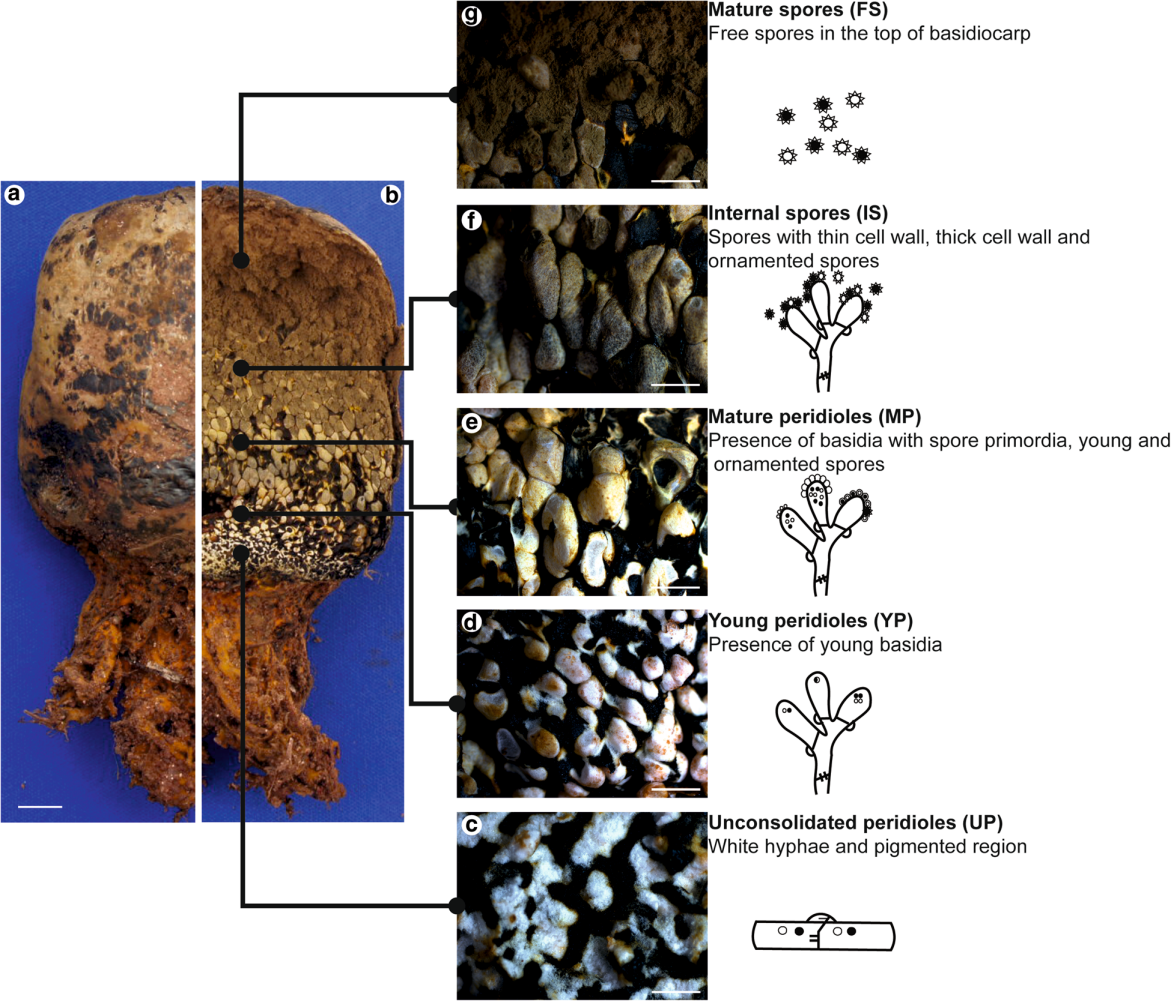
*Pisolithus microcarpus* basidiocarp. General view of a *P. microcarpus* basidiocarp **a** closed and **b** manually opened, showing the five stages of peridiole development described by Campos and Costa (2010) **c** Unconsolidated peridioles (UP), **d** Young peridioles (YP), **e** Mature peridioles (MP), **f** Internal spores (IS), and **g** Free spores (FS). On the right, drawings of microscopical features and characteristics found in the *P. microcarpus* basidiocarp. The scale bar represents 1 cm for the basidiocarps (**a**-**b**) and 0.5 mm for the compartments (**c**-**g**)

The large number of basidiospores produced inside the fungal basidiocarp readily facilitates nursery inoculation of eucalyptus seedlings which would allow *P. microcarpus* to be applied to forest production [13]. However, controlled mycorrhization is still limited due, in part, to the low germination rate of the fungal basidiospores and variability in the capacity of homokaryotic mycelia to form ectomycorrhizas. Furthermore, the constitution of lipid reserves and fatty acid distribution during *P. microcarpus* basidiosporogenesis is also known and the evidence that these contents are important for basidiosporogenesis, as well as their distribution throughout the development of the fungal basidiocarp [14]. Despite progress that has been made thus far towards understanding basidiosporogenesis and the distribution of reserve compounds in *P. microcarpus* basidiospores, relatively little is known about the main factors involved in this crucial activation stage of the fungal life cycle [11, 12, 14].

RNA sequencing (RNA-seq) has been used for the transcriptomic analyses of fruiting body development in model fungi such as *Neurospora* sp., *Coprinopsis cinerea*, *Schizophyllum commune*, *Fusarium* sp. and for other fungi with important nutritional and medicinal properties, such as *Cordycepsis militaris*, *Agrocybe aegerita*, *Antrodia cinnamomea*, *Auricularia polytricha*, *Ophiocordyceps sinensis*, *Ganoderma lucidum*, *Tuber melanosporum*, *Agaricus bisporus* and others [15–26]. These works have reported the differential expression of gene families that are regulated during sexual reproduction, signal transduction, defense, secondary metabolism, including volatile organic compounds (VOCs), lipid metabolism, cell cycle, and mating, and a large number of hypothetical proteins have been described. The most common method used to analyze basidiocarp development were done by comparing several stages of development with those for the fungal mycelium [15, 27–30]. Unlike *P. microcarpus*, many ascomycetes and several other studied basidiomycetes have the advantage to form sporocarps in vitro, effectively extending the time frame for producing biological material for transcriptome analyses for each developmental stage. On the other hand, the particular structure of *P. microcarpus* basidiocarp makes it possible to study the different developmental stages of peridioles and basidiospores within a single basidiocarp [11, 31], and effectively facilitate histochemistry, basidiosporogenenesis, and gene expression studies of peridiole development [11, 12, 14].

These transcriptome data is essential for a better understanding of the genes involved in basidiosporogenenis during *P. microcarpus* basidiocarp formation and for determining factors that affect fatty acid metabolism in the basidiocarps and basidiospores. Overall, transcriptome information will contribute to better characterize the different developmental stages of the basidiospores, from cell individualization to maturation and germination, shedding light on the degree of preparedness and the biochemical activities required for subsequent basidiospore germination.

In this work, transcriptome analyses of the stages of peridiole development in *P. microcarpus* basidiocarp [11] were performed using RNA-seq. We present here the most significant changes in gene expression and reveal major metabolic and physiological changes associated with basidiocarp development in *P. microcarpus*. Our analysis of differentially expressed genes (DEGs) focused on those that may contribute to processes responsible for basidiosporogenesis and mobilization of reserve compounds.

## Results

### Gene expression during peridiole development in *Pisolithus microcarpus* basidiocarps

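The expression data came from 15 libraries of basidiocarps of *P. microcarpus*, a fungus that forms its basidiospores inside small chambers of the fruiting body called peridioles. Samples were taken from 5 compartments, namely unconsolidated peridioles (UP) from the base of the basidiocarp, young peridioles (YP), mature peridioles (MP), internal spores (IS) and free spores (FS). Each compartment was taken from the same 3 basidiocarps, so that replicates 1, 2 and 3 of the compartments are paired by basidiocarp (Fig. S7). The authors mapped the trimmed Illumina reads to the transcripts of the 21064 gene models of the reference genome with CLC Genomics Workbench, and their files give for every protein ID the reads that mapped uniquely, all mapped reads and the RPKM (reads scaled to the length of the transcript and to the size of the library). Total mapped reads per sample ranged from 32213097 to 58968824 in UP (median 44834874), from 47709527 to 129441016 in YP (median 56925998), from 39969861 to 53555476 in MP (median 45882292), from 42500449 to 57644428 in IS (median 52803767) and from 24955777 to 59165519 in FS (median 37959685). The totals equal the mapped reads of Table S1. Between 96.02% and 97.52% of the mapped reads of a sample were unique. The 10 genes with the most reads took 5.0 ± 1.1% of the reads in UP (SD, n = 3), 5.3 ± 1.9% in YP and 5.3 ± 0.6% in MP, but 14.7 ± 8.4% in IS and 11.8 ± 4.2% in FS. Because RPKM is scaled by the library total alone, a large share of a few transcripts lowers the RPKM of all other transcripts of a sample. Spore samples differed in this share, from 6.95% in free spore replicate 1 to 24.31% in internal spore replicate 3. Young peridiole replicate 1 had 7.44%.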

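Differential expression was tested on the total reads per gene with edgeR's quasi-likelihood test after TMM normalization, which scales the libraries so that most genes do not change. Compartments were compared pairwise on their 6 samples over the genes with at least 10 counts in at least 3 of them, and a gene counted as regulated when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change above 5. For peridioles against spores, one fit over the 15 samples gave each compartment its own mean and compared the mean of UP, YP and MP with that of IS and FS. Unless another comparison is named, a log2 fold change of a single gene is from this fit, and a positive value means more transcripts in peridioles. TMM factors ran from 0.549 to 1.279, so that a log2 fold change can differ from the plain ratio of the RPKM values. Summed RPKM of gene groups were compared by an exact permutation test over all assignments of 6 of the 15 samples to spores, for which the smallest possible p is 0.0002, and p-values were adjusted over 69 gene groups. Genes of Table S2 had been selected by the authors for regulation in the same samples, so tests on groups of these genes are tests on selected genes. The pairing by basidiocarp is taken from the paper and was checked in the counts. Deviations from a compartment mean cancel out over its replicates, so a positive correlation within basidiocarps forces a negative one between them. After removal of the compartment means, the log-scale values of samples from the same basidiocarp correlated across 14937 genes, which are not independent replicates, at 0.661 on average, against -0.327 for samples from different basidiocarps. The fits were therefore also run with the basidiocarp as a replicate block, and results with the block are given beside those without it.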

Illumina-RNA sequencing was used to study gene expression in five developmentally different compartments within the *P. microcarpus* basidiocarps, including three peridiole stages as well as internal and free basidiospores (see Additional file 1: Table S1). For about 68% of the predicted 21,064 *P. microcarpus* gene models, transcripts could be identified and were considered as expressed. 

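With the thresholds of Fig. S1, a mean RPKM above 1 and a mean of more than 10 reads over the 3 replicates, transcripts of 14246 (67.63%) of the 21064 gene models were detected in UP, 14402 (68.37%) in YP, 14459 (68.64%) in MP, 14199 (67.41%) in IS and 14193 (67.38%) in FS. In at least 1 compartment, 14671 (69.65%) were detected. Single samples had between 12514 genes past both thresholds, in internal spore replicate 3, and 14273, in mature peridiole replicate 1. The count for a compartment fell most when every replicate had to pass the thresholds, to 12138 genes in IS, and a lower RPKM threshold of 0.5 raised it to 14646 in YP. No test applies to these counts.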

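Transcripts of 13817 genes (65.6% of the gene models) passed both thresholds in all 5 compartments. Leaving out the replicates of one basidiocarp in turn gave between 13399 and 13847 genes. The count depended most on the rule for replicates, with 11790 genes when each of the 3 replicates of every compartment had to pass and 14237 when 1 replicate was enough.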

The majority of transcripts (13,832) were found expressed in all compartments. For those remaining (6443), transcripts could not be found in any of the developmental stages analyzed (see Additional file 2: Figure S1). 

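In no compartment did 6393 gene models (30.35%) reach a mean RPKM above 1 with more than 10 reads. Of these, 1205 had no read in any of the 15 samples. At a depth of 24955777 to 129441016 mapped reads, a gene below the thresholds cannot be told from one that is transcribed at a very low level. The number rose to 7217 when every replicate had to pass the thresholds, and fell to 6155 when 1 replicate was enough.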

The number of transcripts without detectable reads is similar for free-living mycelium from *P. microcarpus* 411 (about 6500; data not shown)*,* the sequenced strain and used here as reference genome, indicating that this result is not due to sequence polymorphism. These genes could be either expressed in specific situations or tissues or could represent pseudogenes or misannotations. About 15% of these undetectable transcripts corresponded to genes with predicted functions, such as cellular processes and signaling (4.8%), information storage and processing (5.16%), metabolism (2.12%) while the majority showed no similarity to known domains or functions.

More than 2500 genes were significantly regulated during peridiole development (FDR *p*-value < 0.05) (see Additional file 3: Figure S2). 

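Between mature peridioles and free spores, 850 of the 14485 genes tested had an edgeR adjusted p-value under 0.05 at any fold change (n = 3 per compartment). With the basidiocarp as a replicate block there were 901. DESeq2 with its own size factors raised the number furthest, to 2202 genes, and normalization by library size alone gave 1458. The Baggerly test that the methods name, written from its description, gave 2. Leaving out 1 of the 6 samples left between 104 and 718 genes. In the other comparisons of peridioles with free spores, the threshold was passed by 793 genes for UP and 677 for YP. The paper names no comparison for its number and refers to the pairwise counts of Fig. S2.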

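Over the 10 pairwise comparisons, 602 genes were regulated more than 5-fold in at least 1 of them with an edgeR adjusted p-value under 0.05. Of these, 438 are among the genes of Table S2, and 299 genes of Table S2 did not pass both thresholds in any comparison. The fit with the basidiocarp as a replicate block called 914 genes, 520 of them in Table S2. Among the alternatives that keep both thresholds, DESeq2 gave the most genes, 1086, and normalization by library size alone gave 743. A threshold of 2-fold in place of 5-fold raised the number furthest, to 1378. The Baggerly test on proportions, written after the description of the test that the methods name, called 8. The paper lists 737 genes with its own test, so this version does not reproduce it. With one sample left out at a time, the number of genes lay between 186 and 717. In the single fit of all samples, 356 genes differed more than 5-fold between peridioles and spores, 165 with more transcripts in peridioles and 191 in spores. Normalization by library size alone reversed this balance, to 250 in peridioles and 123 in spores. DESeq2 kept it with 164 and 207, and the replicate block with 168 and 271.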

A total of 737 genes, corresponding to 3.49% of the *P. microcarpus* genes, were differentially regulated more then five-fold in at least one of the five analyzed developmental stages (pairwise comparison, FDR-corrected *p*-value < 0.05) (Fig. 2, Additional file 4: Table S2). A hierarchical clustering of these genes revealed three main clusters (I, II and III) (Fig. 2a). 

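The mean RPKM of the genes in Table S2, recomputed from the 15 files, differed from those printed in the table by a relative 4.9e-06 at most. Cluster I holds 514 of the 737 genes, cluster II 33 and cluster III 190. The median log2 fold change between peridioles and spores was 1.77 in cluster I, -1.14 in cluster II and -2.64 in cluster III. In the pairwise fits, 239, 17 and 182 genes of the clusters were called in at least 1 comparison, and 310, 27 and 183 with the basidiocarp as a replicate block. From the grouping of these profiles, the paper derives 3 main clusters.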

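Of the 514 genes of cluster I, 512 had a higher mean RPKM in peridioles than in spores. In the edgeR fit of peridioles against spores, 119 passed the 5-fold and adjusted p-value thresholds. Their highest mean RPKM fell in UP for 113 genes, in YP for 108, in MP for 291 and in IS for 2. The median gene of the cluster had a mean RPKM of 22.8 in UP, 30.5 in YP and 35.3 in MP against 6.7 in IS and 5.9 in FS. Pairwise, 239 genes of the cluster were called, and the replicate block raised this to 310. The paper describes cluster I from this concentration of the highest values in the peridioles.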

Cluster I corresponds to transcripts up-regulated in one or more of the peridiole compartments (unconsolidated, young or mature peridioles). 

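In cluster II (33 genes), mean RPKM was higher in spores for 25 genes and in peridioles for 8. The highest mean RPKM lay in MP for 17 genes, in IS for 4 and in FS for 12, and in neither UP nor YP for any. Medians of the mean RPKM rose from 6.8 in UP and 7.7 in YP to 18.5 in MP, 17.4 in IS and 19.7 in FS. All 190 genes of cluster III had a higher mean RPKM in spores, and 133 of them passed both thresholds between spores and peridioles. Medians over this cluster were 17.6 in UP, 16.7 in YP, 32.0 in MP, 95.2 in IS and 177.4 in FS. With the replicate block, the genes called in a pairwise comparison went from 17 to 27 in cluster II and from 182 to 183 in cluster III. The paper reads cluster II as the transition from mature peridioles to spores, and cluster III as genes of the spores.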

The smaller cluster II represents transcripts with higher concentrations during the transition from mature peridioles to the basidiospore compartments, while cluster III contains genes up-regulated in basidiospores. 

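Sub-cluster A holds 165 genes, with their highest mean RPKM in UP for 33, in YP for 25 and in MP for 105. Sub-cluster B holds 151 genes, with their highest mean RPKM in UP for 0, in YP for 40 and in MP for 111. In sub-cluster C there are 129 genes, with their highest mean RPKM in UP for 80, in YP for 42 and in MP for 7, and in sub-cluster D there are 69 genes, with their highest mean RPKM in UP for 0, in YP for 1 and in MP for 68. The median log2 fold change towards peridioles was 1.41 in A, 2.13 in B, 1.91 in C and 1.07 in D. Within cluster III, sub-cluster F (134 genes) peaked in IS for 44 genes and in FS for 89, while all 56 genes of sub-cluster G peaked in FS, where their median RPKM was 103.5 against 28.4 in IS. Pairwise calls covered 55 genes of A, 77 of B, 76 of C, 31 of D, 130 of F and 52 of G. With the replicate block they covered 74, 93, 93, 50, 133 and 50, in the same order. From its hierarchical clustering, the paper divides cluster I into 4 sub-clusters and cluster III into 2.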

Cluster I can be divided in four sub-clusters (A, B, C and D) containing genes highly up-regulated in unconsolidated and/or young and/or mature peridioles and cluster III in two sub-cluster (F and G) (Additional file 4: Table S2). Fig. 2b shows the number of genes regulated (>5fold, FDR *p*-value < 0.05) between the different compartments. 

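More than 5-fold regulation at an edgeR adjusted p-value under 0.05 was found for no gene between UP and YP, between YP and MP or between IS and FS, and for 2 genes between UP and MP (n = 3 per compartment). Against IS, 33 genes differed from UP, 47 from YP and 14 from MP. Against FS, there were 367 genes for UP (147 higher in UP and 220 in FS), 343 for YP (165 and 178) and 362 for MP (181 and 181). Both genes called between UP and MP had more transcripts in MP, Pismi1_443300 (1.5 and 129 RPKM, annotated as a translational repressor of the Pumilio family) and Pismi1_443197 (2.3 and 188 RPKM, without annotation). Once the basidiocarp entered the fit as a replicate block, the comparisons with IS gave 349, 352 and 325 genes and UP against MP gave 172, while the comparisons with FS stayed at 380, 372 and 379. UP and YP then differed in 15 genes, IS and FS in 2 and YP and MP still in none. Of the alternatives, DESeq2 moved the comparisons with IS most, to 374 genes for UP, 370 for YP and 360 for MP.

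**Figure D1:**
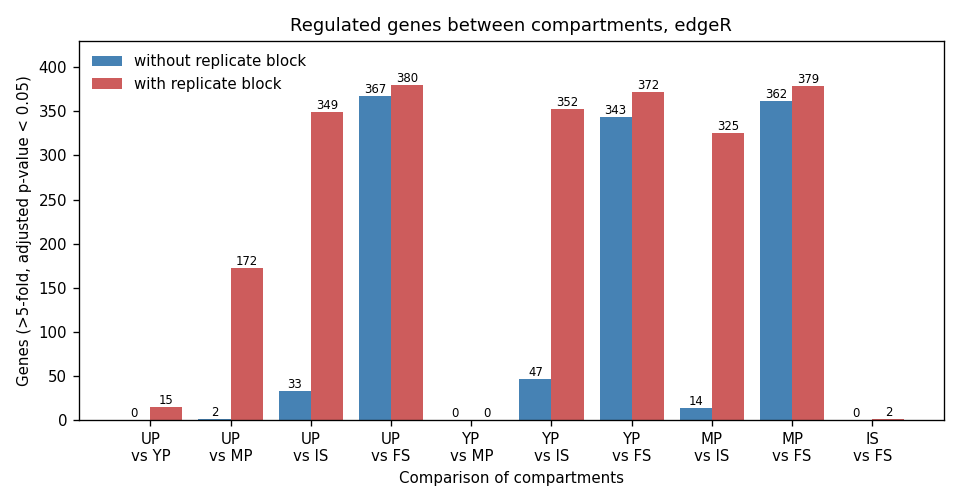
Number of genes regulated more than 5-fold with an edgeR adjusted p-value under 0.05 in each of the 10 pairwise comparisons of compartments, without a replicate block and with the basidiocarp as a block. The 3 comparisons of peridioles with free spores give 343 to 367 genes in the fit without the block, and the comparisons with internal spores rise to between 325 and 352 genes with it.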

The greatest difference was found between mature peridioles and free spores, with 387 differentially expressed transcripts. 

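Mature peridioles and free spores differed in 362 genes more than 5-fold (379 with the replicate block), against 367 for UP and 343 for YP against free spores. All of the genes called between MP and FS changed in the same direction in each of the 3 basidiocarps, 181 with more transcripts in MP and 181 in FS. The genes named next are those with the largest changes among them. The largest increases towards FS were those of Pismi1_6820, a hydrophobin with a log2 fold change MP against FS of -7.60 (standard error 1.04, edgeR adjusted p-value = 0.014), of Pismi1_119890 with -7.34 (standard error 0.70, edgeR adjusted p-value = 0.006) and of Pismi1_672931 with -7.23 (standard error 0.76, edgeR adjusted p-value = 0.007). The transcripts most reduced in FS were Pismi1_108262, another hydrophobin, with 8.15 (standard error 0.69, edgeR adjusted p-value = 0.004), Pismi1_684942, a small heat-shock protein, with 7.92 (standard error 0.61, edgeR adjusted p-value = 0.004), and Pismi1_121740, a cerato-platanin, with 7.19 (standard error 0.66, edgeR adjusted p-value = 0.005). Normalization by library size alone gave 500 genes, 372 with more transcripts in MP and 128 in FS. Leaving out single samples gave between 96 and 372 genes. The paper ranks this comparison as the one with the greatest difference from the numbers of regulated genes.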

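Among the genes called in the pairwise fits that Table S2 assigns to a KOG group, UP had 13 for information storage and processing, 13 for metabolism and 4 for cellular processes and signaling. The numbers for YP were 19, 17 and 8 in the same order, and those for MP 20, 16 and 9. IS had 4 genes for information storage and processing, 2 for metabolism and 2 for signaling, and FS had 7, 38 and 13. Of the called genes, 147 in UP, 167 in YP, 181 in MP, 29 in IS and 296 in FS, the table classifies only 36, 52, 49, 10 and 74. With the basidiocarp as a replicate block, the balance changed most in IS, where 20 metabolism genes stood against 7 for information storage and processing. The block also reversed the balance in YP, to 23 metabolism genes against 20. In UP there were 16 against 17, and in MP 21 against 23. No test was run on these counts. The paper reports a predominance of information-related transcripts in peridioles and of metabolism-related ones in spores. Its own lists hold 24 information and 23 metabolism genes in UP, 28 and 29 in YP and 51 and 33 in MP. For the spores they hold 4 and 9 in IS and 5 and 40 in FS.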

The EuKaryotic Orthologous Groups (KOG groups) functional classification of the induced transcripts for each compartment (note that the same transcript can be regulated in several compartments) revealed a predominance of information, storage and processing-related transcripts in the peridiole compartments while metabolism-related transcripts were dominant in basidiospore compartments (Fig. 2c).

**Fig. 2:**
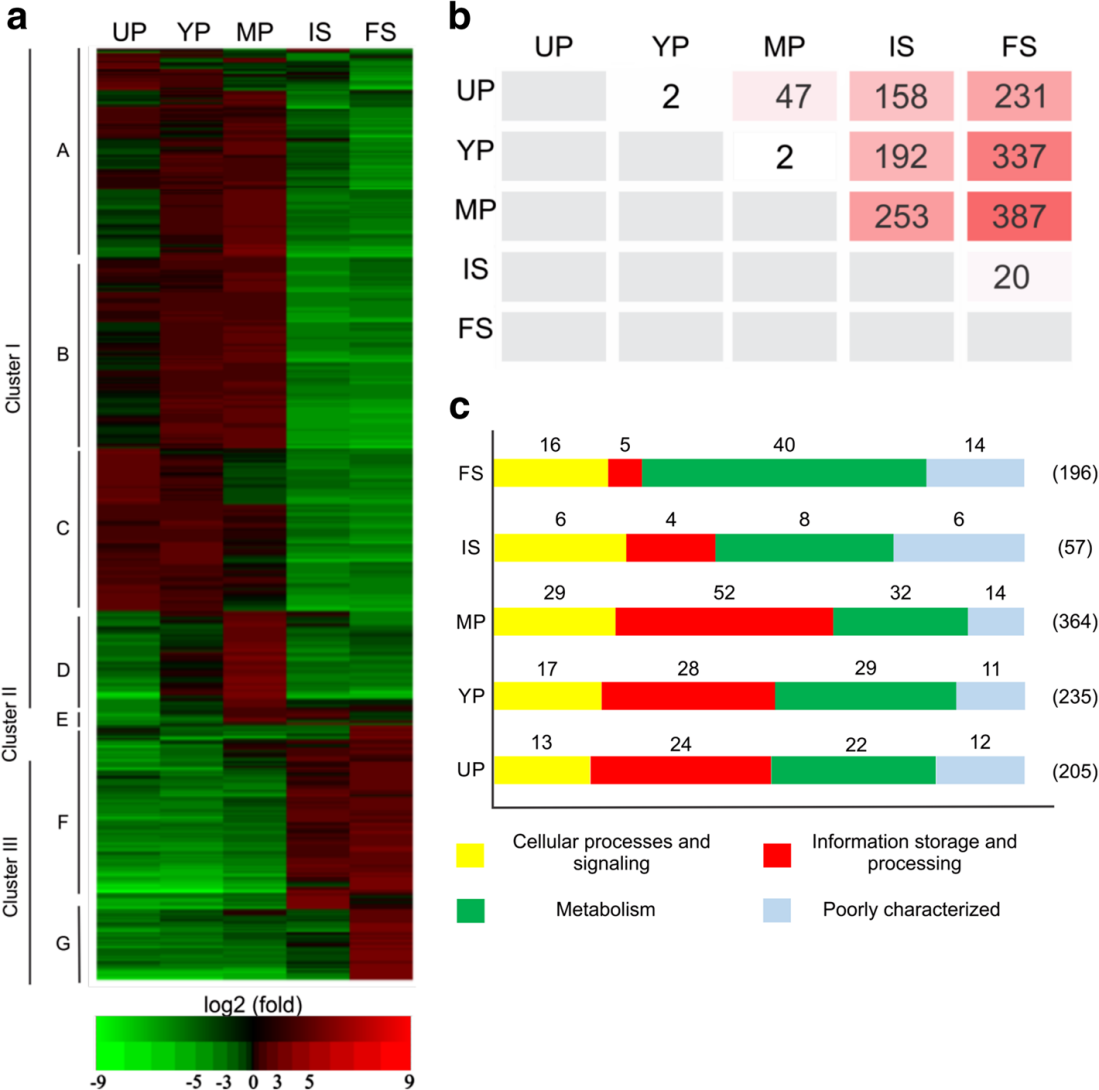
Genes regulated in the five *P. microcarpus* basidiocarp compartments. **a** Hierarchical clustering of 737 transcripts significantly regulated (>5fold, *p*-value < 0.05) between the five compartments. Unconsolidated peridioles (UP), Young peridioles (YP), Mature peridioles (MP), Internal spores (IS) and Free spores (FS). Over-represented (*red*) or under-represented (*green*) transcripts are shown as log_2_ fold changes relative to the mean expression level measured across all five compartments. Letters to the left indicate clusters (see Additional file 4 for data). EPCLUST software was used for the hierarchical clustering **b** Number of regulated genes between basidiocarp compartments identified by pairwise comparison; the color intensity change with the number of genes **c** Functional classification of regulated transcripts using KOG groups. The numbers in parentheses represents the total number of up-regulated genes in each compartment

Table 1 shows the percentage of specific *P. microcarpus* up-regulated transcripts in each compartment compared to the number of specific genes in its genome. Between 15 and 32% of the differentially expressed transcripts are *P. microcarpus* - specific compared to about 25% in the *P. microcarpus* genome. Both the differentially expressed genes in young and mature peridioles were significantly enriched for *P. microcarpus* specific genes (Fischer exact test; *P* < 0.05).

**Table 1:** Percentage of *Pisolithus microcarpus* specific genes amongst the regulated transcripts between compartments^a^

Compartment		Pismi specific^b^ %
Peridioles	Unconsolidated	26.5
	Young	**31.1**
	Mature	**31.9**
Spores	Internal	17.5
	Free	14.8
*Pisolithus microcarpus* genome		24.7

^a^Values in bold: enriched (Fisher exact test; *P* value < 0.05)

^b^A Markov cluster algorithm of predicted proteins from 49 fungal genomes was used. If a cluster contained only predicted proteins from *P. microcarpus* (Pismi), these proteins were considered as Pismi-specific

To probe deeper into the putative functions of the regulated transcripts in the different compartments, KOG classification was used. Figure 3 shows a double clustering of regulated transcripts (combined by KOG classes; log_2_ sum of RPKM/KOG class) within each compartment. 

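The 20 regulated transcripts of the class cell cycle control, cell division and chromosome partitioning summed to an RPKM of 947 ± 394 in UP, 1146 ± 346 in YP, 1415 ± 192 in MP, 306 ± 79.2 in IS and 380 ± 47.9 in FS (mean ± SD, n = 3). Peridioles exceeded spores by 1.77 on the log2 scale (exact permutation p = 0.0008, Benjamini-Hochberg adjusted p = 0.0022), in each of the 3 basidiocarps. For replication, recombination and repair (31 transcripts) the sums were 1431 ± 480 in UP, 1964 ± 628 in YP, 1545 ± 446 in MP, 276 ± 137 in IS and 239 ± 27.7 in FS, with a log2 ratio of 2.676 (exact permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012). All 31 transcripts of this class had more reads in peridioles, as had 18 of the 20 of the cell cycle class. Pismi1_7544, a RAD21 subunit of cohesin, contributed 39.4% of the cell cycle sum in UP and 14.8% in MP. The largest shift in the log2 ratio of the cell cycle class came with RPKM divided by the TMM factor of each sample, which gave 1.389 (exact p = 0.0004). With the replicate block, in which spore labels are permuted only within a basidiocarp, the exact p was 0.001 for both classes, the smallest that its arrangements allow. Over all 253 genes that Table S3 places in this class, regulated or not, the log2 ratio was 0.526 (exact permutation p = 0.0032, Benjamini-Hochberg adjusted p = 0.0057), but only 0.13 (exact p = 0.2338) after division by the TMM factor. The paper takes the higher sums in all peridiole compartments as high expression of these processes there.

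**Figure D2:**
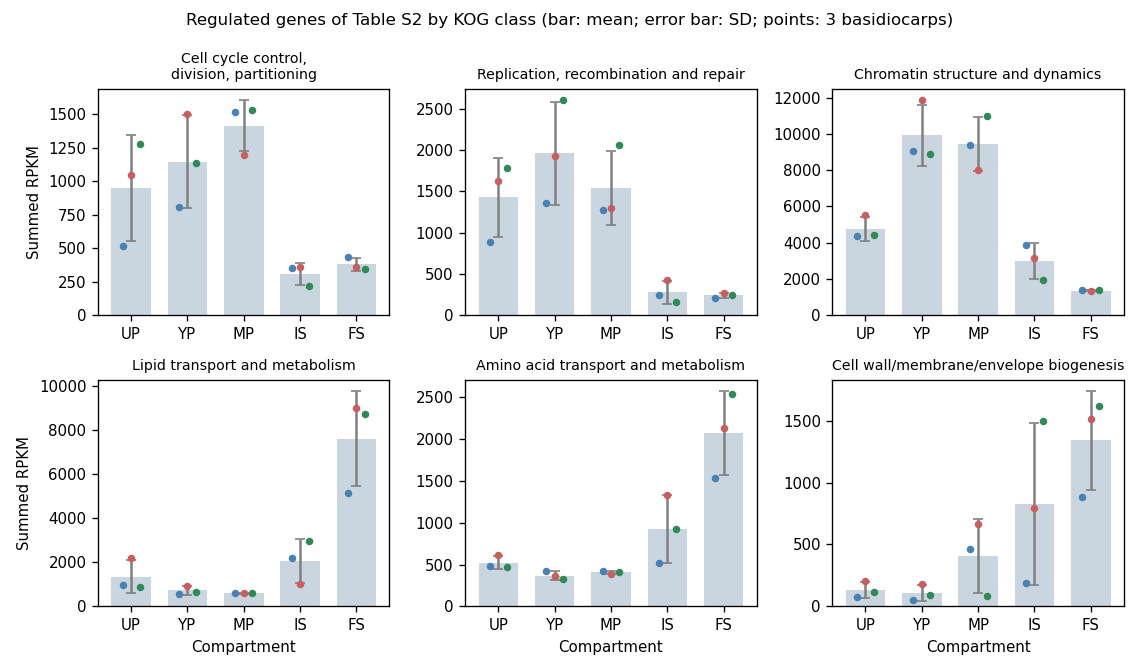
Sum of RPKM of the regulated transcripts of KOG classes in each compartment, with one point per sample (blue, red and green for basidiocarps 1, 2 and 3) and the mean of the 3. Cell cycle and replication sums are highest in the peridioles, and the lipid sum is highest in free spores.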

In all peridiole compartments, cell cycle control, cell division and replication-related transcripts were highly expressed compared to transcripts in spores. 

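Chromatin structure and dynamics is represented by 14 regulated transcripts with a summed RPKM of 4771 ± 663 in UP, 9926 ± 1690 in YP, 9457 ± 1495 in MP, 2974 ± 978 in IS and 1348 ± 27.7 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was 1.898 (exact permutation p = 0.0006, Benjamini-Hochberg adjusted p = 0.002), and every sample of YP and MP lay above every sample of UP, IS and FS. With RPKM divided by the TMM factor of each sample, this log2 ratio became 1.506 (exact p = 0.0006), the furthest any alternative moved it. The 17 transcripts for posttranslational modification, protein turnover and chaperones reached 1715 ± 239 in UP, 3836 ± 1881 in YP, 7202 ± 2389 in MP, 4241 ± 1645 in IS and 7172 ± 1723 in FS. No difference between peridioles and spores was found in this sum (-0.425, exact permutation p = 0.3189, Benjamini-Hochberg adjusted p = 0.3549), but it depended on processing, with -0.909 (exact p = 0.0306) after division by the TMM factor and -1.587 (exact p = 0.0012) without its highest member. It rose from UP to MP and was as high in FS as in MP. The small heat-shock protein Pismi1_684942 made up 46.0% of it in YP and 73.3% in MP, with 1765 and 5280 RPKM against 94.6 in UP and 15.8 in FS. The replicate block gave exact p-values of 0.003 and 0.349 for these classes. From the sums in YP and MP the paper concludes that both classes were highly expressed in the later peridiole stages.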

Up-regulated and highly expressed transcripts for mainly young peridioles, but also mature peridioles, were related to chromatin structure and dynamics as well as to posttranslational modification, protein turnover and catabolism. Cell wall/membrane/envelope biogenesis related transcripts were highly expressed and regulated during the transition from peridioles to spores (mature peridioles, internal and free spores). 

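Only 2 regulated transcripts fall into the class cell wall, membrane and envelope biogenesis, and their summed RPKM was 131 ± 65.7 in UP, 106 ± 64.2 in YP, 405 ± 299 in MP, 826 ± 657 in IS and 1343 ± 398 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was -2.339 (exact permutation p = 0.0012, Benjamini-Hochberg adjusted p = 0.0027), with an exact p of 0.003 under the replicate block. The rise rests on the chitinase Pismi1_638242, which made up 87.4% of the sum in MP, 99.4% in IS and 99.6% in FS but 10.2% in UP. Its transcripts increased towards the spores with a log2 fold change of -5.02 (standard error 0.89, edgeR adjusted p-value = 0.002). Among the processing alternatives, a sum without the member of highest RPKM moved this log2 ratio most, to 3.933 (exact p = 0.0016). The mean of log2(RPKM + 1) over the 2 members, taken as a difference between peridioles and spores, gave -0.699 (exact p = 0.2164). The paper places high expression of this class at the transition from peridioles to spores.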

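Summed over the 11 regulated transcripts for lipid transport and metabolism, RPKM was 1354 ± 741 in UP, 718 ± 195 in YP, 594 ± 13.7 in MP, 2068 ± 992 in IS and 7632 ± 2152 in FS (mean ± SD, n = 3), a log2 ratio of peridioles to spores of -2.448 (exact permutation p = 0.0006, Benjamini-Hochberg adjusted p = 0.002). Of the 11 transcripts, 10 were higher in spores. The phosphatidylserine decarboxylase Pismi1_56564 alone gave 64.5% of the sum in FS and 54.6% in UP. The alternative value furthest from this log2 ratio was -1.7 (exact p = 0.0002), a difference in the mean of log2(RPKM + 1) over the members. The 7 transcripts for amino acid transport and metabolism summed to 522 ± 75.2 in UP, 368 ± 51.4 in YP, 406 ± 17.7 in MP, 923 ± 411 in IS and 2073 ± 502 in FS, with a log2 ratio of -1.795 (exact permutation p = 0.0004, Benjamini-Hochberg adjusted p = 0.002), and one transcript contributed 62.0% of the sum in IS and 72.1% in FS. Without it, the ratio for amino acids fell to -0.37 (exact p = 0.0817). Within basidiocarps, as a replicate block, the exact p was 0.002 for lipids and 0.001 for amino acids. Over all 251 genes of the lipid class in Table S4, regulated or not, no difference was found in the sum (-0.074, exact permutation p = 0.5684, Benjamini-Hochberg adjusted p = 0.5854), but this depended on normalization, with -0.45 (exact p = 0.0084) after division by the TMM factor. Of its genes, 59 were significantly higher in spores and 24 in peridioles (edgeR adjusted p-value under 0.05). The paper concludes from the regulated transcripts that both classes were induced in the spore compartments.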

In the basidiospore compartments, lipid transport and metabolism related transcripts were highly induced, as well as transcripts related to amino acid transport and metabolism. 

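For the 19 regulated transcripts of carbohydrate metabolism, the summed RPKM was 1782 ± 272 in UP, 1941 ± 163 in YP, 1902 ± 65 in MP, 2705 ± 434 in IS and 3794 ± 52.9 in FS (mean ± SD, n = 3), with a log2 ratio of peridioles to spores of -0.793 (exact permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012). Secondary metabolism (15 transcripts) had sums of 4503 ± 1026 in UP, 3744 ± 562 in YP, 2743 ± 709 in MP, 4490 ± 1464 in IS and 4075 ± 502 in FS, without a difference in the main setting (-0.225, exact permutation p = 0.2655, Benjamini-Hochberg adjusted p = 0.3003). Energy production and conversion (10 transcripts) reached 1932 ± 1060 in UP, 1961 ± 844 in YP, 1860 ± 677 in MP, 667 ± 183 in IS and 1421 ± 447 in FS, with a log2 ratio of 0.878 (exact permutation p = 0.034, Benjamini-Hochberg adjusted p = 0.0499). The sums for transcription (13 transcripts) were 1470 ± 393 in UP, 1207 ± 179 in YP, 1160 ± 59.7 in MP, 546 ± 40.5 in IS and 1595 ± 545 in FS, with a log2 ratio of 0.257 (exact permutation p = 0.4054, Benjamini-Hochberg adjusted p = 0.4303). Each of these ratios depended on the processing. Without its highest member, carbohydrate metabolism fell to -0.182 (exact p = 0.0673), secondary metabolism became 0.711 (exact p = 0.0204), energy production -0.246 (exact p = 0.5037) and transcription -0.226 (exact p = 0.578). As a difference in the mean of log2(RPKM + 1) over the members, in the same order, the values were 0.441 (exact p = 0.0014), 0.332 (exact p = 0.003), -0.671 (exact p = 0.0166) and 0.616 (exact p = 0.002). Carbohydrate metabolism and energy production thus turned to the other direction. Division by the TMM factor gave -1.217 (exact p = 0.0002), -0.662 (exact p = 0.0266), 0.505 (exact p = 0.1548) and -0.1 (exact p = 0.751). Permuting within basidiocarps as a replicate block gave exact p-values of 0.001, 0.149, 0.011 and 0.44 for the 4 classes. The paper describes these classes as highly expressed and regulated in all compartments.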

Transcripts for posttranslational modification, protein turnover and catabolism, carbohydrate metabolism, secondary metabolism, energy production and transcription-related transcripts showed to be highly expressed and regulated in all compartments. In general, genes showed similar expression in the peridiole stages (Fig. 3) often with a peak of expression occurring in mature peridioles compared to young and unconsolidated peridioles. 

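Of the 737 genes of Table S2, 309 had their highest mean RPKM in MP, 108 in YP and 113 in UP, and the median gene had 20.4, 25.5 and 34.1 RPKM in UP, YP and MP. Regulation by more than 5-fold between peridiole stages was detected for no gene between UP and YP or between YP and MP and for 2 genes between UP and MP. With the basidiocarp as a replicate block these numbers were 15, 0 and 172, and UP against MP was the comparison of peridioles that DESeq2 moved most, to 164. The paper describes the peridiole stages as similar, with a frequent peak in mature peridioles.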

The same was true for internal and free spores.

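Between internal and free spores, no gene of the 14443 tested passed the thresholds, and 2 did with the replicate block. DESeq2 called the most, 55 genes. In IS, the 10 genes with the most reads took 8.62% to 24.31% of the reads, and the TMM factor of replicate 3 was 0.549 against 0.973 and 1.022 in replicates 1 and 2. From the similar expression of most classes in Fig. 3, the paper extends its description of the peridioles to the spore compartments.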

**Fig. 3:**
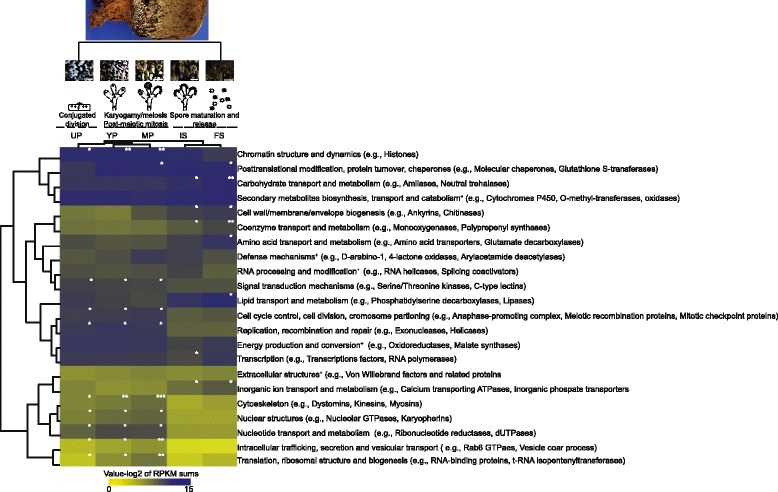
Sum of expression for the regulated transcripts by KOG classes and for each compartment. A double hierarchical clustering by using GENESIS software is shown. Each row represents a KOG class and the expression values are colored in *yellow* (low expression) to *blue* (high expression). A *white* asterisk indicates statistical significance among one of *P. microcarpus* compartments using one-way ANOVA followed by the different multiples pairwise comparison (Tukey, Duncan, Scott-Knot) (*p* < 0.05). On the right, some examples of regulated genes and the corresponding KOG class is given. *Black* plus signal indicates no statistical significance among each compartment was found (*p* < 0.05). Log_2_ values of the RPKM sums were used

### Differences in gene expression between the basidiocarp compartments

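In UP, 147 genes had more than 5-fold more transcripts than in at least 1 other compartment with an edgeR adjusted p-value under 0.05 (n = 3). With the basidiocarp as a replicate block there were 227. The comparison with free spores called 147 genes higher in UP, and that with internal spores 11. Among the called genes, the largest change against FS was that of Pismi1_678298 (267 RPKM in UP and 1.7 in FS), with a log2 fold change UP against FS of 7.06 (standard error 1.09, edgeR adjusted p-value = 0.020). Only 2.6% of its reads mapped uniquely, and the authors' counting could have split the rest between similar genes. It was followed by Pismi1_89318 with 6.63 (standard error 0.96, edgeR adjusted p-value = 0.017) and by the hydrophobin Pismi1_108262 with 6.06 (standard error 0.48, edgeR adjusted p-value = 0.004). DESeq2 gave 298 up-regulated genes, the most with the same thresholds, and the fits without 1 sample gave between 20 and 225.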

Within unconsolidated peridioles at the bottom of the basidiocarp, 205 transcripts were significantly more abundant than in the other compartments (>5 fold, FDR-corrected *p*-value < 0.05) (Fig. 2c). 

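Among the transcription factors of Fig. 7, the homeobox gene Pismi1_65337 had 77.2 ± 16.5 RPKM in UP, 40.9 ± 19.3 in YP, 24 ± 4.5 in MP, 11.6 ± 3.4 in IS and 9.5 ± 1.5 in FS (mean ± SD, n = 3), with a log2 fold change between peridioles and spores of 1.63 (standard error 0.31, edgeR adjusted p-value = 0.003). Homeobox genes Pismi1_671384 and Pismi1_671894 were also higher in peridioles, with 4.07 (standard error 0.41, edgeR adjusted p-value = 4.3e-05) and 3.52 (standard error 0.22, edgeR adjusted p-value = 1.4e-06), but both peaked in MP. The HMG-box gene Pismi1_681650 had its highest mean in UP (200 ± 81 RPKM, log2 fold change 1.45, standard error 0.22, edgeR adjusted p-value = 7.4e-04), as had the heat shock factor Pismi1_86746 (234 ± 47.6 RPKM, 1.32, standard error 0.35, edgeR adjusted p-value = 0.020). Of 5 genes annotated as RNA polymerase II large subunit, Pismi1_373763 fell from 281 ± 114 RPKM in UP to 43.3 ± 6.4 in FS (1.53, standard error 0.22, edgeR adjusted p-value = 5.1e-04), and 2 others were higher in spores. The 12 helicases summed to 423 ± 121 RPKM in UP, 324 ± 102 in YP, 241 ± 47 in MP, 82.4 ± 45.8 in IS and 56.2 ± 7.36 in FS, a log2 ratio of peridioles to spores of 2.248 (exact permutation p = 0.0004, Benjamini-Hochberg adjusted p = 0.002, and 0.001 with the replicate block). The alternative furthest from this log2 ratio, a difference in the mean of log2(RPKM + 1) over the helicases, gave 1.895 (exact p = 0.0002). Pairwise, 7 of the helicases were called. For 2 of them, Pismi1_678203 and Pismi1_689682, only 16.4% and 15.9% of the reads were unique. The paper lists these genes from the UP column of Table S2.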

These genes included many transcription factors with homeobox domain (HOX), high mobility group box (HMG box) and heat shock factor (HSF)-type as well as transcripts involved mainly in replication, transcription and translation (RNA polymerase II subunits, ATP-dependent DNA helicase and helicases). 

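The chitinase Pismi1_483676 had 91.4 ± 41.7 RPKM in UP, 40.9 ± 19.6 in YP, 34 ± 9.6 in MP, 16 ± 6.8 in IS and 19.9 ± 4.7 in FS (mean ± SD, n = 3) and a log2 fold change between peridioles and spores of 1.11 (standard error 0.29, edgeR adjusted p-value = 0.017). The other chitinase of Table S2, Pismi1_638242, showed the opposite course, with 13.3 ± 13.5 RPKM in UP, 24.4 ± 34 in YP, 354 ± 304 in MP, 820 ± 659 in IS and 1337 ± 398 in FS and -5.02 (standard error 0.89, edgeR adjusted p-value = 0.002). Neutral trehalase Pismi1_24996 had 192 ± 80.8 RPKM in UP, 86 ± 39.3 in YP, 60.8 ± 9.6 in MP, 82.6 ± 68.9 in IS and 21.3 ± 12.7 in FS and Pismi1_685802 had 55.1 ± 17.7 RPKM in UP, 18.3 ± 8.6 in YP, 21.8 ± 5.4 in MP, 26.6 ± 19.5 in IS and 9.8 ± 5.3 in FS. Both means were highest in UP, but neither gene differed between peridioles and spores (0.94, standard error 0.37, edgeR adjusted p-value = 0.094 and 0.48, standard error 0.34, edgeR adjusted p-value = 0.380). Pairwise, only Pismi1_24996 was called, with a log2 fold change UP against FS of 2.93 (standard error 0.56, edgeR adjusted p-value = 0.035). With the replicate block, neither trehalase was called in a pairwise comparison. The oligopeptide transporter Pismi1_261938 stood at 304 ± 167 RPKM in UP, 173 ± 117 in YP, 45.9 ± 10.8 in MP, 73.4 ± 88 in IS and 45.8 ± 19.2 in FS (0.91, standard error 0.49, edgeR adjusted p-value = 0.236), and its log2 fold change UP against MP was 2.98 (standard error 0.54, edgeR adjusted p-value = 0.178), or 2.82 with an edgeR adjusted p-value = 0.014 under the replicate block. Of 11 MFS transporters, 5 were higher in peridioles, among them Pismi1_95772, with 723 ± 361 RPKM in UP and 93.3 ± 16.4 in FS (1.72, standard error 0.34, edgeR adjusted p-value = 0.003). At its furthest from the main fit, with replicate 1 of the internal spores left out, the log2 fold change of Pismi1_261938 stood at 1.59 (edgeR adjusted p-value = 0.025). From their highest values in the first peridiole stage, the paper describes these genes as induced there.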

Chitinases, neutral trehalase, α,α-trehalase (GH37) as well as Major Facilitator Superfamily (MFS) and oligopeptide transporters are also induced in this compartment. 

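In YP, 167 genes had more than 5-fold more transcripts than in at least 1 other compartment with an edgeR adjusted p-value under 0.05, and in MP 181 genes (n = 3 each). The replicate block by basidiocarp raised the numbers to 240 and 346. For YP, 165 genes were called against FS and 21 against IS. For MP, 181 were called against FS, 9 against IS and 2 against UP. DESeq2 moved both counts up, to 300 in YP and 376 in MP, and library-size normalization gave 240 and 373. Without 1 sample, between 39 and 217 genes were left in YP and between 32 and 181 in MP. Among the 9 genes called higher in MP than in IS, the largest changes were those of the homeobox gene Pismi1_671384 (5.61, standard error 0.41, edgeR adjusted p-value = 0.011), the uracil DNA glycosylase Pismi1_672999 (5.10, standard error 0.40, edgeR adjusted p-value = 0.011) and Pismi1_105175 (5.04, standard error 0.48, edgeR adjusted p-value = 0.024), given as log2 fold changes MP against IS.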

Following the basidiocarp development, 235 and 364 genes were regulated (>5 fold, FDR-corrected *p*-value < 0.05) (Fig. 2c), respectively in young and mature peridioles. 

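The 10 histone genes of Table S2 summed to 4751 ± 625 RPKM in UP, 9959 ± 1668 in YP, 9478 ± 1511 in MP, 2782 ± 952 in IS and 1292 ± 28.4 in FS (mean ± SD, n = 3), with a log2 ratio of peridioles to spores of 1.985 (exact permutation p = 0.0006, Benjamini-Hochberg adjusted p = 0.002, and 0.003 with the replicate block). All 10 were higher in peridioles with an edgeR adjusted p-value under 0.05, and 7 passed the pairwise thresholds. The largest changes were those of Pismi1_684441 (histones H3 and H4, 3.29, standard error 0.34, edgeR adjusted p-value = 5.3e-05), Pismi1_684455 (H3 and H4, 3.06, standard error 0.48, edgeR adjusted p-value = 8.4e-04) and Pismi1_346000 (histone 2A, 2.87, standard error 0.33, edgeR adjusted p-value = 1.1e-04), of whose reads 82.3%, 78.4% and 31.4% were unique, so that reads of near-identical histone copies cannot be assigned with certainty. Across the alternatives, the value furthest from the log2 ratio of the histones was 2.516 (exact p = 0.0002), a difference in the mean of log2(RPKM + 1) over the genes. Among genes for meiotic and mitotic processes, Pismi1_685569 and Pismi1_685566, both annotated as meiotic recombination protein Dmc1, rose from 12.1 ± 1.5 and 24 ± 6.0 RPKM in UP to 117 ± 71.4 and 182 ± 96.5 in MP (log2 fold change peridioles against spores 3.17 and 2.52). Values were 1.80 (standard error 0.26, edgeR adjusted p-value = 4.9e-04) for the replication checkpoint protein CTF18 (Pismi1_131437), 1.54 (standard error 0.21, edgeR adjusted p-value = 3.2e-04) for the inner centromere protein (Pismi1_587332), 2.25 (standard error 0.45, edgeR adjusted p-value = 0.004) for a mitotic checkpoint serine/threonine kinase (Pismi1_676472) and 1.84 (standard error 0.35, edgeR adjusted p-value = 0.003) for the microtubule-associated protein dynactin (Pismi1_41103). The paper lists these functions as those regulated in young and mature peridioles.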

These included transcripts of genes involved in chromatin structure (histones 2A, H3 and H4), meiotic/mitotic processes (DNA replication checkpoint protein, inner centromere protein, serine/threonine, meiotic recombination, mitotic checkpoint serine) and cytoskeleton (microtubule-associated protein). 

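Of 3 genes for beta-1,6-N-acetylglucosaminyltransferase in Table S2, Pismi1_202327 had 36.9 ± 18.8 RPKM in UP, 49.7 ± 19.5 in YP, 73.2 ± 3.9 in MP, 6.8 ± 4.6 in IS and 7.3 ± 3.2 in FS (mean ± SD, n = 3) and a log2 fold change between peridioles and spores of 2.46 (standard error 0.38, edgeR adjusted p-value = 7.5e-04). Pismi1_672747, with 430 ± 89.5 RPKM in YP and 85.4 ± 24.7 in FS, changed by 1.51 (standard error 0.33, edgeR adjusted p-value = 0.007), and Pismi1_18976, with at most 5.2 ± 3.1 RPKM, by 1.20 (standard error 0.49, edgeR adjusted p-value = 0.113). Their summed RPKM was 2.063 higher on the log2 scale in peridioles (exact permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012, 0.001 with the replicate block). Aldehyde dehydrogenase Pismi1_92191 had 1220 ± 983 RPKM in UP, 999 ± 806 in YP, 1182 ± 596 in MP, 135 ± 85.6 in IS and 93.4 ± 27.7 in FS (2.87, standard error 0.66, edgeR adjusted p-value = 0.009) and Pismi1_680388 had 48 ± 19.4 RPKM in UP, 23.4 ± 6.9 in YP, 22 ± 2.2 in MP, 10 ± 5.5 in IS and 7.4 ± 3.9 in FS (1.47, standard error 0.29, edgeR adjusted p-value = 0.003). Between the peridiole stages, no log2 fold change of Pismi1_92191 was above the thresholds, and its SD in UP was 983 RPKM. Reprocessing with normalization by library size alone had the strongest effect on the log2 fold change of Pismi1_92191 and left it at 3.33 (edgeR adjusted p-value = 0.003). From the higher transcript levels in peridioles, the paper counts both functions among the metabolic genes up-regulated there.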

For genes involved in metabolic processes, beta-1,6-N-acetylglucosaminyltransferase and aldehyde dehydrogenase were also up-regulated.

Most of the up-regulated transcripts in internal and free spores (57 and 196 respectively) (Fig. 2c) appeared to be involved in cell metabolism, such as transaldolase, beta-glucocerebrosidase (GH30), N-acetyl-glucosamine-6-phosphate, and beta-glucan synthesis. 

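In IS, 29 genes were up-regulated more than 5-fold against at least 1 other compartment (edgeR adjusted p-value under 0.05), and in FS 296. The replicate block changed the numbers to 272 and 313, and DESeq2 to 327 and 409. Leaving out 1 sample gave between 0 and 30 in IS and between 109 and 370 in FS. Among the called genes, the largest changes towards IS were those of Pismi1_98719, without annotation, which had 1.0 ± 0.6 RPKM in UP, 0.98 ± 0.22 in YP, 4.5 ± 1.8 in MP, 92.5 ± 19.9 in IS and 27.4 ± 18.4 in FS (mean ± SD, n = 3) and a log2 fold change UP against IS of -6.94 (standard error 0.60, edgeR adjusted p-value = 0.015), of Pismi1_95231 with -6.67 (standard error 0.59, edgeR adjusted p-value = 0.015) and of the thioredoxin Pismi1_6680 with -6.11 (standard error 0.83, edgeR adjusted p-value = 0.043). Among the metabolic genes, transaldolase Pismi1_685394 rose from 36.5 ± 9.5 RPKM in UP to 197 ± 71.6 in IS and 321 ± 137 in FS (log2 fold change peridioles against spores -2.84, standard error 0.26, edgeR adjusted p-value = 2.4e-05). Beta-glucocerebrosidase Pismi1_31113 rose from 48 ± 13.6 to 763 ± 198 and 1595 ± 366 RPKM (-4.92, standard error 0.34, edgeR adjusted p-value = 2.7e-06), and Pismi1_652172, an N-acetyl-glucosamine-6-phosphate deacetylase, from 42.1 ± 11.3 to 484 ± 162 and 673 ± 185 RPKM (-3.89, standard error 0.40, edgeR adjusted p-value = 4.7e-05). Pismi1_89767, associated with beta-glucan synthesis, went from 30.3 ± 14.8 to 605 ± 303 and 286 ± 136 RPKM (-3.25, standard error 0.47, edgeR adjusted p-value = 5.1e-04). Of all settings, normalization by library size alone changed the log2 fold change of Pismi1_89767 most, giving -2.72 (edgeR adjusted p-value = 7.9e-04). The paper gives such genes as examples of its statement that most transcripts induced in spores appeared to serve cell metabolism.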

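The 11 MFS transporters of Table S2 summed to 1324 ± 304 RPKM in UP, 869 ± 258 in YP, 784 ± 264 in MP, 1813 ± 834 in IS and 2042 ± 349 in FS (mean ± SD, n = 3), with a log2 ratio of peridioles to spores of -0.958 (exact permutation p = 0.0012, Benjamini-Hochberg adjusted p = 0.0027, 0.005 with the replicate block). The largest shift in the log2 ratio of the MFS transporters came with a sum without the member of highest RPKM, which gave -0.037 (exact p = 0.9037). A difference in the mean of log2(RPKM + 1) over the members gave -0.206 (exact p = 0.1544). Single members went in both directions, with 6 significantly higher in spores and 4 in peridioles. Largest towards spores were Pismi1_355298 (-2.62, standard error 0.27, edgeR adjusted p-value = 5.3e-05), Pismi1_9181 (-2.57, standard error 0.44, edgeR adjusted p-value = 0.002, with 208 ± 113 RPKM in UP and 1196 ± 866 in IS) and Pismi1_5516 (-2.44, standard error 0.44, edgeR adjusted p-value = 0.002). Towards peridioles, Pismi1_431032 (2.27, standard error 0.28, edgeR adjusted p-value = 1.7e-04) and Pismi1_95997 (2.09, standard error 0.36, edgeR adjusted p-value = 0.001) changed most. Calcium-transporting ATPases Pismi1_124439 and Pismi1_339343 peaked in FS with 21.8 ± 2.3 and 17.5 ± 8.3 RPKM, but their log2 fold changes were -1.65 (standard error 0.97, edgeR adjusted p-value = 0.281) and -1.35 (standard error 0.44, edgeR adjusted p-value = 0.048), and neither was called in a pairwise comparison with or without the replicate block. GDP-fucose transporters Pismi1_671365 and Pismi1_671366 summed to 93 ± 28.2 RPKM in UP, 362 ± 80.7 in YP, 477 ± 65.8 in MP, 661 ± 186 in IS and 635 ± 221 in FS and increased towards spores by -1.91 (standard error 0.29, edgeR adjusted p-value = 6.7e-04) and -1.69 (standard error 0.30, edgeR adjusted p-value = 0.002), with YP and MP already above UP. The paper reports the up-regulation of these transporters for the spore compartment only.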

Additionally, transcripts encoding MFS, calcium, and fucose transporters were only up-regulated in the spore compartment. 

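Transcripts of the HMG-box gene Pismi1_89773 rose from 134 ± 26.3 RPKM in UP, 122 ± 16.5 in YP and 135 ± 23.3 in MP to 985 ± 887 in IS and 1252 ± 539 in FS (mean ± SD, n = 3), a log2 fold change between peridioles and spores of -3.66 (standard error 0.47, edgeR adjusted p-value = 2.4e-04). Another HMG-box gene, Pismi1_36586, rose from 3.7 ± 0.2 RPKM in UP to 28.8 ± 11.2 in FS (-2.83, standard error 0.27, edgeR adjusted p-value = 3.3e-05). The AraC_binding gene Pismi1_9199 had 49.5 ± 12.9 RPKM in UP, 29.5 ± 9.8 in YP, 63.8 ± 35.4 in MP, 321 ± 134 in IS and 529 ± 256 in FS (-3.69, standard error 0.39, edgeR adjusted p-value = 6.0e-05). Of the C-type lectins in Table S2, Pismi1_274896 peaked in IS with 68.4 ± 20.3 RPKM against 1.4 ± 1.0 in UP (-4.03, standard error 0.68, edgeR adjusted p-value = 0.001), and Pismi1_214062 in FS with 206 ± 85.7 RPKM against 55.8 ± 56.8 in UP, without a significant difference (-1.65, standard error 0.89, edgeR adjusted p-value = 0.236, and 0.004 with the replicate block). All 3 transcription factors were called with and without the replicate block. With replicate 3 of the internal spores left out, the log2 fold change of Pismi1_89773 became -2.82 (edgeR adjusted p-value = 8.9e-05), the furthest any alternative moved it. The paper takes these genes as induction of transcription factors and of signal transduction in the spores.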

Furthermore, we observed induction of a family of transcription factors taking place at these stages, such as transcripts coding for HMG and AraC_binding motifs, as well as transcripts involved in signal transduction such as lectins.

### Highly expressed and regulated pathways within the *Pisolithus* basidiocarp

Transcriptome analyses along peridioles and basidiospore compartments revealed two main pathways as highly expressed and up-regulated: cell cycle and lipid metabolism (see Additional file 5: Table S3 and Additional file 6: Table S4). 

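Fig. S3 shows 28 genes of this category by protein ID. Their summed RPKM was 1128 ± 457 in UP, 1437 ± 448 in YP, 1824 ± 226 in MP, 356 ± 97.8 in IS and 443 ± 42.1 in FS (mean ± SD, n = 3), with a log2 ratio of peridioles to spores of 1.872 (exact permutation p = 0.0008, Benjamini-Hochberg adjusted p = 0.0022, 0.001 with the replicate block). In the fit over all samples, 24 were higher in peridioles and 1 in spores with an edgeR adjusted p-value under 0.05, and 13 passed the 5-fold threshold in a pairwise comparison, or 18 with the replicate block. The largest changes towards peridioles were those of the cohesin subunit Pismi1_7544 (3.42, standard error 0.43, edgeR adjusted p-value = 2.1e-04), the meiotic recombination protein Pismi1_685569 (3.17, standard error 0.39, edgeR adjusted p-value = 1.9e-04), the DNA helicase Pismi1_101207 (3.14, standard error 0.39, edgeR adjusted p-value = 2.1e-04) and Pismi1_241885 (2.97, standard error 0.32, edgeR adjusted p-value = 7.1e-05). The kinesin-like Pismi1_23139 changed by 2.49 (standard error 0.48, edgeR adjusted p-value = 0.003), and Pismi1_71291, annotated as Mei2, by 2.09 (standard error 0.36, edgeR adjusted p-value = 0.002). In the opposite direction, the metacaspase Pismi1_681765 rose from 9.7 ± 0.1 RPKM in UP to 191 ± 47.7 in FS (-3.90, standard error 0.31, edgeR adjusted p-value = 7.4e-06). Among the processing alternatives, RPKM divided by the TMM factor of each sample moved the log2 ratio of the sum most, to 1.489 (exact p = 0.0004). Over all 180 genes that Table S3 lists for cytoskeleton, peridioles did not differ from spores (0.088, exact permutation p = 0.3756, Benjamini-Hochberg adjusted p = 0.4049).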

More than 600 transcripts related to cell cycle control, cell division, chromosome partitioning, and cytoskeleton were identified in the genome of *P. microcarpus* [4], out of which 40 transcripts were up-regulated in at least one of the five developmental stages analyzed (see Additional file 7: Figure S3). This set includes transcripts for the anaphase promoting process (APC), essential proteins for meiosis, essential proteins for the S phase, kinesin and myosin. The meiotic pathway in *P. microcarpus* was annotated using the KEGG (Kyoto Gene and Genomes) pathway database and was highly expressed in the peridiole compartments (Fig. 4). 

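The 21 genes of the meiotic pathway in Fig. 4, without the ORC and MCM complexes, summed to 804 ± 160 RPKM in UP, 793 ± 177 in YP, 871 ± 67.8 in MP, 496 ± 97.6 in IS and 494 ± 32.1 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was 0.734 (exact permutation p = 0.001, Benjamini-Hochberg adjusted p = 0.0026, 0.001 with the replicate block), and peridioles had the higher sum in each of the 3 basidiocarps. Of these genes, 15 had a positive and 6 a negative log2 fold change after TMM normalization. An edgeR adjusted p-value under 0.05 was found for 9, all towards peridioles, and none reached 5-fold in any pairwise comparison. The largest changes were 1.88 (standard error 0.20, edgeR adjusted p-value = 5.8e-05) for Pismi1_97548, 1.53 (standard error 0.29, edgeR adjusted p-value = 0.003) for Cdc6 (Pismi1_9130) and 1.26 (standard error 0.33, edgeR adjusted p-value = 0.018) for Smc3 (Pismi1_241336). No alternative moved the log2 ratio of this sum further than RPKM divided by the TMM factor of each sample, with 0.33 (exact p = 0.0214). From the higher values in the peridioles, the paper concludes that the meiotic pathway was highly expressed there.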

The activation of a meiosis/mitosis transcriptional cascade, with sequentially expressed classes of meiosis-specific genes was detected. In G1 and S phases, genes encoding the origin recognition complex (ORC) and the mini-chromosome maintenance complex (MCM) were strongly expressed in all peridiole compartments. 

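The 5 ORC genes of Fig. 4 summed to 141 ± 17.9 RPKM in UP, 140 ± 11.6 in YP, 174 ± 21.4 in MP, 70.5 ± 18.8 in IS and 72.2 ± 8.7 in FS (mean ± SD, n = 3), a log2 ratio of peridioles to spores of 1.088 (exact permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012). All were higher in peridioles, 4 of them significantly, most strongly Pismi1_8398 (1.06, standard error 0.16, edgeR adjusted p-value = 6.7e-04), while Pismi1_681158 changed least (0.16, standard error 0.13, edgeR adjusted p-value = 0.453). The 5 MCM genes summed to 172 ± 79 RPKM in UP, 215 ± 73.8 in YP, 207 ± 66 in MP, 46 ± 20.4 in IS and 47.5 ± 7.28 in FS, with a log2 ratio of 2.084 (exact permutation p = 0.0006, Benjamini-Hochberg adjusted p = 0.002). MCM6 (Pismi1_89712) changed by 2.41 (standard error 0.39, edgeR adjusted p-value = 0.001), MCM7 (Pismi1_670013) by 2.38 (standard error 0.53, edgeR adjusted p-value = 0.008), MCM5 (Pismi1_673752) by 1.65 (standard error 0.45, edgeR adjusted p-value = 0.022), MCM4 (Pismi1_93448) by 1.55 (standard error 0.21, edgeR adjusted p-value = 3.9e-04) and MCM2 (Pismi1_675388) by 1.08 (standard error 0.22, edgeR adjusted p-value = 0.005). Only MCM6 passed the 5-fold threshold in a pairwise comparison, and MCM7 joined it with the replicate block. The exact p within basidiocarps, the replicate block of this test, was 0.001 for both complexes. Under the alternative that mattered most, RPKM divided by the TMM factor of each sample, the log2 ratio of the MCM genes was 1.671 (exact p = 0.0008). No log2 fold change between peridiole stages passed the thresholds. The paper describes strong expression of both complexes in all peridiole compartments.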

An early meiosis-specific gene (*spo11*) showed its highest expression in peridioles compared to the spores. 

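Fig. 4 gives *spo11* and *cdc45* the same protein ID, that of Pismi1_97548. The files annotate it as a CDC45-like protein. Its transcripts reached 25 ± 4.7 RPKM in UP, 32.7 ± 5.8 in YP, 37 ± 11.9 in MP, 7.2 ± 3.0 in IS and 6.1 ± 0.6 in FS (mean ± SD, n = 3), with a log2 fold change between peridioles and spores of 1.88 (standard error 0.20, edgeR adjusted p-value = 5.8e-05) and more transcripts in the peridioles of each of the 3 basidiocarps. No pairwise comparison called it past 5-fold, with or without the replicate block. At its furthest from the main fit, with normalization by library size alone, the log2 fold change of Pismi1_97548 stood at 2.23 (edgeR adjusted p-value = 5.0e-05). From its values in peridioles and spores, the paper concludes that *spo11* was highest in peridioles.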

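Transcripts of the gene labelled *ime2* in Fig. 4, Pismi1_90829, stood at 45.3 ± 9.7 RPKM in UP, 28.6 ± 12.4 in YP, 24.6 ± 3.8 in MP, 33 ± 5.4 in IS and 27 ± 2.2 in FS (mean ± SD, n = 3). UP against YP gave a log2 fold change of 0.73 (standard error 0.35, edgeR adjusted p-value = 1.000), UP against MP 1.10 (standard error 0.27, edgeR adjusted p-value = 0.239) and IS against FS 0.44 (standard error 0.35, edgeR adjusted p-value = 0.999). Peridioles as a whole did not differ from spores (-0.31, standard error 0.21, edgeR adjusted p-value = 0.355, or -0.33 with an edgeR adjusted p-value = 0.152 under the replicate block). Across the alternatives, the widest departure of the log2 fold change of Pismi1_90829 was 0.09 (edgeR adjusted p-value = 0.792), obtained with normalization by library size alone. The paper ranks UP and IS above the other stages from their mean values.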

Transcripts for meiosis induction protein kinase (*ime2*) were more abundant in unconsolidated peridioles and internal spores than in the other developmental stages. Following DNA replication, transcripts of genes involved in checkpoint mechanisms for meiosis/mitosis progress, such as *rad17*, *rad24*, *rad53*, *chk1*, and *cdc14* were detected. 

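All of the checkpoint genes of Fig. 4 had transcripts in each compartment. Means over the peridiole and the spore samples were 64 and 51.8 RPKM for *rad17* (Pismi1_30535), 18.1 and 8.6 for *rad24* (Pismi1_640199), 26.9 and 12 for *rad53* (Pismi1_373797), 30.5 and 25.3 for *chk1* (Pismi1_655687), and 45.4 and 43 for *cdc14* (Pismi1_6068). In single samples, the lowest read count was 411, well above the 10 counts of the filter. The log2 fold change of *chk1* between peridioles and spores was -0.08 (standard error 0.31, edgeR adjusted p-value = 0.900). Reprocessing with normalization by library size alone had the strongest effect on the log2 fold change of Pismi1_655687 and left it at 0.27 (edgeR adjusted p-value = 0.629). Detection of these transcripts is what the paper reports here.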

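Of the checkpoint genes, *rad53* (Pismi1_373797) had 23.4 ± 9.3 RPKM in UP, 29.3 ± 8.3 in YP, 28 ± 9.5 in MP, 13.2 ± 6.1 in IS and 10.9 ± 1.5 in FS (mean ± SD, n = 3) and a log2 fold change between peridioles and spores of 0.81 (standard error 0.24, edgeR adjusted p-value = 0.031). For *rad24* (Pismi1_640199) the values were 17.4 ± 2.5 RPKM in UP, 18.4 ± 1.7 in YP, 18.4 ± 3.8 in MP, 9.9 ± 5.3 in IS and 7.3 ± 1.2 in FS and 0.78 (standard error 0.19, edgeR adjusted p-value = 0.011). No difference was found for *rad17* (Pismi1_30535, 67.7 ± 18.5 RPKM in UP and 47.1 ± 5.4 in FS, -0.02, standard error 0.17, edgeR adjusted p-value = 0.964), *chk1* (Pismi1_655687, 28 ± 9.9 and 26.9 ± 4.8 RPKM, -0.08, standard error 0.31, edgeR adjusted p-value = 0.900) or *cdc14* (Pismi1_6068, 53.6 ± 4.4 and 40.2 ± 5.4 RPKM, -0.34, standard error 0.18, edgeR adjusted p-value = 0.220). With the replicate block, the edgeR adjusted p-values were 0.005 for *rad53* and 0.007 for *rad24*. None of the 5 genes was called past 5-fold in any comparison. Of all settings, normalization by library size alone changed the log2 fold change of Pismi1_373797 most, giving 1.16 (edgeR adjusted p-value = 0.009). The paper describes these genes as highly expressed throughout, and particularly in peridioles.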

These transcripts were highly expressed in all *P. microcarpus* compartments, particularly during peridiole development. 

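The gene labelled *mad1*, Pismi1_672382, had 46.2 ± 6.5 RPKM in UP, 43.1 ± 13.5 in YP, 36.4 ± 5.1 in MP, 30.8 ± 15.5 in IS and 30.3 ± 10.2 in FS (mean ± SD, n = 3), and *mad2*, Pismi1_27728, had 47.9 ± 1.7 RPKM in UP, 89.2 ± 27.8 in YP, 105 ± 10.5 in MP, 37.6 ± 17.6 in IS and 57.9 ± 10.8 in FS. Their log2 fold changes between peridioles and spores after TMM normalization were 0.13 (standard error 0.20, edgeR adjusted p-value = 0.729) and 0.28 (standard error 0.24, edgeR adjusted p-value = 0.475). The APC/C subunit Pismi1_463602 had 17.1 ± 4.8 RPKM in UP, 15.3 ± 4.9 in YP, 16.1 ± 2.1 in MP, 6.2 ± 0.7 in IS and 9.4 ± 2.8 in FS (0.63, standard error 0.25, edgeR adjusted p-value = 0.095), and only 55.8% of its reads mapped uniquely. Mean RPKM was higher in peridioles for all 3 genes in each basidiocarp, without reaching an adjusted p-value under 0.05, and the replicate block gave edgeR adjusted p-values of 0.427, 0.233 and 0.018. The largest shift in the log2 fold change of Pismi1_27728 came with normalization by library size alone, which gave 0.71 (edgeR adjusted p-value = 0.042). From the mean values the paper describes these genes as more highly expressed in peridioles.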

A set of genes involved in spindle checkpoint process, *mad1* and *mad2*, and a control APC/C function were more highly expressed especially in the peridioles. 

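Transcripts of *cdc7* (Pismi1_7051) stood at 9.4 ± 4.5 RPKM in UP, 11.8 ± 4.9 in YP, 22.2 ± 6.4 in MP, 4.1 ± 2.8 in IS and 6.6 ± 0.6 in FS (mean ± SD, n = 3). The log2 fold change was 1.00 (standard error 0.33, edgeR adjusted p-value = 0.048) between peridioles and spores, 1.92 (standard error 0.55, edgeR adjusted p-value = 0.211) between MP and IS and -1.05 (standard error 0.45, edgeR adjusted p-value = 0.406) between UP and MP, and no comparison passed both thresholds. *cdc14* (Pismi1_6068) had 53.6 ± 4.4 RPKM in UP, 40 ± 6.6 in YP, 42.6 ± 3.2 in MP, 45.8 ± 0.2 in IS and 40.2 ± 5.4 in FS and -0.34 (standard error 0.18, edgeR adjusted p-value = 0.220), and *cdc20* (Pismi1_474954) had 21.2 ± 8.8 RPKM in UP, 27.6 ± 15.9 in YP, 21.6 ± 3.0 in MP, 9.6 ± 3.5 in IS and 14.2 ± 4.8 in FS and 0.55 (standard error 0.33, edgeR adjusted p-value = 0.285). The files annotate Pismi1_474954 as an anaphase-promoting complex subunit, and 38.7% of its reads were unique, so its counts are uncertain. Under the replicate block, *cdc7* had an edgeR adjusted p-value = 0.003 between peridioles and spores. With normalization by library size alone, the log2 fold change of Pismi1_7051 became 1.38 (edgeR adjusted p-value = 0.017), the furthest any alternative moved it. The paper takes the peak of *cdc7* in MP and the higher means of the other genes in peridioles as their up-regulation there.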

As for chromosome segregation, transcripts to *cdc7* were up-regulated only in mature peridioles, while *cdc14* and *cdc20* transcripts were accumulated in peridiole compartments. 

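The *smc1* gene (Pismi1_593057) had 25.7 ± 6.8 RPKM in UP, 29.1 ± 4.5 in YP, 32.6 ± 3.8 in MP, 14.1 ± 6.1 in IS and 11.4 ± 1.3 in FS (mean ± SD, n = 3) and a log2 fold change between peridioles and spores of 0.84 (standard error 0.17, edgeR adjusted p-value = 0.003). For *smc3* (Pismi1_241336), the values were 31.1 ± 15.3 RPKM in UP, 33.2 ± 14.5 in YP, 34.7 ± 9.6 in MP, 10.5 ± 6.6 in IS and 10.4 ± 2.2 in FS and 1.26 (standard error 0.33, edgeR adjusted p-value = 0.018). Both were higher in the peridioles of every basidiocarp, with edgeR adjusted p-values of 0.002 and 5.7e-05 under the replicate block, and neither changed 5-fold in a pairwise comparison. Among the processing alternatives, normalization by library size alone moved the log2 fold change of Pismi1_241336 most, to 1.66 (edgeR adjusted p-value = 0.005). The paper describes both transcripts as appearing to accumulate in the peridioles.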

Among the transcripts involved in the structural maintenance of chromosomes, *smc1* and *smc3* also appeared to accumulate in the peridiole compartments.

**Fig. 4:**
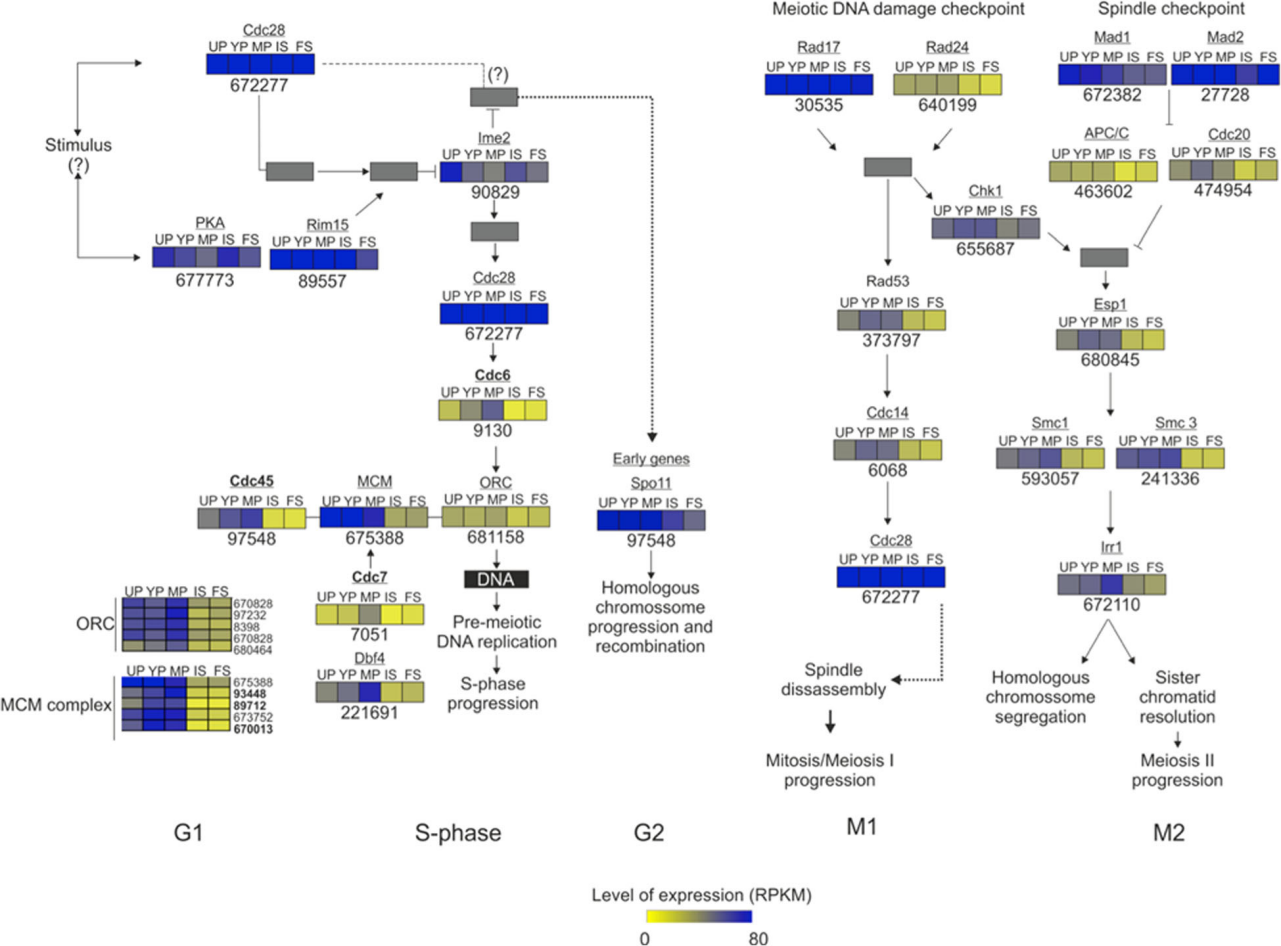
Differential expressed cell cycle related transcripts. For each enzyme, squares represent abundance of transcripts in the different compartments. The numbers under the squares correspond to JGI *P. microcarpus* protein IDs. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores

Given the crucial role lipids play in spore carbon storage [14], we also investigated gene expression related to lipid metabolism in *P. microcarpus* basidiocarp during peridiole development. More than 200 transcripts related to lipid metabolism and transport, as well as to β-oxidation and the glyoxylate cycle proteins are present in the *P. microcarpus* genome (see Additional file 6: Table S4). Thirteen genes involved in lipid metabolism were up-regulated in *P. microcarpus* basidiocarps, including those coding for lysophospholipase, phosphatidylserine decarboxylase, lipases with triacylglycerol lipase activity, a peroxisomal long-chain acyl-CoA transporter and a malate synthase (see Additional file 8: Figure S4). 

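Fig. S4 gives 11 genes by protein ID, and their summed RPKM was 624 ± 49.2 in UP, 574 ± 42.8 in YP, 497 ± 67.3 in MP, 1200 ± 377 in IS and 2776 ± 52 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was -1.815 (exact permutation p = 0.0002, Benjamini-Hochberg adjusted p = 0.0012, 0.001 with the replicate block), with 9 genes significantly higher in spores and 1 in peridioles. No alternative moved the log2 ratio of the sum further than RPKM divided by the TMM factor of each sample, with -2.182 (exact p = 0.0002). Largest was the increase of the lipase Pismi1_509498, from 32.4 ± 13.8 RPKM in UP to 514 ± 122 in FS (-3.61, standard error 0.34, edgeR adjusted p-value = 2.4e-05), followed by the phosphatidylserine decarboxylases Pismi1_572791 (-3.58, standard error 0.46, edgeR adjusted p-value = 2.3e-04) and Pismi1_11485 (-3.15, standard error 0.44, edgeR adjusted p-value = 4.1e-04). The peroxisomal long-chain acyl-CoA transporter Pismi1_546129 rose from 8.3 ± 3.0 to 52.4 ± 19.7 RPKM (-2.29, standard error 0.27, edgeR adjusted p-value = 1.5e-04), with 33.3% of its reads unique. Malate synthase Pismi1_152166 stood at 9.2 ± 2.0 RPKM in UP, 14.3 ± 5.7 in IS and 68.9 ± 23 in FS (-2.25, standard error 0.29, edgeR adjusted p-value = 2.5e-04). The lysophospholipase Pismi1_672522 peaked in MP (14.8 ± 5.8 RPKM against 2.1 ± 1.0 in UP) and did not differ between peridioles and spores (-0.26, standard error 0.44, edgeR adjusted p-value = 0.757). Pairwise, 9 of the 11 genes were called, and all of them with the replicate block. The paper counts the genes as up-regulated in basidiocarps.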

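Acetyl-CoA carboxylase (Pismi1_105093) had 8.1 ± 0.4 RPKM in UP, 9.2 ± 3.0 in YP, 14.4 ± 7.6 in MP, 46.6 ± 27.6 in IS and 19.3 ± 6.9 in FS (mean ± SD, n = 3) and a log2 fold change between peridioles and spores of -1.87 (standard error 0.29, edgeR adjusted p-value = 8.4e-04), with the highest mean in IS. It was called pairwise only with the replicate block. The 3-oxoacyl synthase Pismi1_685883 of the fatty acid synthase group had 25.1 ± 4.3 RPKM in UP, 22.9 ± 5.1 in YP, 30.4 ± 11.7 in MP, 100 ± 81.5 in IS and 28.6 ± 6.7 in FS (-1.35, standard error 0.31, edgeR adjusted p-value = 0.009), and its SD in IS was nearly as large as the mean. The animal-type fatty acid synthase Pismi1_211225 stayed between 1.7 and 4.5 RPKM in all compartments (-0.35, standard error 0.58, edgeR adjusted p-value = 0.749). Under the alternative that mattered most, normalization by library size alone, the log2 fold change of Pismi1_105093 was -1.55 (edgeR adjusted p-value = 0.005). From the values in spores, the paper describes fatty acid biosynthesis transcripts as highly expressed there.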

Transcripts involved in fatty acid (FA) biosynthesis, such as FA synthase, acetyl-CoA carboxylase-ACC were highly expressed in spore compartments. 

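The fatty acyl-CoA elongase Pismi1_586245 had 117 ± 34 RPKM in UP, 163 ± 55.9 in YP, 120 ± 51 in MP, 126 ± 50.3 in IS and 74.2 ± 11.2 in FS (mean ± SD, n = 3), and peridioles did not differ from spores (0.06, standard error 0.25, edgeR adjusted p-value = 0.909), nor IS from FS (0.90, standard error 0.39, edgeR adjusted p-value = 0.999). Desaturases (5 genes in Table S4) summed to 475 ± 42 RPKM in UP, 507 ± 38.9 in YP, 488 ± 54.2 in MP, 909 ± 437 in IS and 510 ± 45.3 in FS, a log2 ratio of peridioles to spores of -0.534 (exact permutation p = 0.0799, Benjamini-Hochberg adjusted p = 0.1021, 0.073 with the replicate block). Pismi1_678233 and Pismi1_657582 were highest in IS, with 306 ± 180 and 196 ± 52.6 RPKM, and changed by -1.03 (standard error 0.23, edgeR adjusted p-value = 0.008) and -0.73 (standard error 0.17, edgeR adjusted p-value = 0.009). Pismi1_686854 ranged from 25.4 ± 4.5 RPKM in MP to 236 ± 209 in IS (-1.01, standard error 0.42, edgeR adjusted p-value = 0.119), and was called pairwise only with the replicate block. Pismi1_407463 differed little between compartments (72.6 ± 8.3 RPKM in YP, 43.2 ± 8.4 in FS, 0.23, standard error 0.17, edgeR adjusted p-value = 0.412). At its furthest from the main fit, with RPKM divided by the TMM factor of each sample, the log2 ratio of the desaturases stood at -0.849 (exact p = 0.0002). The paper separates on these values the elongases, lower in free spores, from desaturases that were abundant everywhere or only in internal spores.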

In addition, fatty acyl-CoA elongases were highly expressed in peridiole compartments and internal spores with decreased expression in free spores while some transcripts for fatty acid desaturases were abundant in all basidiocarp compartments or had accumulated only in internal spores.

Based on *P. microcarpus* gene annotation and expression analyses, a pathway for β-oxidation in peroxisomes and mitochondria and for the glyoxylate cycle is proposed (Fig. 5). Among these, transcripts to acylcarnitine transferase were found highly expressed in each of the peridiole developmental stages. 

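The 3 carnitine O-acyltransferases of Table S4 summed to 317 ± 49.7 RPKM in UP, 256 ± 38.4 in YP, 246 ± 56.9 in MP, 198 ± 75.7 in IS and 234 ± 32.2 in FS (mean ± SD, n = 3), a log2 ratio of peridioles to spores of 0.337 (exact permutation p = 0.0719, Benjamini-Hochberg adjusted p = 0.0936, 0.096 with the replicate block). Pismi1_185126 (CPT2/YAT1) had 162 ± 53.8 RPKM in UP, 100 ± 25.5 in YP, 89.5 ± 17.2 in MP, 93.7 ± 39.5 in IS and 95.4 ± 10.1 in FS and a log2 fold change of -0.12 (standard error 0.22, edgeR adjusted p-value = 0.774). For Pismi1_94540 and Pismi1_678772 (CRAT) the means lay between 69 and 123 RPKM and between 33.3 and 53.8 RPKM, with 0.14 (standard error 0.18, edgeR adjusted p-value = 0.657) and -0.33 (standard error 0.23, edgeR adjusted p-value = 0.360). Across the alternatives, the widest departure of the log2 ratio of these enzymes was -0.017 (exact p = 0.9181), obtained with RPKM divided by the TMM factor of each sample. The paper reasons from the transcript levels in each peridiole stage that acylcarnitine transferase was highly expressed there.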

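Acyl-CoA dehydrogenases (5 genes in Table S4) summed to 405 ± 270 RPKM in UP, 369 ± 82.7 in YP, 308 ± 58.7 in MP, 500 ± 270 in IS and 584 ± 310 in FS (mean ± SD, n = 3), with a log2 ratio of peridioles to spores of -0.589 (exact permutation p = 0.1093, Benjamini-Hochberg adjusted p = 0.1323). Permutation within basidiocarps, as a replicate block, gave an exact p of 0.008. The highest-expressed, Pismi1_681881, had 254 ± 248 RPKM in FS and 74.7 ± 11.6 in MP (-0.99, standard error 0.54, edgeR adjusted p-value = 0.242), and Pismi1_575094 had 49.7 ± 25.8 RPKM in UP, 41.4 ± 11 in YP, 52 ± 14.5 in MP, 102 ± 21.6 in IS and 145 ± 9.8 in FS (-1.80, standard error 0.29, edgeR adjusted p-value = 0.001, 37.6% of reads unique). The 3-hydroxyacyl-CoA dehydrogenases Pismi1_89671 and Pismi1_679948 reached 233 ± 85.1 and 105 ± 9.5 RPKM in FS against 42.3 ± 14.4 and 52.5 ± 12.2 in IS, and changed by -2.78 (standard error 0.29, edgeR adjusted p-value = 5.6e-05) and -0.69 (standard error 0.16, edgeR adjusted p-value = 0.010). Thiolase Pismi1_682010 rose from 149 ± 68.3 RPKM in UP to 267 ± 109 in IS and 459 ± 289 in FS (-1.49, standard error 0.28, edgeR adjusted p-value = 0.003), whereas thiolase Pismi1_574229 did not change (0.13, standard error 0.34, edgeR adjusted p-value = 0.844). Only Pismi1_89671 passed 5-fold in a pairwise comparison. Reprocessing with RPKM divided by the TMM factor of each sample had the strongest effect on the log2 ratio of the dehydrogenases and left it at -0.879 (exact p = 0.0146). The paper concludes from the FS values that these transcripts were more pronounced in free spores.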

Accumulated transcripts to acyl-CoA-dehydrogenase, 3-hydroxyacyl-CoA dehydrogenase and β-ketoacyl-coA thiolase were more pronounced in free spores. 

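The 3 peroxisomal long-chain acyl-CoA transporters summed to 128 ± 39.4 RPKM in UP, 94.8 ± 19.6 in YP, 93 ± 10.3 in MP, 153 ± 80 in IS and 237 ± 58.8 in FS (mean ± SD, n = 3), a log2 ratio of peridioles to spores of -0.888 (exact permutation p = 0.0036, Benjamini-Hochberg adjusted p = 0.0061, 0.002 with the replicate block). Pismi1_675956 was the most abundant, with 91 ± 20.9 RPKM in UP, 64.8 ± 8.9 in YP, 65 ± 2.4 in MP, 90.3 ± 46.7 in IS and 130 ± 35.9 in FS and a log2 fold change of -0.93 (standard error 0.22, edgeR adjusted p-value = 0.009). Pismi1_119165 and Pismi1_546129 rose to 55.1 ± 41.1 and 52.4 ± 19.7 RPKM in FS (-1.45, standard error 0.41, edgeR adjusted p-value = 0.027 and -2.29, standard error 0.27, edgeR adjusted p-value = 1.5e-04). Of the reads of the latter genes, only 30.3% and 33.3% were unique, and the authors' counting could have divided the rest between copies. Of all settings, a sum without the member of highest RPKM changed the log2 ratio of the transporters most, giving -1.419 (exact p = 0.0014). The paper reports that some of these transporters were highly expressed in all stages.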

Long-chain transporters were used for FA import into peroxisomes, some of which were found highly expressed in all developmental stages. 

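Pismi1_480262, one of the 4 genes of Fig. 5 for the peroxisomal multifunctional enzyme, had 83.2 ± 7.4 RPKM in UP, 78.1 ± 15.4 in YP, 63.9 ± 14.3 in MP, 67 ± 16.3 in IS and 49.8 ± 7.5 in FS (mean ± SD, n = 3), and its log2 fold change between peridioles and spores was 0.00 (standard error 0.16, edgeR adjusted p-value = 0.993). The others were highest in FS. Pismi1_18333 reached 169 ± 62.6 RPKM in FS against 52.6 ± 7.3 in YP (-1.15, standard error 0.24, edgeR adjusted p-value = 0.005), Pismi1_25629 146 ± 63.5 against 43.2 ± 3.5 (-1.33, standard error 0.20, edgeR adjusted p-value = 6.3e-04) and Pismi1_24851 27.4 ± 17 against 8.7 ± 3.7 (-1.29, standard error 0.32, edgeR adjusted p-value = 0.014). Pairwise, MP against FS gave a log2 fold change of -1.99 (standard error 0.33, edgeR adjusted p-value = 0.022) for Pismi1_25629 and -1.85 (standard error 0.32, edgeR adjusted p-value = 0.024) for Pismi1_18333, and none of the 4 genes changed 5-fold with or without the replicate block. The largest shift in the log2 fold change of Pismi1_480262 came with normalization by library size alone, which gave 0.37 (edgeR adjusted p-value = 0.143). Summed over the pathway of Fig. 5c (11 genes), RPKM was 516 ± 39.8 in UP, 436 ± 34.4 in YP, 469 ± 33.6 in MP, 506 ± 80.1 in IS and 679 ± 234 in FS (-0.323 on the log2 scale, exact permutation p = 0.0332, Benjamini-Hochberg adjusted p = 0.0498). This small difference was lost in 7 of the 15 fits that left out a single sample. The furthest was that without replicate 1 of the free spores, with -0.142 (exact p = 0.1399). It was also lost as a difference in the mean of log2(RPKM + 1) over the members, with -0.178 (exact p = 0.1554). The paper names the multifunctional enzyme as the main difference in this pathway.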

The main differences in expression in this pathway were found for the multi-functional enzyme, whose transcripts were up-regulated in free spores.

**Fig. 5:**
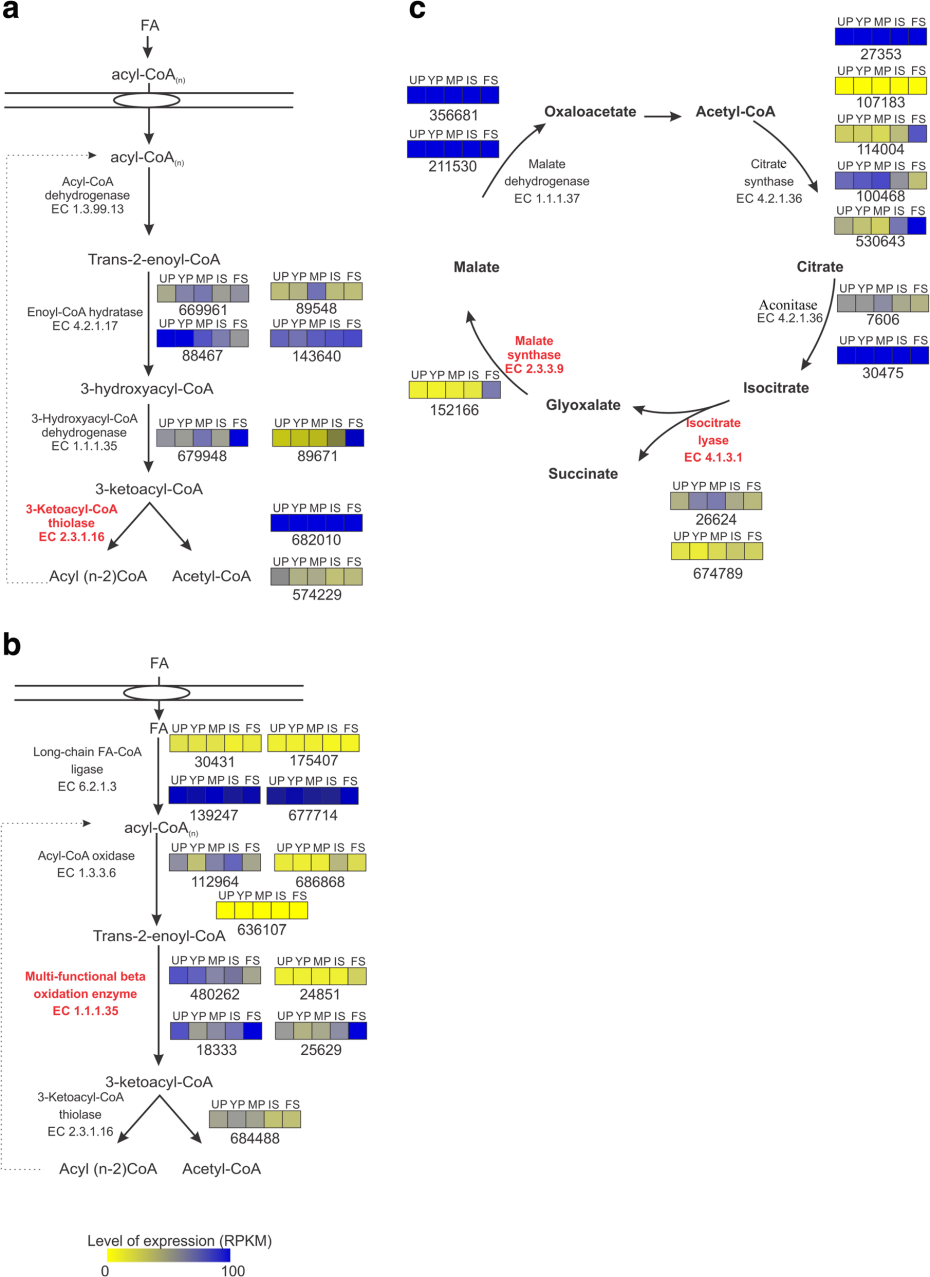
Differential expression of genes coding for lipid metabolism. **a** The β-oxidation pathway in mitochondria, **b** the glyoxylate shunt, and **c** the β-oxidation pathway in peroxisomes. For each enzyme, squares represent abundance of transcripts in the different compartments. The numbers under the squares correspond to JGI *P. microcarpus* protein IDs. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores and FS: Free spores

All gene encoding proteins of the glyoxylate shunt were detected in *P. microcarpus* basidiocarp. 

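All 12 genes of the glyoxylate shunt in Fig. 5b were tested, and 11 had a mean RPKM above 1 in every compartment. The exception was the citrate synthase Pismi1_107183, with 0.58 ± 0.29 RPKM in UP, 0.56 ± 0.41 in YP, 0.41 ± 0.24 in MP, 0.71 ± 0.47 in IS and 1.3 ± 1.9 in FS (mean ± SD, n = 3) and 37.5% unique reads. The summed RPKM of the shunt was 2654 ± 479 in UP, 2662 ± 633 in YP, 2163 ± 279 in MP, 1988 ± 1108 in IS and 1969 ± 1029 in FS, and peridioles did not differ from spores (0.333, exact permutation p = 0.1858, Benjamini-Hochberg adjusted p = 0.2173, 0.087 with the replicate block). The alternative value furthest from the log2 ratio of the shunt was -0.081 (exact p = 0.6825), a difference in the mean of log2(RPKM + 1) over the members. Detection of each enzyme is the basis of the statement in the paper.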

Transcripts coding for citrate synthase and aconitase were shown to accumulate during peridiole development while transcripts for key enzymes involved in the glyoxylate cycle such as isocitrate lyase and malate synthase were abundant in free spores. 

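The most abundant citrate synthase, Pismi1_27353, had 269 ± 209 RPKM in UP, 342 ± 252 in YP, 255 ± 145 in MP, 430 ± 441 in IS and 246 ± 251 in FS (mean ± SD, n = 3, log2 fold change between peridioles and spores -0.41, standard error 0.56, edgeR adjusted p-value = 0.681). Pismi1_100468 was higher in peridioles by 0.46 (standard error 0.16, edgeR adjusted p-value = 0.070), while Pismi1_114004 and Pismi1_530643 were higher in spores by -1.46 (standard error 0.27, edgeR adjusted p-value = 0.002) and -1.92 (standard error 0.64, edgeR adjusted p-value = 0.055). Aconitase Pismi1_30475 had 728 ± 639 RPKM in UP, 715 ± 639 in YP, 451 ± 260 in MP, 529 ± 541 in IS and 410 ± 282 in FS (0.13, standard error 0.56, edgeR adjusted p-value = 0.916) and Pismi1_7606 55.5 ± 2.4 RPKM in UP and 43.2 ± 2.3 in FS (-0.03, standard error 0.12, edgeR adjusted p-value = 0.923). Isocitrate lyase Pismi1_26624 was highest in MP, with 44.3 ± 8.8 RPKM in UP, 65.1 ± 10.6 in YP, 68.7 ± 8.0 in MP, 47 ± 8.8 in IS and 39.7 ± 15.6 in FS (0.04, standard error 0.19, edgeR adjusted p-value = 0.917), and Pismi1_674789 in IS, with 17 ± 7.4 RPKM in UP, 11.6 ± 4.0 in YP, 21.7 ± 6.4 in MP, 31 ± 12.2 in IS and 27.2 ± 4.3 in FS (-1.19, standard error 0.22, edgeR adjusted p-value = 0.002). Malate synthase Pismi1_152166 had 9.2 ± 2.0 RPKM in UP, 7.9 ± 1.6 in YP, 11.1 ± 1.8 in MP, 14.3 ± 5.7 in IS and 68.9 ± 23 in FS and changed by -2.25 (standard error 0.29, edgeR adjusted p-value = 2.5e-04), past 5-fold between UP and FS (-3.19, standard error 0.38, edgeR adjusted p-value = 0.010), with -3.12 and an edgeR adjusted p-value = 0.019 under the replicate block. Among the processing alternatives, normalization by library size alone moved the log2 fold change of Pismi1_674789 most, to -0.84 (edgeR adjusted p-value = 0.043). The paper contrasts an accumulation of citrate synthase and aconitase in the peridioles with abundant isocitrate lyase and malate synthase in free spores.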

At the end of the glyoxylate shunt, malate dehydrogenase was found highly expressed in all stages, for both internal and free spores.

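Malate dehydrogenase Pismi1_356681 had 1059 ± 564 RPKM in UP, 1015 ± 480 in YP, 833 ± 343 in MP, 588 ± 71.5 in IS and 680 ± 111 in FS (mean ± SD, n = 3), with a log2 fold change between peridioles and spores of 0.21 (standard error 0.34, edgeR adjusted p-value = 0.735). Pismi1_211530 had 322 ± 129 RPKM in UP, 304 ± 93.9 in YP, 322 ± 175 in MP, 132 ± 31.2 in IS and 143 ± 74.9 in FS and 0.78 (standard error 0.35, edgeR adjusted p-value = 0.146). Mean RPKM was lower in spores for both genes, without a significant difference, and the edgeR adjusted p-values under the replicate block were 0.845 and 0.074. No alternative moved the log2 fold change of Pismi1_211530 further than normalization by library size alone, with 1.20 (edgeR adjusted p-value = 0.018). The paper describes malate dehydrogenase as highly expressed at all stages.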

### Validation of transcriptome data by qRT-PCR

A few genes related to lipid metabolism were selected to confirm their expression in the different developmental stages, for unconsolidated, young and mature peridioles and internal spores by qRT-PCR. We tested 3-acyl-CoA thiolase, malate synthase, isocitrate lyase and a peroxisomal multifunctional β-oxidation protein (Fig. 6). All genes showed an increase of expression for the range of unconsolidated to mature peridioles. Transcript concentrations of 3-acyl-CoA thiolase and peroxisomal multifunctional β-oxidation protein were higher in internal spores, while malate synthase and isocitrate lyase transcript accumulation showed expression peaks in mature peridioles. 

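In the RNA-seq data, the genes of Fig. 6 had the following values over UP, YP, MP and IS (mean RPKM ± SD, n = 3). Pismi1_685883, the 3-acyl-CoA synthase of the legend, had 25.1 ± 4.3, 22.9 ± 5.1, 30.4 ± 11.7 and 100 ± 81.5. Malate synthase Pismi1_152166 had 9.2 ± 2.0, 7.9 ± 1.6, 11.1 ± 1.8 and 14.3 ± 5.7, isocitrate lyase Pismi1_674789 had 17 ± 7.4, 11.6 ± 4.0, 21.7 ± 6.4 and 31 ± 12.2, and the multifunctional β-oxidation gene Pismi1_480262 had 83.2 ± 7.4, 78.1 ± 15.4, 63.9 ± 14.3 and 67 ± 16.3. Thiolase Pismi1_682010, which the figure itself labels, had 149 ± 68.3, 170 ± 27.6, 158 ± 5.9 and 267 ± 109. From UP to MP, edgeR log2 fold changes UP against MP were -0.05 (standard error 0.35, edgeR adjusted p-value = 0.982) for Pismi1_685883, -0.05 (standard error 0.30, edgeR adjusted p-value = 0.978) for Pismi1_152166, -0.15 (standard error 0.41, edgeR adjusted p-value = 0.935) for Pismi1_674789 and 0.60 (standard error 0.23, edgeR adjusted p-value = 0.362) for Pismi1_480262. With the replicate block, these adjusted p-values became 0.996, 0.879, 0.673 and 0.076 in edgeR. Between pooled peridioles and spores, a comparison that includes IS and FS, Pismi1_685883 had a log2 fold change of -1.35 (standard error 0.31, edgeR adjusted p-value = 0.009). Under the alternative that mattered most, replicate 1 of the internal spores left out, this fold change of Pismi1_685883 between peridioles and spores was -0.99 (edgeR adjusted p-value = 0.020). The qRT-PCR values are not in the files analysed here, so no correlation was computed. By qRT-PCR, the paper describes a rise from UP to MP for every gene, with malate synthase and isocitrate lyase peaking in MP. Mean RPKM of Pismi1_152166 and Pismi1_674789 was instead higher in IS than in MP, and that of Pismi1_480262 was highest in UP. Pismi1_685883 and Pismi1_682010 had their highest means in IS, where the paper also places its thiolase. The paper compares both methods and reports a good correlation.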

There was also a good correlation between the qRT-PCR and RNA-seq data.

**Fig. 6:**
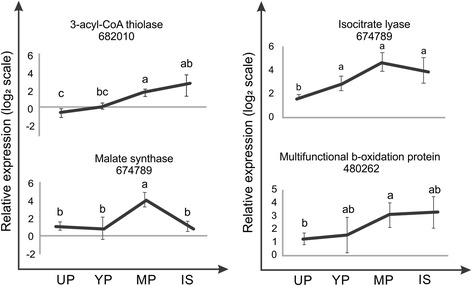
Expression of selected genes in different compartments analysed by qRT-PCR. Relative gene expression (log_2_) in UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, and IS: Internal spores. The selected genes were 3-acyl CoA synthase (protein ID 685883), malate synthase (protein ID 152166), isocitrate liase (protein ID 674789), and the multifunction β-oxidation (protein ID 480262) gene. The error bars represent the standard deviation from three independent replicates

### Expression of basidiocarp development-related genes

To compare the expression and regulation of gene families known to be related to basidiocarp formation in other organisms [32], we investigated genes coding for aquaporins, hydrophobins, C-lectins, expansin-like, haemolysins, laccases and mating-type (see Additional file 9: Figure S5 and Additional file 10: Figure S6). The sum of expression of transcripts coding for aquaporins, haemolysin and for expansin-like proteins showed to be high in peridiole compartments with a subsequent decrease in spore compartments. 

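The 5 hydrophobin genes of Table S2 summed to 11891 ± 2805 RPKM in UP, 26216 ± 1817 in YP, 43934 ± 12454 in MP, 104283 ± 72182 in IS and 70980 ± 41260 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was -1.68 (exact permutation p = 0.0032, Benjamini-Hochberg adjusted p = 0.0057, 0.003 with the replicate block). Different members carried the sum. Pismi1_108262 made up 74.4% of it in UP, 91.9% in YP and 96.7% in MP, and fell from 42480 ± 12103 RPKM in MP to 527 ± 139 in IS and 110 ± 13.1 in FS (6.06, standard error 0.38, edgeR adjusted p-value = 1.5e-06). Pismi1_672065 was also higher in peridioles (4.73, standard error 0.56, edgeR adjusted p-value = 1.4e-04). In the spores, Pismi1_485821 reached 45771 ± 28642 RPKM in IS and 25943 ± 13945 in FS (-9.24, standard error 0.76, edgeR adjusted p-value = 1.0e-05), Pismi1_21285 40341 ± 24692 and 20907 ± 12994 (-9.09, standard error 0.77, edgeR adjusted p-value = 1.3e-05) and Pismi1_6820 17604 ± 19588 and 23970 ± 14734 (-8.91, standard error 0.98, edgeR adjusted p-value = 8.5e-05). Replicates differed widely, from 45934 to 185001 RPKM for the sum in IS. At its furthest from the main fit, with a sum without the member of highest RPKM, the log2 ratio of the hydrophobins stood at -5.308 (exact p = 0.0002). The gene with the highest mean in both spore compartments, Pismi1_6823, carries no annotation in the files and reached 119382 ± 87082 RPKM in IS and 72618 ± 47272 in FS against 99.3 ± 59.6 in YP (-9.29, standard error 0.88, edgeR adjusted p-value = 2.7e-05). In UP, YP and MP, the genes with the highest mean RPKM were Pismi1_108262 and Pismi1_671187, the latter without annotation at 9894 ± 3141, 13298 ± 3680 and 18980 ± 6163 RPKM. From the sums, the paper places hydrophobins among the most highly expressed genes, with a peak in the spores.

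**Figure D3:**
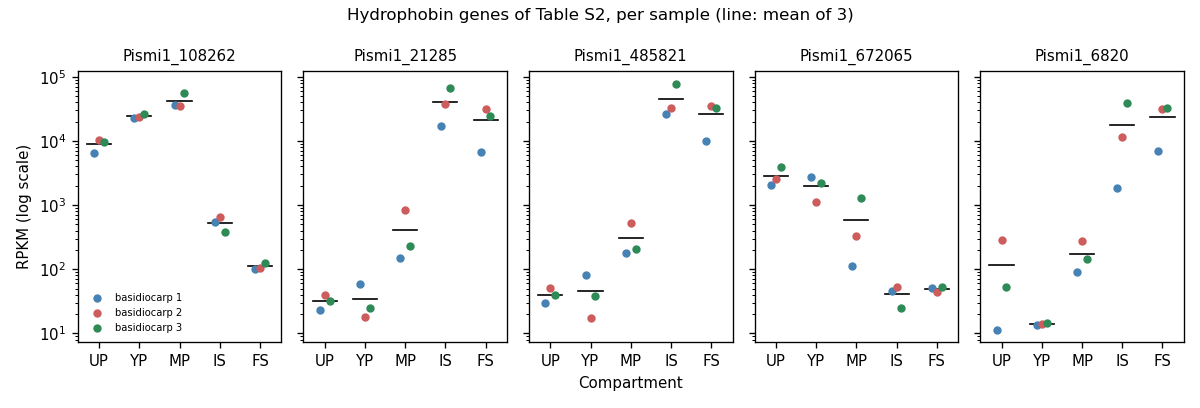
RPKM of the hydrophobin genes of Table S2 in each compartment, on a logarithmic axis, with one point per sample and a line at the mean of the 3 replicates. Pismi1_108262 is highest in the peridioles, while Pismi1_485821, Pismi1_21285 and Pismi1_6820 are highest in the spores.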

Hydrophobin genes were among the most highly expressed genes in all compartments of the *P. microcarpus* basidiocarp with a peak of expression in spore compartments. Transcripts for C-lectins were more abundant in unconsolidated peridioles than in other compartments while the transcripts coding to laccases were present in all stages with peaks in mature peridioles and free spores. *P. microcarpus* is a heterothallic fungus with, in addition to the two mating-type genes, three transcripts coding for Ste3-like pheromone receptor, one pheromone activity and two homeodomain genes indicating a possible tetrapolar mating system with multiple mating-type genes for *P. microcarpus*. Only one Ste3-like pheromone receptor was significantly up-regulated within young peridioles. 

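The Ste3-like pheromone receptor of Table S2, Pismi1_682393, had 12.3 ± 11.2 RPKM in UP, 24.4 ± 10.6 in YP, 9.9 ± 6.6 in MP, 8.3 ± 6.6 in IS and 3.8 ± 3.6 in FS (mean ± SD, n = 3). Its log2 fold change was -0.92 (standard error 0.76, edgeR adjusted p-value = 1.000) for UP against YP, 1.52 (standard error 0.67, edgeR adjusted p-value = 1.000) for YP against MP, 1.15 (standard error 0.68, edgeR adjusted p-value = 0.591) for YP against IS and 2.53 (standard error 0.72, edgeR adjusted p-value = 0.091) for YP against FS. With the basidiocarp as a replicate block, YP against FS became 2.73 with an edgeR adjusted p-value = 0.035. In each basidiocarp, the mean over the peridioles was above that over the spores (1.04, standard error 0.56, edgeR adjusted p-value = 0.230). Across the alternatives, the widest departure of the log2 fold change of Pismi1_682393 was 1.55 (edgeR adjusted p-value = 0.090), obtained with replicate 1 of the free spores left out. The paper describes a single receptor of this type as significantly up-regulated in young peridioles.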

Homeodomain genes were only weakly expressed while mating-type transcripts had accumulated in all peridiole developmental stages, but displayed a peak of expression in internal spores.

Due to its crucial role in gene activation, we also investigated the regulation of transcription factor (TFs) gene expression in between the basidiocarp compartments (Fig. 7). The genome of *P. microcarpus* contains 200 genes encoding predicted transcription factors (Fig. 7a). 

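The 17 transcription factor genes of Fig. 7 summed to 2076 ± 425 RPKM in UP, 1599 ± 151 in YP, 1490 ± 121 in MP, 1722 ± 947 in IS and 2142 ± 823 in FS (mean ± SD, n = 3), and peridioles did not differ from spores in this sum (-0.166, exact permutation p = 0.5027, Benjamini-Hochberg adjusted p = 0.5256, 0.397 with the replicate block), since 12 genes were higher in peridioles and 5 in spores. In the pairwise fits, 11 of the 17 were called more than 5-fold in at least 1 comparison, and as many with the replicate block. Reprocessing with a sum without the member of highest RPKM had the strongest effect on the log2 ratio of the sum and left it at 0.968 (exact p = 0.0002). The paper counts all of them as regulated.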

During *P. microcarpus* peridiole development, 17 transcripts coding for TFs were found regulated, corresponding to nine TF families (domains). The most abundant were TFs with HMG_box (5), homeobox and zinc binding (Zn_cluster) domain (3) (Fig. 7b). 

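Of the HMG_box genes of Fig. 7, Pismi1_61363 (1.71, standard error 0.22, edgeR adjusted p-value = 2.8e-04), Pismi1_681650 (1.45, standard error 0.22, edgeR adjusted p-value = 7.4e-04) and Pismi1_9148 (1.27, standard error 0.17, edgeR adjusted p-value = 2.7e-04) had more transcripts in peridioles, and Pismi1_89773 (-3.66, standard error 0.47, edgeR adjusted p-value = 2.4e-04) and Pismi1_36586 (-2.83, standard error 0.27, edgeR adjusted p-value = 3.3e-05) in spores. These are log2 fold changes between peridioles and spores (n = 9 and n = 6 samples). Only the genes higher in spores passed 5-fold in a pairwise comparison, also with the replicate block. The homeobox genes Pismi1_671384, Pismi1_671894 and Pismi1_65337 changed by 4.07, 3.52 and 1.63 towards peridioles, and of the Zn_cluster genes Pismi1_679206 and Pismi1_97140 changed by 3.37 and 2.64 towards peridioles and Pismi1_676400 by -1.67 towards spores. Of all settings, normalization by library size alone changed the log2 fold change of Pismi1_671384 most, giving 4.47 (edgeR adjusted p-value = 3.9e-05).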

The heat map shows HMG_box, HSF_DNA binding and Zn_cluster TFs up-regulated in peridioles while TFs involved in specific cellular functions such as nitrogen limitation and fungal specific TFs are up-regulated in both peridiole compartments and internal spores. 

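The heat shock factor Pismi1_86746 had 234 ± 47.6 RPKM in UP, 187 ± 102 in YP, 153 ± 51.2 in MP, 77.2 ± 54.5 in IS and 44.6 ± 17.7 in FS (mean ± SD, n = 3) and a log2 fold change of 1.32 (standard error 0.35, edgeR adjusted p-value = 0.020). The Zn_cluster gene Pismi1_679206 fell from 943 ± 256 RPKM in UP to 26.9 ± 4.4 in IS (3.37, standard error 0.41, edgeR adjusted p-value = 1.7e-04) and Pismi1_97140 from 81.1 ± 52.5 to 6.7 ± 5.1 (2.64, standard error 0.41, edgeR adjusted p-value = 7.5e-04), but Pismi1_676400 was highest in IS, with 54.4 ± 21.4 RPKM against 7.9 ± 1.0 in UP (-1.67, standard error 0.15, edgeR adjusted p-value = 2.4e-05). HMG_box gene Pismi1_9148 rose from 75.7 ± 14.7 RPKM in UP to 174 ± 9.3 in MP and was lower in the spores (1.27, standard error 0.17, edgeR adjusted p-value = 2.7e-04). The fungal-specific factor Pismi1_653918 had 87.3 ± 38.8 RPKM in UP, 48.3 ± 15.1 in YP, 41 ± 18.9 in MP, 35.6 ± 4.5 in IS and 15.7 ± 4.1 in FS, without a significant difference (0.79, standard error 0.32, edgeR adjusted p-value = 0.105), and its edgeR adjusted p-value with the replicate block was 0.013. The largest shift in the log2 fold change of Pismi1_86746 came with normalization by library size alone, which gave 1.68 (edgeR adjusted p-value = 0.005). The paper separates factors of the peridioles from those of peridioles and internal spores on the basis of this heat map.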

In contrast, genes coding for TFs with HMG-box (different from those mentioned above), Basic Leucine Zipper (BziP) and AraC domains were more highly expressed in spore compartments (Fig. 7c).

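The HMG-box genes Pismi1_89773 and Pismi1_36586 had 1252 ± 539 and 28.8 ± 11.2 RPKM in FS (mean ± SD, n = 3) and 985 ± 887 and 24.4 ± 13.9 in IS, against 134 ± 26.3 and 3.7 ± 0.2 in UP. The bZIP gene Pismi1_102688 had 7.1 ± 3.1 RPKM in UP, 7.1 ± 3.5 in YP, 12 ± 2.1 in MP, 31.5 ± 12.2 in IS and 67 ± 24.8 in FS and a log2 fold change between peridioles and spores of -2.92 (standard error 0.32, edgeR adjusted p-value = 7.4e-05). For the AraC-domain gene Pismi1_9199, the values were 49.5 ± 12.9 RPKM in UP, 321 ± 134 in IS and 529 ± 256 in FS (-3.69, standard error 0.39, edgeR adjusted p-value = 6.0e-05). All 4 genes were higher in the spores of every basidiocarp and were called pairwise with and without the replicate block. With normalization by library size alone, the log2 fold change of Pismi1_102688 became -2.44 (edgeR adjusted p-value = 1.1e-04), the furthest any alternative moved it. The paper concludes from these values that these factors were more highly expressed in spore compartments.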

**Fig. 7:**
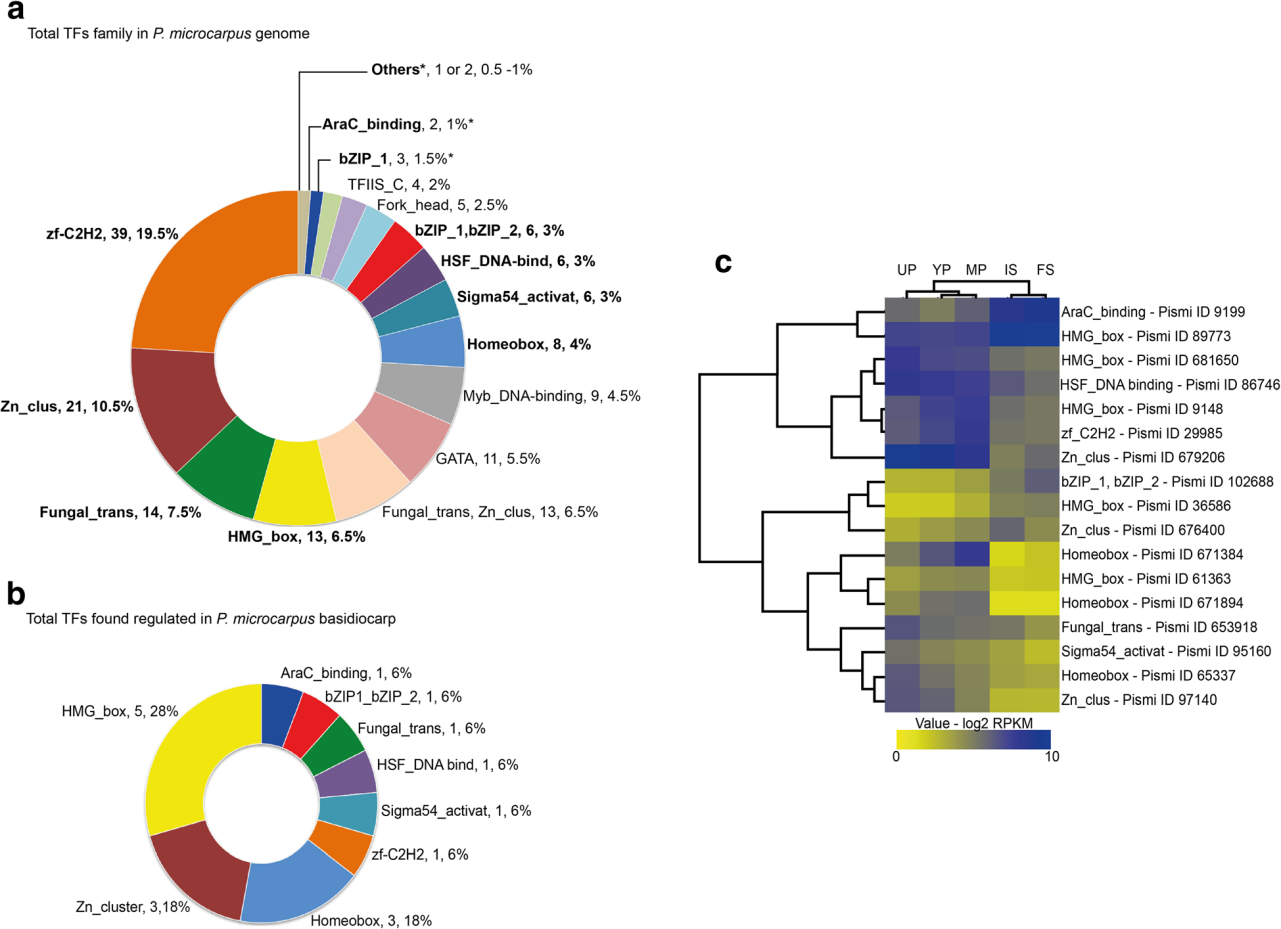
Differential gene expression of transcription factors in the different compartments of *P. microcarpus* basidiocarp. **a** TFs (classified by their domains) present in the *P. microcarpus* genome – TFs family, number of genes, percentage of the total number of TFs (200) found in *P. microcarpus* genome **b** TFs found regulated in *P. microcarpus* basidiocarp compartments, – TFs family, number of regulated genes, percentage of total number of regulated TFs (17) **c** Heat-map with gene expression (log_2_ rpkm). Expression values are colored from *yellow* (low expression) to *blue* (high expression). UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, and IS: Internal spores. *Others represents the following TFs family with 1 or 2 domains: ARID, ARID, zf-C5HC2, bZIP_2,bZIP_1, bZIP_2,bZIP_2, CBFB_NFYA, Copper-fist, DDT, DUF592, EnY2, Fungal_trans_2, GCFC, Homeobox_KN, Homeobox, Homeobox_KN, HTH_3, KilA-N, LAG1-DNAbind, RFX_DNA_binding, SART-2, SGT1, SRF-TF, STE,zf-C2H3, TBP, TEA, YABBY, YL1, zf-C2HC6, zf-GRF, zf-MIZ, Zn_clus,Fungal_trans

## Discussion

This work provides the first glimpse into the transcriptome of a basidiosporogenesis from a gasteromycete fungus with its typical compartments reflecting different developmental stages of peridioles and basidiospores (Fig. 8). These data complete previous studies on basidiosporogenesis [11] and basidiocarp histochemistry [12]. During *P. microcarpus* basidiosporogenesis, in the base of basidiocarp, unconsolidated peridioles consist of an agglomeration of vegetative hyphae that differentiates into basidia. Campos et al. [11, 12] showed that the cell differentiation in this stage requires metabolite precursors such as, lipids, trehalose and glycogen. Consistent with this finding, we observed high levels of expression for genes involved in primary carbon metabolism by regulating oligopeptide transport and trehalose pathways.

**Fig. 8:**
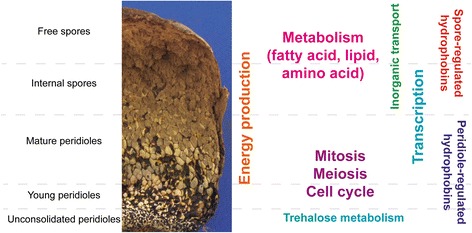
Summary of major events and pathways involved in *P. microcarpus* basidiosporogenesis

In young peridioles, each hyphal cell forms one to several basidia before the final stage where spore primordia are formed inside the mature peridioles. These processes were visible by differential expression of gene families related to signal transduction, replication, chromatin structure, cytoskeleton, and cell cycle control activation. 

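The number of genes up-regulated more than 5-fold against at least 1 other compartment was 147 in UP, 167 in YP, 181 in MP, 29 in IS and 296 in FS (edgeR adjusted p-value under 0.05, n = 3 per compartment). With the basidiocarp as a replicate block, the numbers were 227, 240, 346, 272 and 313, in the same order. With normalization by library size alone, MP had 373 and FS 224. From the number in its own lists, the paper ranks mature peridioles highest.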

The mature peridioles presented the highest number of regulated genes and in addition, genes coded for clade-specific proteins were significantly enriched in these two compartments. It was not possible, however, to assign functions to these orphan genes with no known domains. This high transcriptional activity, particularly the increase of cell cycle related transcripts, supports the fact that major cell division processes take place in these compartments as Campos and Costa were able to show using fluorescence microscopy and staining with calcofluor white and SYBR Green [11].

Following the differentiation of hyphal cells into basidia [11], basidiospore development takes place with a corresponding increase in deposition of cell wall proteins and further transcriptional changes, especially in catabolic genes, such as beta-1,6-N-acetylglucosaminyltransferases and beta-glucan synthesis, and is consistent with the thick cell wall of *P. microcarpus* spores when they are mature and ready for dispersion.

### Basidiosporogenesis

During *P. microcarpus* basidiosporogenesis, conjugated division, karyogamy, meiosis, post-meiotic mitosis, and nuclear migration events were observed in unconsolidated, young, and mature peridioles [11]. In this work, genes encoding cell cycle proteins were up-regulated and strongly expressed within these compartments. For these processes to occur, cellular growth with an intense increase in replication, transcription, translation, and organelle synthesis is required to prepare for cell division. Several studies have shown that most meiotic genes are conserved in fungi and other eukaryotic organisms, such as plants, protists, and animals [33]. Genes coding for the origin recognition complex (ORC) and the mini-chromosome maintenance complex (MCM) encoding an essential pre-complex formation before the S phase were expressed. This complex binds to DNA strands before the cell enters and starts replication at the S phase. Also, transcripts of cell division cycle proteins (CDC), cyclin-dependent kinases (CDKs), and cyclins were detected. These have been reported to be important for cell cycle regulation mainly in the transition stages of G1/S, G2/M, and M/G1. Expressed in the peridiole compartments, *spo11* has been reported as the main protein responsible for DNA double strand breaks in homologous chromosomes in fungi, such as *C. cinerea* [34]. Our results confirm the occurrence of cell cycle-related activities at the early stages of peridiole development in *P. microcarpus*. For other fungi, such as *Neurospora* sp., transcriptome analyses also revealed correlations between the morphological changes observed during sexual development and cell cycle transcripts [35]. The up-regulation of genes encoding cytoskeleton proteins was observed in all periodiole compartments, especially in mature peridioles, indicating an important activity of organelle transport at these stages. This is consistent with the nuclear migration events in basidia that take place between interphase I and interphase II and that has been shown by fluorescence microscopy [11]. In addition, during spore formation in *C. cinerea*, numerous microtubules are oriented longitudinally in the sterigmata and Golgi vesicles carry carbohydrates to the developing spore and spore wall [36]. In *C. cinerea*, microtubule formation is regulated and necessary for early fruiting events [37]. Overall, our data support the activation of cellular processes that are paramount for basidiosporogenesis, such as nucleus and lipid body migration, cytoskeleton metabolism, and cell wall deposition [11].

### Lipid metabolism

Regulation of a large number of genes coding for proteins involved in primary metabolism, particularly in lipid transport and metabolism, was also observed. 

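The 11 phosphatidylserine decarboxylase genes of Table S4 summed to 1203 ± 634 RPKM in UP, 501 ± 142 in YP, 458 ± 71.3 in MP, 1704 ± 1081 in IS and 6727 ± 2120 in FS (mean ± SD, n = 3). The log2 ratio of peridioles to spores was -2.548 (exact permutation p = 0.0024, Benjamini-Hochberg adjusted p = 0.0046, 0.006 with the replicate block). The mean in FS was 6.96 times the mean over the other compartments. Pismi1_56564 dominated the sum, with 61.5% in UP and 73.2% in FS, and its RPKM was 739 ± 728 in UP, 152 ± 174 in YP, 107 ± 59.8 in MP, 882 ± 866 in IS and 4924 ± 2212 in FS (-3.81, standard error 0.71, edgeR adjusted p-value = 0.003). Pismi1_572791 (-3.58, standard error 0.46, edgeR adjusted p-value = 2.3e-04) and Pismi1_11485 (-3.15, standard error 0.44, edgeR adjusted p-value = 4.1e-04) also rose towards FS, and Pismi1_94131 reached 727 ± 215 RPKM there (-2.37, standard error 0.64, edgeR adjusted p-value = 0.021). Among the processing alternatives, the value furthest from the log2 ratio of the decarboxylases was -0.909 (exact p = 0.002), a difference in the mean of log2(RPKM + 1) over the members. The paper describes consistent expression during peridiole development and a rise in free spores.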

During peridiole development, genes coding for phosphatidylserine decarboxylase were consistently expressed, but the expression was approximately seven times higher in free spores than in the other compartments. This enzyme is responsible for converting phosphatidylserine into phophatidylethanolamine, a compound known to accumulate in un-germinated spores of fungi [38, 39]. In addition, the accumulation of triacylglycerol in internal and free spores in *P. microcarpus* possibly indicates that these compounds may be important factors for basidiospore germination, a process currently not well-understood and which may limit *P. microcarpus* inoculation.

Histochemical stains showed that lipid reserves are particularly important in internal and free spores, in that they take up most of the cellular space and push the organelles and the nucleus against the cell wall [14]. Consistent with these stainings, gene transcripts for proteins involved in fatty acids biosynthesis were highly abundant in both the internal and free spores. The presence of unsaturated fatty acids in spores together with the activation of β-oxidation and the glyoxylate cycle during these developmental stages indicate a preparatory stage for the initial mobilization of lipids during basidiospore germination [12, 14, 38]. The up-regulation of genes coding for FA oxidation, such as 3-ketoacyl-CoA thiolase and the multi-functional β-oxidation enzyme protein in mitochondria and peroxisomes showed that in *P. microcarpus* both organelles are involved in fatty acid oxidation. The increase in gene transcripts of the glyoxylate shunt, such as malate synthase in free spores, also confirmed activation of this pathway. This activation of the glyoxylate cycle was also observed in fruiting bodies of other fungi, such as *Tuber borchii*, *Fusarium graminearum*, and *F. verticillioides* [18, 29, 40]. In *C. cinerea*, 38% of the genes encoding proteins involved in cell metabolism were up-regulated at the primordium stage in this fungus [37]. In *A. aegerita*, genes for this pathway were also induced in fruiting bodies [20]. Our results confirm the presence of enzymes for fatty acid elongation during peridiole development and the importance of the glyoxylate shunt for the provision of carbon from lipids during the formation of basidiospores in *P. microcarpus*.

### Other basidiocarp development related gene families

Hydrophobins have previously shown to have high expression levels during fruiting body formation [16, 37]. The peridiole of *P. microcarpus* are embedded in a gelatinous matrix and the presence of hydrophobins in the spore cell walls also exhibited high concentrations [28]. Both findings are consistent with the very high expression of genes coding for hydrophobins within all compartments. In addition, transcripts coding for lectins were accumulated in unconsolidated peridioles suggesting a possible role in defense mechanisms [32, 41]. Transcription factors are essential for many cellular processes and have been identified as regulated in this work, as well as during fruiting body formation in other fungi [16, 42, 43]. During *P. microcarpus* peridiole development, TFs involved in general cellular processes like zinc binding domain-containing (PF10533 and PF00096 for C2H2 type) and HMG-box domains containing TFs were highly expressed in all compartments. Moreover, C2H2-type TFs had the highest expression in primordia and mature fruiting bodies of *S. commune* and *Agaricus bisporus* [16, 32, 44]. HMG-box domain containing TFs are mainly involved in the regulation of DNA-dependent processes such as transcription, replication, and DNA repair, all requiring chromatin conformation changes. This function appeared to correspond with the expression observed in *P. microcarpus* basidiocarp [45]. In all peridioles and enclosed spores, fungus-specific TFs containing the fungal_trans domain (PF04082) were up-regulated in accordance with their known functions in sugar metabolism, gluconeogenesis, respiration and fatty acid catabolism. Fungus-specific TFs were also observed to occur mainly in early stages of fruiting body formation [44]. In addition, TFs with specific cellular functions such as heat-shock stress and nitrogen limitation were present. In spores, TFs with HMG-box (PF00505), BziP (PF00170) and Ara C domain (PF00165) were strongly regulated. These TFs are known to be involved in development, amino acid biosynthesis, nutrient utilization and various stress responses [46]. The distribution and expression of TFs reflect the differential activation of pathways during peridiole and spore development in *P. microcarpus*.

## Conclusions

This is the first work describing the transcriptional landscape within the different compartments of an ectomycorrhizal gasteromycete fungus. We were able to show that genes related to cell cycle regulation and signaling are induced in the peridiole compartments in *P. microcarpus* basidiocarp. The presence of gene coding for proteins involved in lipid metabolism, mainly in fatty acid metabolism, during the last two stages of peridiole development confirm the important role of lipid metabolism during basidiospore production and subsequent germination. These data will contribute to further our understanding the formation and development of fruiting bodies in basidiomycetes, particularly in gasteromycetes, for which most of the genetic, physiological, and morphological processes involved remain poorly characterized.

## Methods

### Biological material and culture conditions

Intact *P. microcarpus* basidiocarps (UFV-VIC 26495) were collected in March 2013 from two eucalypt plantations belonging to Universidade Federal de Viçosa in Viçosa, Minas Gerais State (MG), Brazil (with site location coordinates 20° 49’ 43.4”S, 42° 51’ 52.6”W and 20° 49’ 28.3”S, 42° 51’ 35.8”W). The collected basidiocarps were immediately transported to the laboratory and superficially cleaned with 70% ethanol. The basidiocarps were opened and the gleba representative of the different stages of peridiole development were collected according to [11, 12]. The collected samples were then frozen in liquid nitrogen and stored at -80 °C. A total of three basidiocarps were sampled, each representing one biological replication.

### Total RNA extraction and Illumina transcriptomics

Total RNA of 100 mg of tissue per sample from unconsolidated, young, and mature peridioles, and from internal and free basidiospores, was extracted using the lithium chloride (LiCl) method [47]. Assays for the quantification and integrity check were conducted using an Experion Automated Electrophoresis Station (Bio-Rad, Hercules, CA, USA; See Additional file 11: Figure S7a). Preparation of libraries and 2 x 100 bp Illumina HiSeq mRNA sequencing (RNA-Seq) was performed by Beckman Coulter Genomics following their standard protocol for library construction from 100 ng of total RNA (Danvers, MA, USA). Raw reads were trimmed for low quality (quality score 0.05), Illumina adapters and sequences shorter then 15 nucleotides and aligned to the *P. microcarpus* 441 reference transcripts available at the JGI database http://genome.jgi.doe.gov/Pismi1/Pismi1.home.html [4, 48] using CLC Genomics Workbench v7. Internal transcribed spacer (ITS) sequence from *P. microcarpus 441* was used to fish out ITS reads from FS and MP samples of each of the three basidiocarps and to extract their ITS consensus sequences in order to compare them to the one from *P. microcarpus* 441 (See Additional file 11: Figure S7b).

For read mapping the CLC genomic workbench parameters were the following: minimum length fraction 0.9, minimum similarity fraction 0.8, Mismatch cost = 2, insertion cost = 3, Deletion cost = 3 and the maximum number of hits for a read was set to 10. The unique and total mapped reads number for each transcript were determined and then normalized to RPKM (Reads Per Kilobase of exon model per Million mapped reads). Intact pairs were counted as two, broken pairs as one. 

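According to Table S1, between 19.6% (free spore replicate 1) and 76.8% (free spore replicate 3) of the reads were mapped, with 49.6% in free spore replicate 2, 57.3% in internal spore replicate 3 and 69.8% to 76.8% in the other samples. The mapped reads recomputed from the files equal those of the table, from 24955777 in free spore replicate 2 to 129441016 in young peridiole replicate 2, with a median of 47709527. Samples of one basidiocarp deviated together from the means of their compartments. Across 14937 genes, the mean correlation of these deviations was 0.661 within a basidiocarp and -0.327 between basidiocarps. Over the 3934 genes with at least 1000 counts in every sample, the values were 0.445 and -0.208. Genes are not independent replicates, so no p-value is attached to these correlations. Deviations cancel out over the replicates of a compartment, so the negative values follow from the positive ones. The pairing is taken from the paper, which shows the 3 basidiocarps in Fig. S7.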

Additional file 1: Table S1 summarizes the mapped reads and Additional file 11: Figure S7c shows a principal component analysis (PCA) of all samples.

It should be noted that UP, YP and MP represent dikaryotic tissues with unknown degree of allelic expression while IS and FS are a mix of (post-meiotic) monokaryotic spores of unknown polymorphism.

To identify differentially regulated transcripts in the different fruiting body compartments pairwise comparison by the Baggerley test [49] implemented in CLC Genomic workbench was applied to the data. The Baggerley test compares the proportions of counts in a group of samples against those of another group of samples. The samples are given different weights depending on their sizes (total counts). The weights are obtained by assuming a Beta distribution on the proportions in a group, and estimating these, along with the proportion of a binomial distribution, by the method of moments. The result is a weighted t-type test statistic. In addition Benjamini & Hochberg multiple-hypothesis, testing corrections with False Discovery Rate (FDR) were used. For the present analysis, we focused on transcripts with a more than 5-fold change and a FDR corrected *p*-value <0.05 were used.

For Additional file 2: Figure S1 a gene was considered as expressed with a rpkm >1 and more than 10 reads.

GO, KEGG, KOG and InterPro (IPR) annotations were downloaded from the Joint Genome Institute (JGI) website (http://genome.jgi.doe.gov/Pismi1/Pismi1.home.html) [48]. A Markov cluster algorithm of predicted proteins from 49 fungal genomes [4], including that of *P. microcarpus* (Pismi) (http://genome.jgi.doe.gov/Pismi1/Pismi1.home.html) [48] and of the closely related species *Pisolithus tinctorius* (Pisti) (http://genome.jgi.doe.gov/Pisti1/Pisti1.home.html) [50] was used to identify *P. microcapus* specific proteins. If a protein cluster only contained predicted proteins from *P. microcarpus*, these were considered as Pismi-specific.

For hierarchical clustering EPCLUST (http://www.bioinf.ebc.ee/EP/EP/EPCLUST/) [51] or GENESIS software [52] was used. The complete data set was submitted to GEO GSE93890.

### Identification of pathways and gene families involved in peridiole development in *Pisolithus microcarpus* basidiocarp

A search for homologues of genes involved in cell cycle and lipid metabolism in *P. microcarpus* was conducted using the respective pathways (based on KEGG) from *P. microcarpus* and when the gene was not in the automatic annotation provided by the JGI orthologous genes from *Laccaria bicolor* were used. The annotated sequences in *L. bicolor* were used as query sequences for BLASTP searches for similar proteins in the *P. microcarpus* genome. The BLAST output was sorted and top hits ranked by BLAST scores. The e-value cutoff used to assign homologues was 1e^−5^.

To identify transcription factors we established a list of 330 PFAM domains linked to transcription factor activity, based on the EMBL file available (http://www.transcriptionfactor.org) [53] and pfam2GO terms (Mapping of GO terms to Pfam entries) containing DNA binding transcription factor activity in their GO definition. We then selected the *P. microcarpus* proteins containing these PFAM domains with HMMER package.

### Quantitative real-time PCR (qRT-PCR) validation

Assays for relative quantification were conducted using a Chromo 4TM Detector (MJ Research, Whaltham, USA). The primers were designed using the Primer3 software [54] and AmplyfX (http://crn2m.univ-mrs.fr/pub/amplifx-dist) [55] (see Additional file 12: Table S5). Each qRT-PCR reaction contained one ng of cDNA, 300 of each primer and 2x iQ SYBR Green Supermix (BioRad). All reactions were made in triplicate using three preparations of total RNA from independent biological samples (basidiocarps) and amplified at 94 °C for 3 min, 40x at 94 °C for 15 s and 60 °C for 1 min. Three reference genes, actin, tubulin, and elongation factor were used in this work. The reference genes were selected by using BestKeeper [56]. Tests for amplification efficiency and assay validation were performed as described by [57]. Primers designed for intron regions were used for gDNA contamination control. Relative expression was calculated by MCS-REST and the comparisons were performed using one-way analysis of variance and Wilcoxon test in R program.

## Additional files

Additional file 1: Table S1. Summary of read alignments to the reference transcripts. (XLSX 25 kb)
Additional file 2: Figure S1. Venn diagram showing the number of genes expressed and not expressed in *P. microcarpus* basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (DOCX 360 kb)
Additional file 3: Figure S2. Number of genes significantly regulated between the different compartments. The number of significantly regulated transcripts (FDR *p*-value < 0.05), with an additional cut-off >2fold as well as with an additional cut-off >5-fold are given for each pairwise comparison. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores (DOCX 30 kb)
Additional file 4: Table S2. List of differentially expressed genes between compartments of the *Pisolithus microcarpus* basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (XLSX 363 kb)
Additional file 5: Table S3. List of genes from cell cycle, cytoskeleton and nuclear structure. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores and FS: Free spores. (XLSX 427 kb)
Additional file 6: Table S4. List of genes involved in lipid metabolism. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (XLSX 126 kb)
Additional file 7: Figure S3. Heat-map of regulated genes coding for cell cycle, cytoskeleton and nuclear structure related proteins in between compartments from *P. microcarpus* basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (DOCX 253 kb)
Additional file 8: Figure S4. Heat-map of regulated genes involved in lipid metabolism. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (DOCX 165 kb)
Additional file 9: Figure S5. Changes in gene expression of mating-types genes in *P. microcarpus* basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores. (DOCX 463 kb)
Additional file 10: Figure S6. Changes in gene expression of gene families related with basidiocarp formation. (DOCX 124 kb)
Additional file 11: Figure S7. Sample control. A Internal transcribed spacer (ITS) sequences from selected samples compared to the ITS sequence from *Pisolithus microcarpus (Pm)* 441 used as reference. The ITS sequence of Pm441 was used to map reads from selected samples to it, then consensus sequences were extracted and compared to each other using Multalin. B Experion profiles from total RNA used for library construction. C Principal component analysis of rpkm normalised samples (CLC genomic workbench quality control). (PPTX 671 kb)
Additional file 12: Table S5. Primer list used for qPCR. (XLSX 23 kb)

## Abbreviations

APC: Anaphase promoting process
BziP: Basic Leucine Zipper
CDC: Cell division cycle proteins
CDKs: Cyclin-dependent kinases
DEGs: Differentially expressed genes
FA: Fatty acid
FDR: Fold discovery rate
FS: Free spores
GEO: Gene expression omnibus
GO: Gene ontology
HMG box: High mobility group box
HOX: Homeobox domain
HSF: Heat shock factor
IPR: InterPro
IS: Internal spores
ITS: Internal transcribed spacer
JGI: Joint Genome Institute
KEGG: Kyoto Gene and Genomes
KOG: EuKaryotic Orthologous Groups
LiCl: Lithium chloride
MCM: Mini-chromosome maintenance complex
MFS: Major facilitator superfamily
MP: Mature peridioles
NCBI: National Center for Biotechnology Information
ORC: Origin recognition complex
PCA: Principal component analysis
Pismi: *Pisolithus microcarpus*
Pisti: *Pisolithus tinctorius*
qRT-PCR: Quantitative real-time PCR
RNA-seq: RNA sequencing
RPKM: Reads per kilo base per million mapped reads
TF: Transcription factor
UP: Unconsolidated peridioles
VOC: Volatile organic compounds
YP: Young peridioles
Zn_cluster: Zinc binding domain

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 2: Figure S1. — Venn diagram showing the number of genes expressed and not expressed in P. microcarpus basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

**
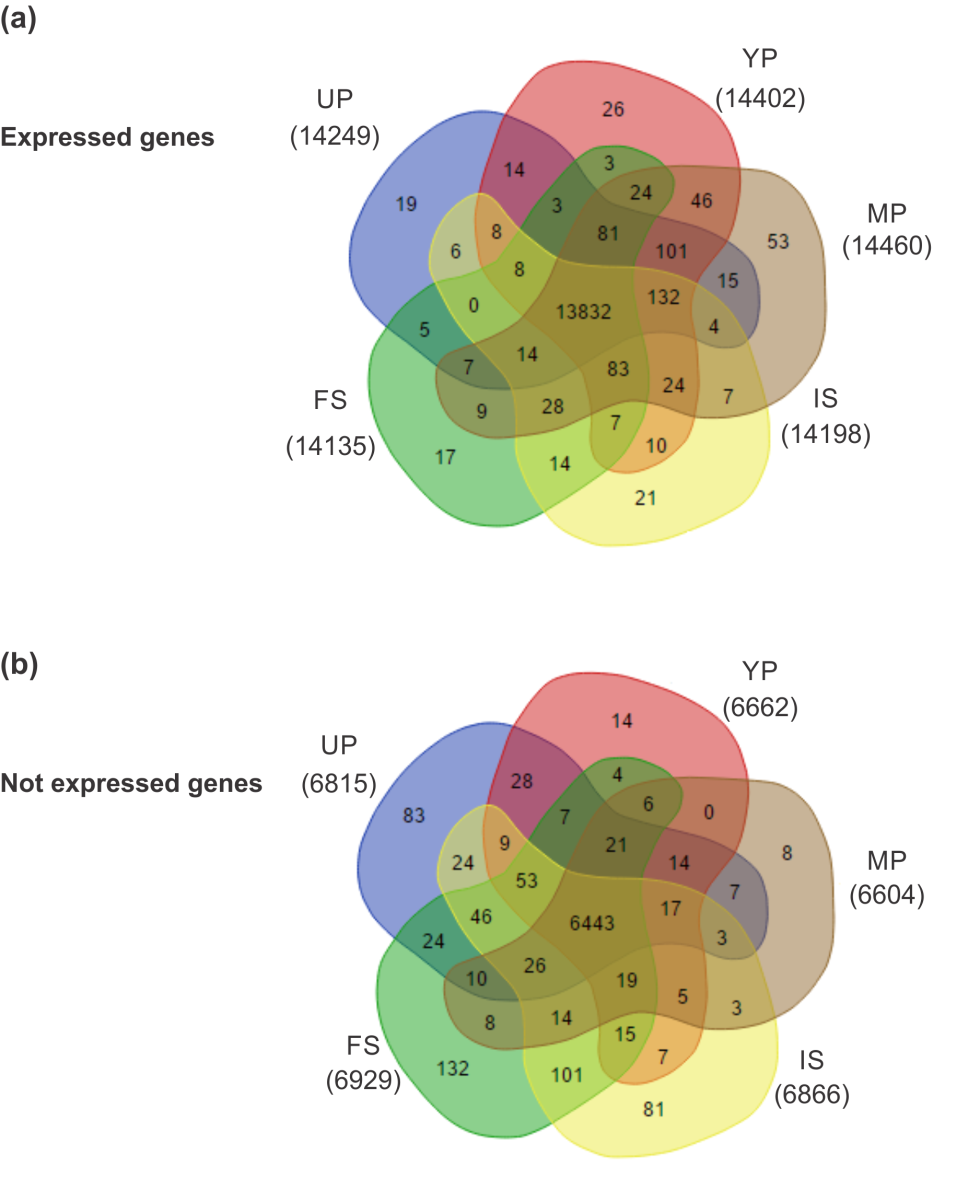
**

**Additional file 2: Figure S1.** Venn diagram showing the number of genes in *P. microcarpus* basidiocarp (a) with expression levels higher than 1 rpkm and (b) the not expressed genes with rpkm between >0 and <1. A minimum of 10 reads was necessary for genes to be considered as expressed. Numbers in parentheses indicate the number of genes expressed or not in each compartment, Unconsolidated peridioles (UP), Young peridioles (YP), Mature peridioles (MP), Internal spores (IS) and Free spores (FS). The Venn diagrams were created using a web tools provided by the Bioinformatics and Systems Biology of Gent, Belgium (<http://bioinformatics.psb.ugent.be/webtools/Venn/>).

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 3: Figure S2. — Number of genes significantly regulated between the different compartments. The number of significantly regulated transcripts (FDR p-value < 0.05), with an additional cut-off >2fold as well as with an additional cut-off >5-fold are given for each pairwise comparison. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores

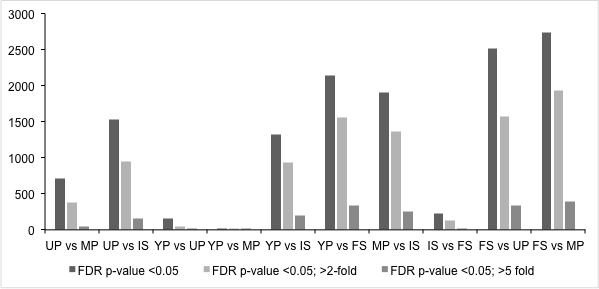

**Additional file 3: Figure S2.** Number of genes significantly regulated between the different compartments. The number of significantly regulated transcripts (FDR p-value<0.05), with an additional cut-off >2fold as well as with an additional cut-off >5-fold are given for each pairwise comparison. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 7: Figure S3. — Heat-map of regulated genes coding for cell cycle, cytoskeleton and nuclear structure related proteins in between compartments from P. microcarpus basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

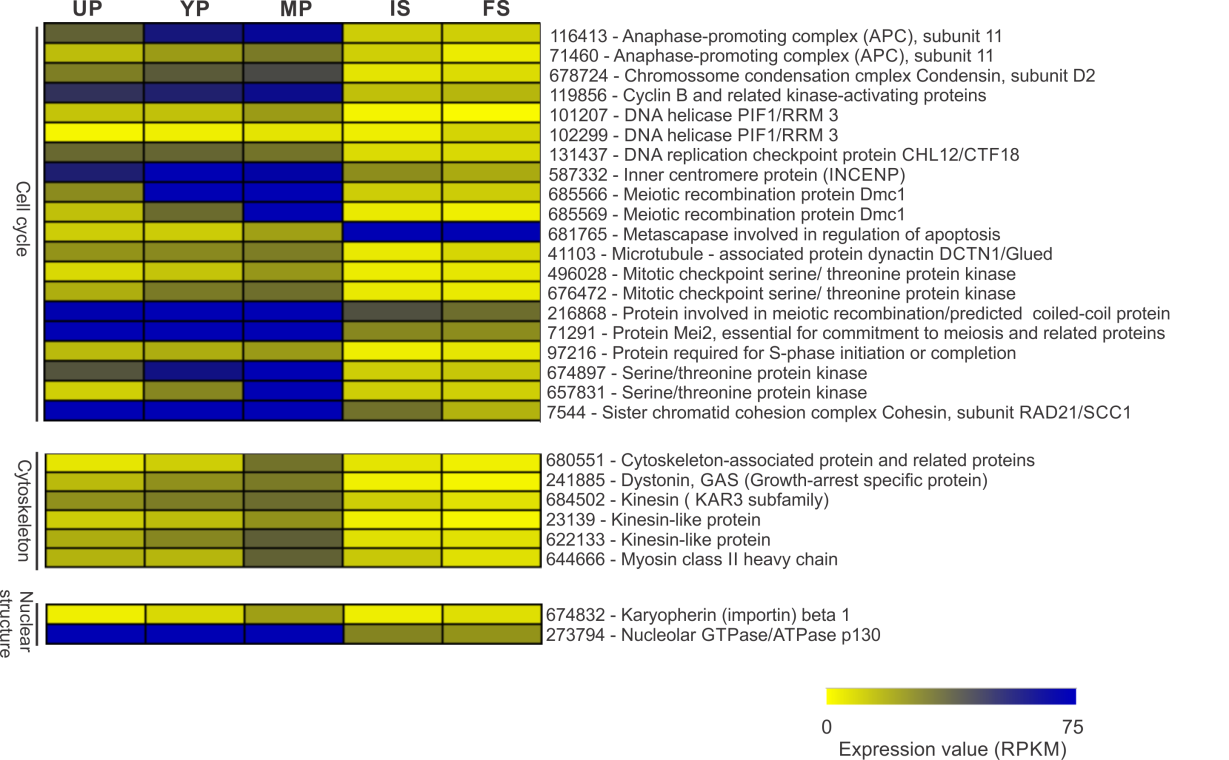

**Additional file 7: Figure S3:** Heat-map of regulated genes corresponding cell cycle, cytoskeleton and nuclear structure during peridioles development in *P. microcarpus* basidiocarp. For each protein, square color represents the abundance of transcripts encoding for genes in unconsolidated peridioles (UP), young peridioles (YP), mature peridioles (MP), internal spores (IS) and free spores (FS) following by protein ID JGI and protein name.

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 8: Figure S4. — Heat-map of regulated genes involved in lipid metabolism. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

**
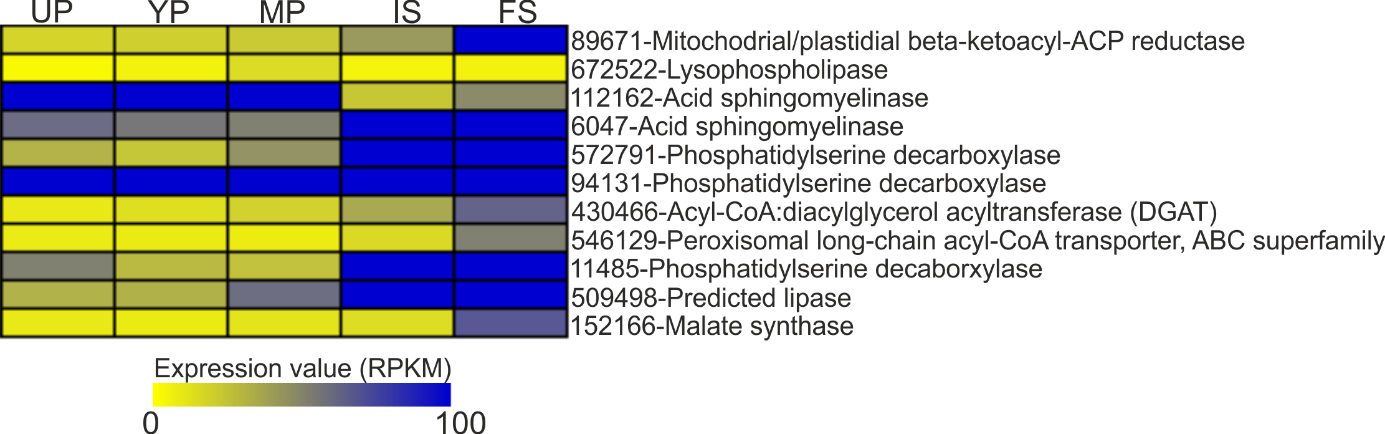
**

**Additional file 8: Figure S4:** Heat-map of regulated genes corresponding lipid metabolism during the development of peridioles. For each protein, square color represents the abundance of transcripts encoding for genes in unconsolidated peridioles (UP), young peridioles (YP), mature peridioles (MP), internal spores (IS) and free spores (FS) following by protein ID JGI and protein name.

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 9: Figure S5. — Changes in gene expression of mating-types genes in P. microcarpus basidiocarp. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

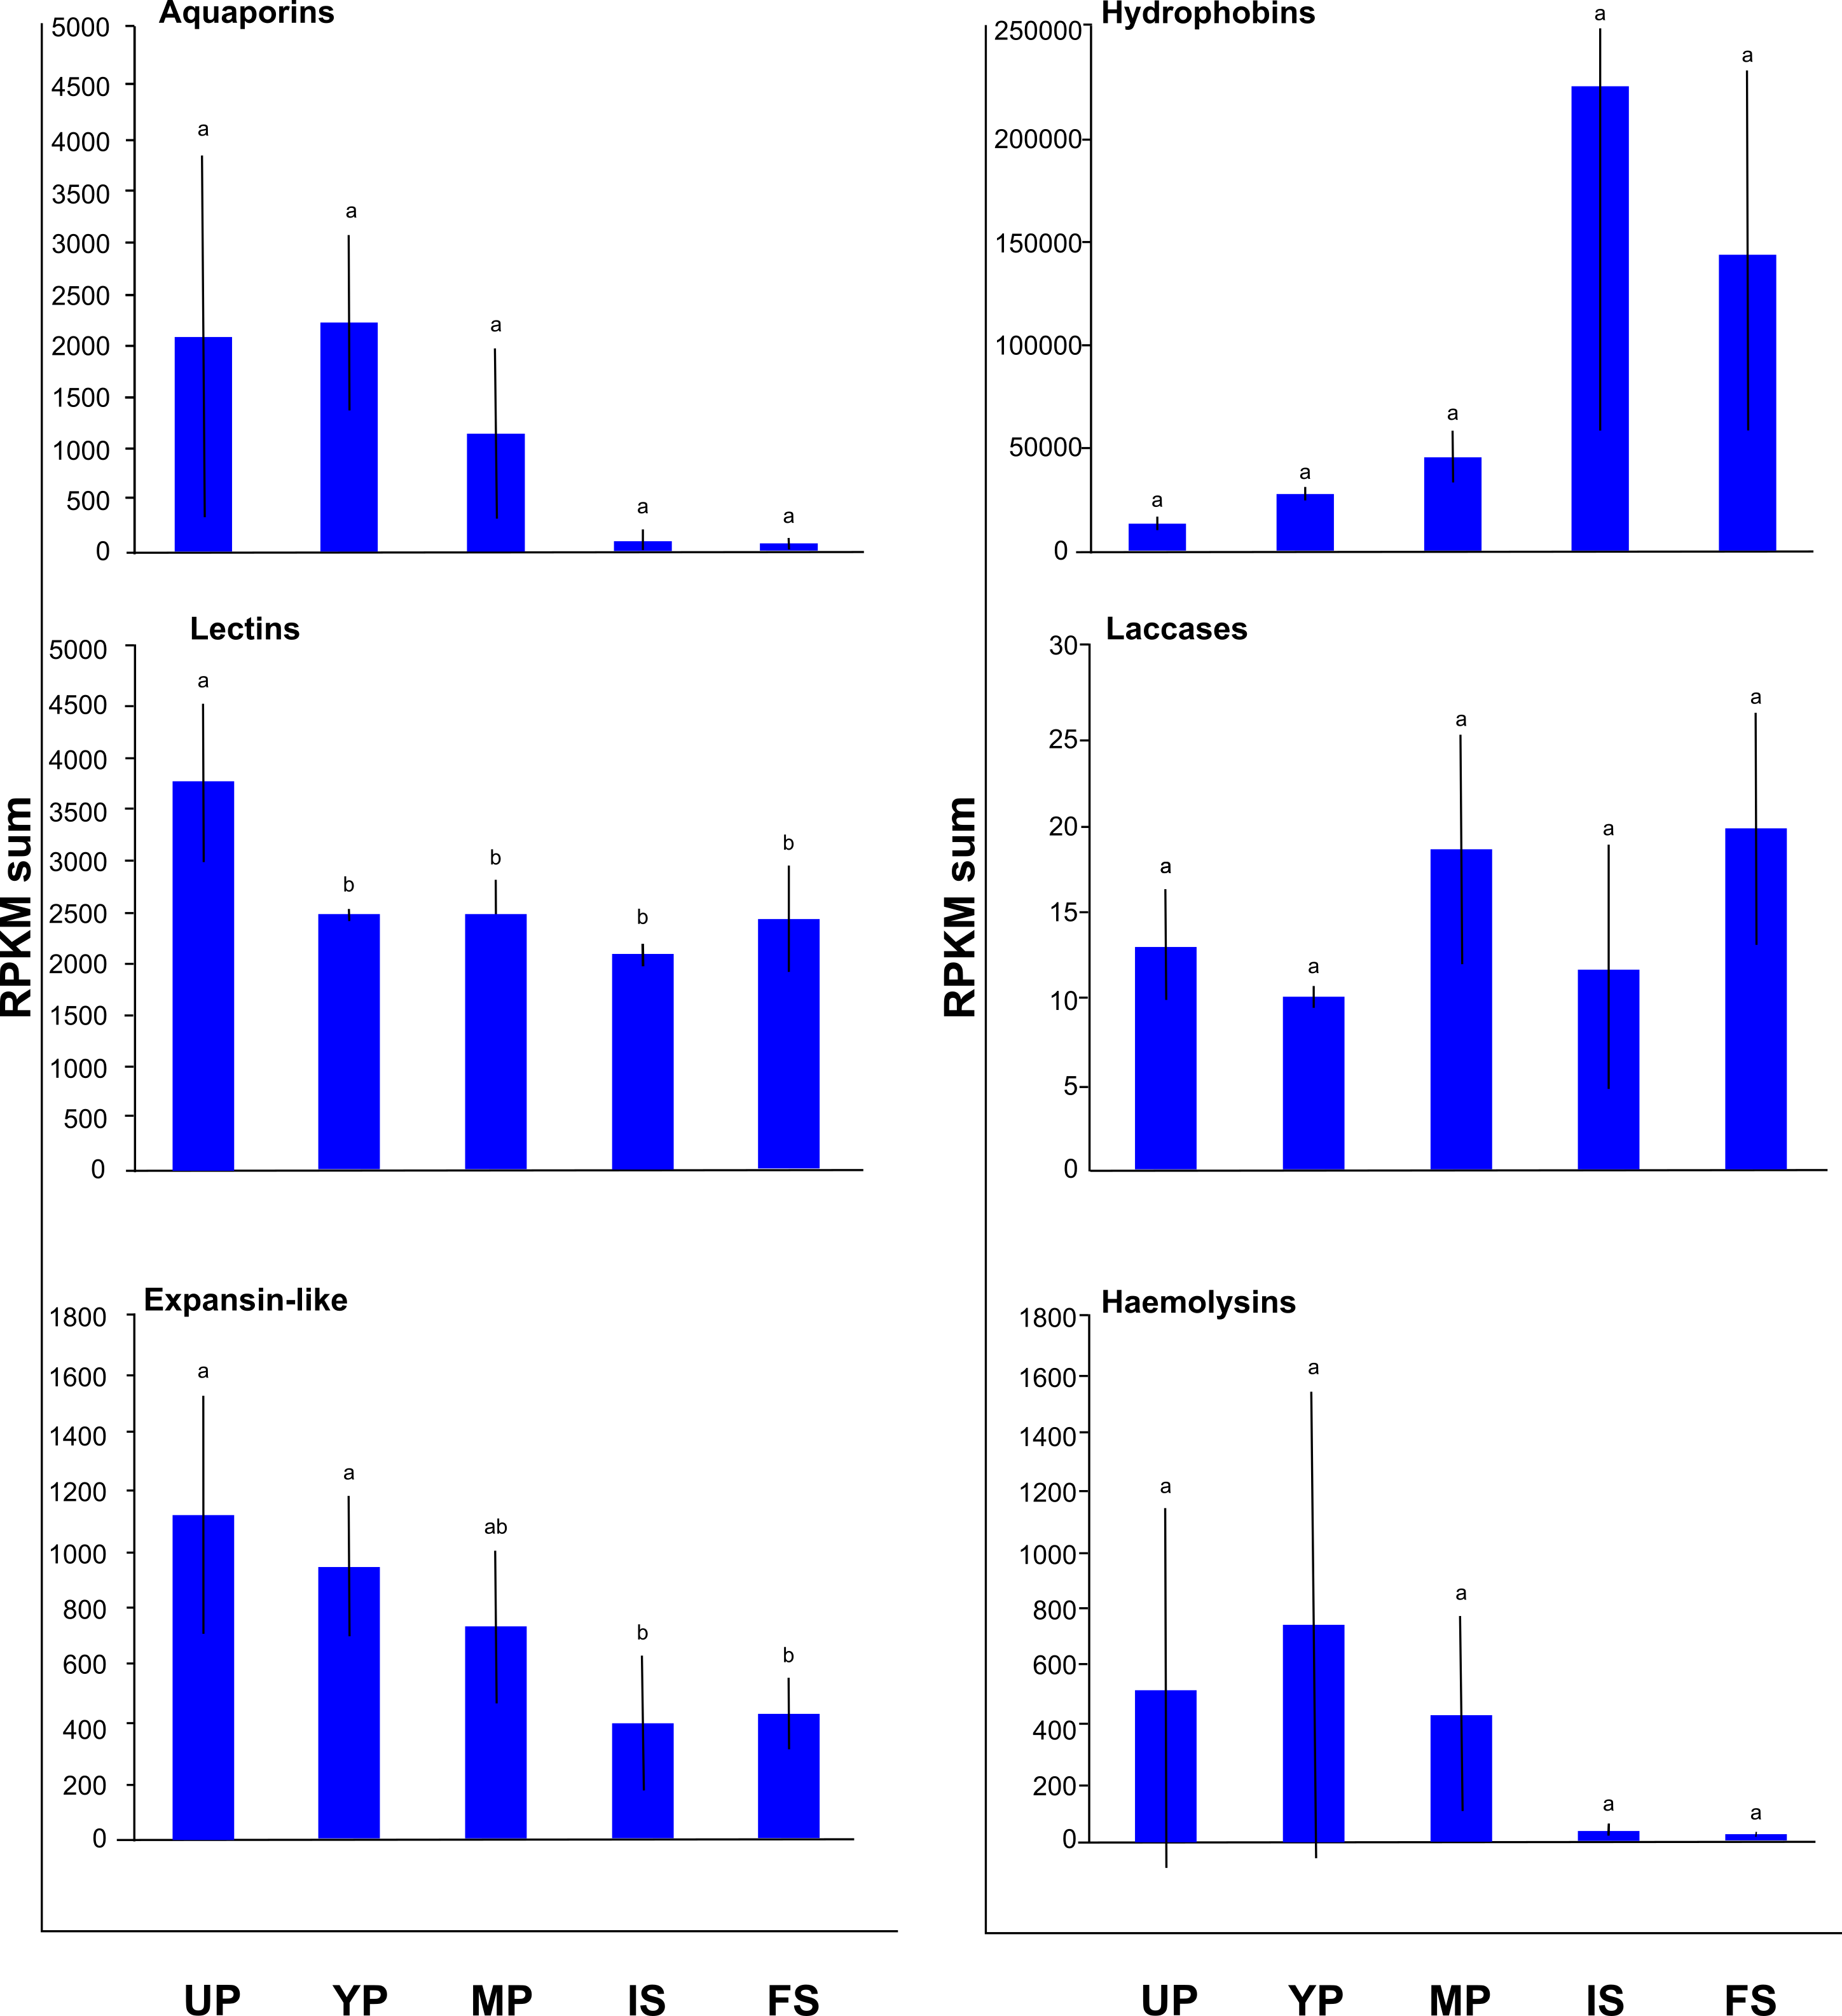

**Additional file 9: Figure S5.** Changes in gene expression of gene families related with basidiocarp formation. The sum of expression (RPKM) of transcripts coding for aquaporins, hydrophobins, lectins, laccases, expansin-like and haemolysin were calculated for each *P. microcarpus* basidiocarp compartment. Lower case letters denote statistical significance using one-way ANOVA followed by the Tukey pairwise comparison (p < 0.05). Error bars are the standard deviations of three biological triplicates. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 10: Figure S6. — Changes in gene expression of gene families related with basidiocarp formation.

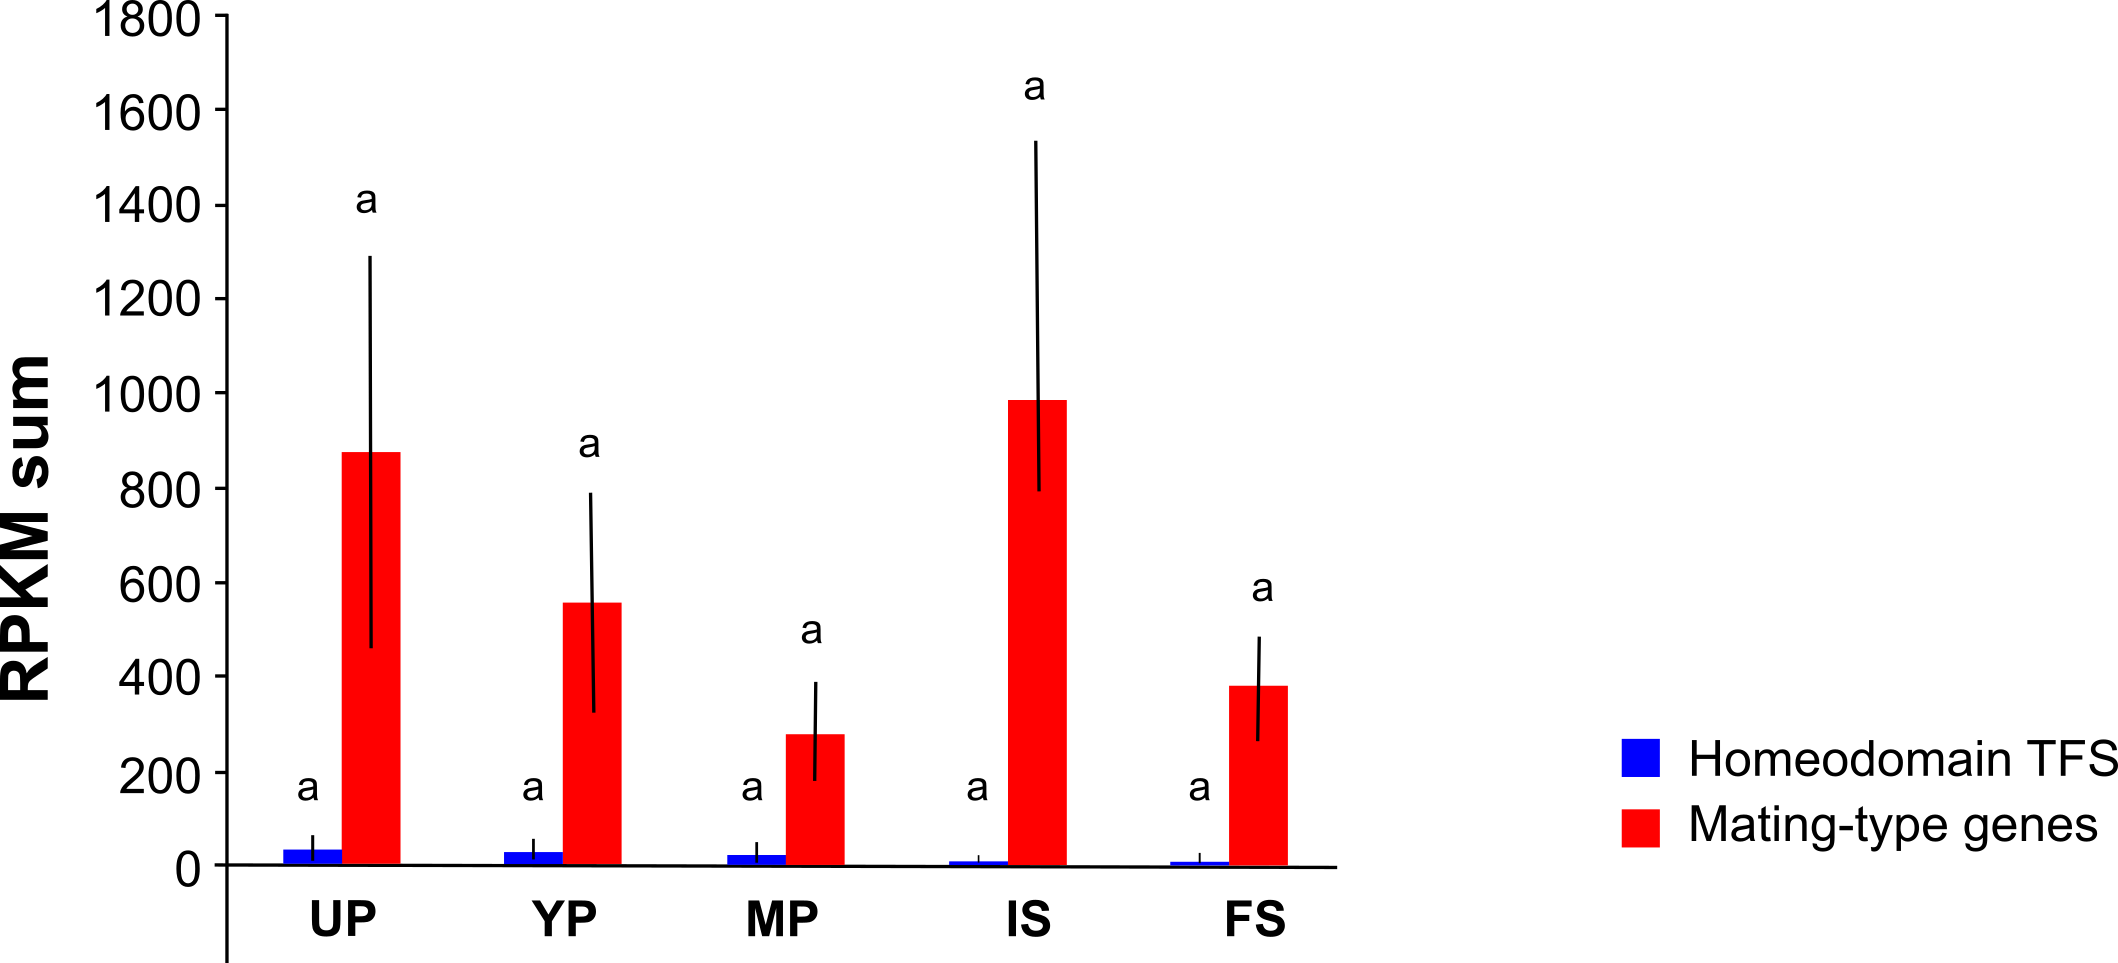

**Additional file 10: Figure S6.** Changes in gene expression of mating-types genes. Sum of expression (RPKM) of genes encoding to homeodomain TFs, receptors and pheromones involved in mating-type processes in each compartment of *P. microcarpus* basidiocarp. Lower case letters denote statistical significance using one-way ANOVA followed by the Tukey pairwise comparison (p < 0.05). Error bars are the standard deviations of three biological triplicates. UP: Unconsolidated peridioles, YP: young peridioles, MP: Mature peridioles, IS: Internal spores, and FS: Free spores.

# Supplementary material for: The transcriptional landscape of basidiosporogenesis in mature Pisolithus microcarpus basidiocarp
**Source:** BMC Genomics. 2017 Feb 14;18:157. doi: 10.1186/s12864-017-3545-5
**Supplement:** Additional file 11: Figure S7. — Sample control. A Internal transcribed spacer (ITS) sequences from selected samples compared to the ITS sequence from Pisolithus microcarpus (Pm) 441 used as reference. The ITS sequence of Pm441 was used to map reads from selected samples to it, then consensus sequences were extracted and compared to each other using Multalin. B Experion profiles from total RNA used for library construction. C Principal component analysis of rpkm normalised samples (CLC genomic workbench quality control).

## Slide 1
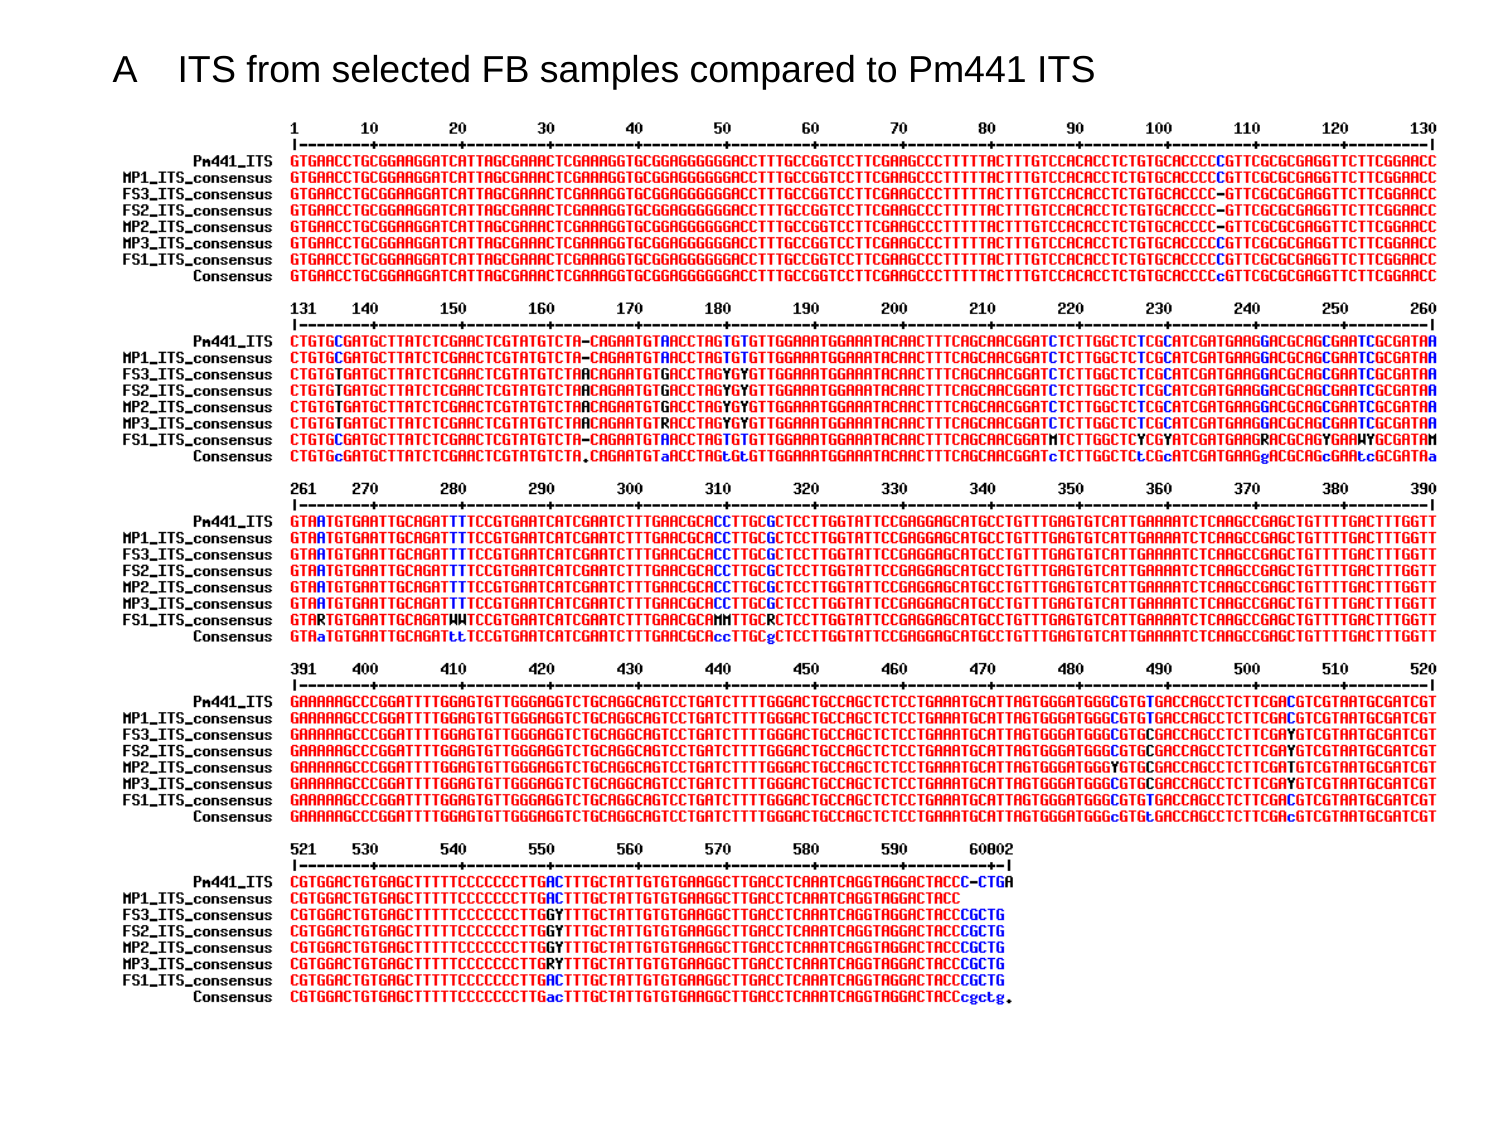

A ITS from selected FB samples compared to Pm441 ITS

## Slide 2
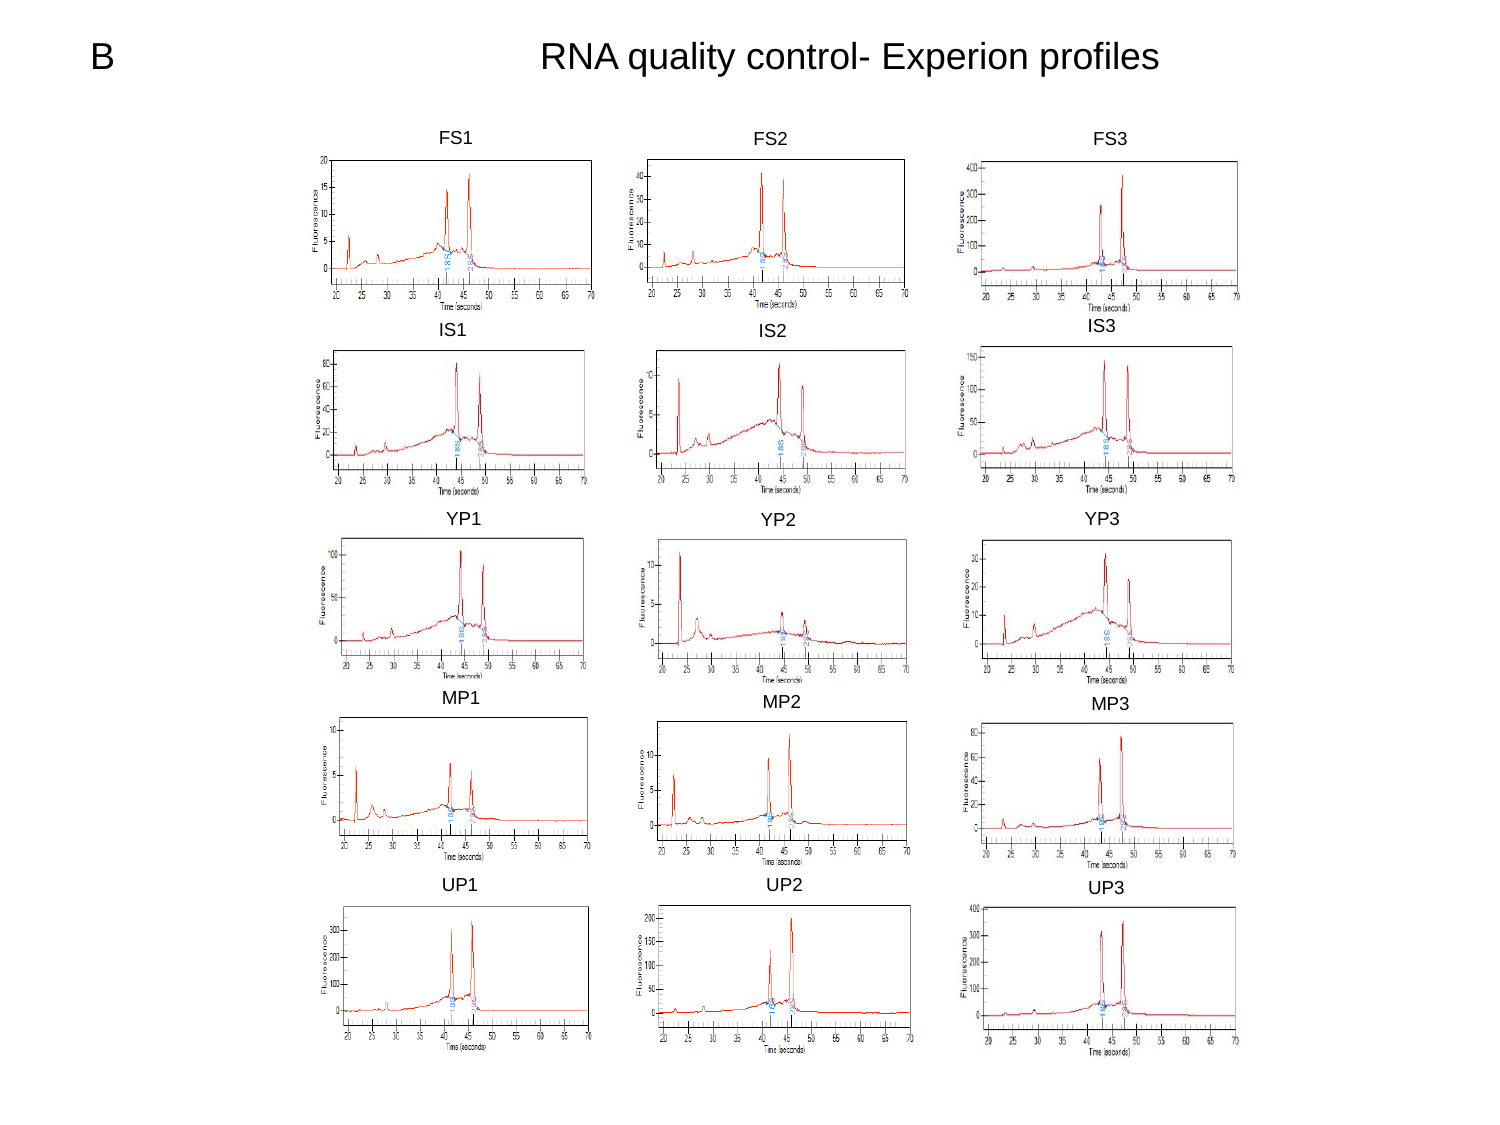

B 			RNA quality control- Experion profiles
FS1
FS2
FS3
IS3
IS1
IS2
YP1
YP3
YP2
MP1
MP2
MP3
UP1
UP2
UP3

## Slide 3
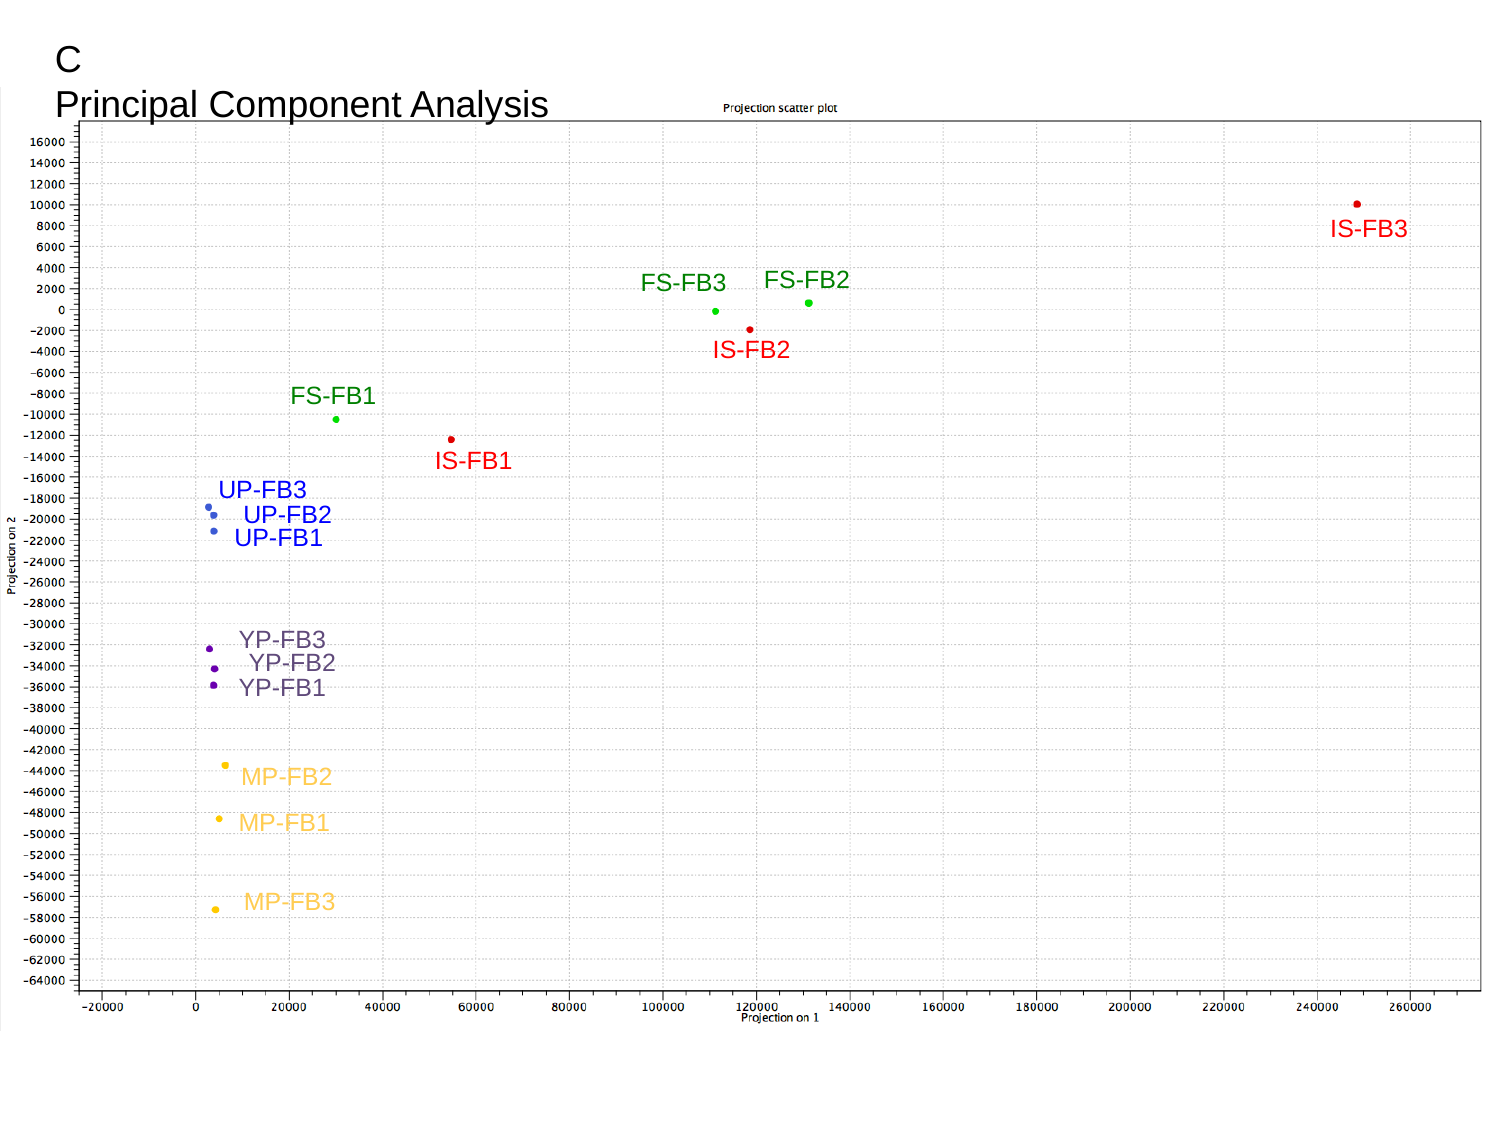

C 						Principal Component Analysis
IS-FB3
FS-FB2
FS-FB3
IS-FB2
FS-FB1
IS-FB1
UP-FB3
UP-FB2
UP-FB1
YP-FB3
YP-FB2
YP-FB1
MP-FB2
MP-FB1
MP-FB3

## Slide 4
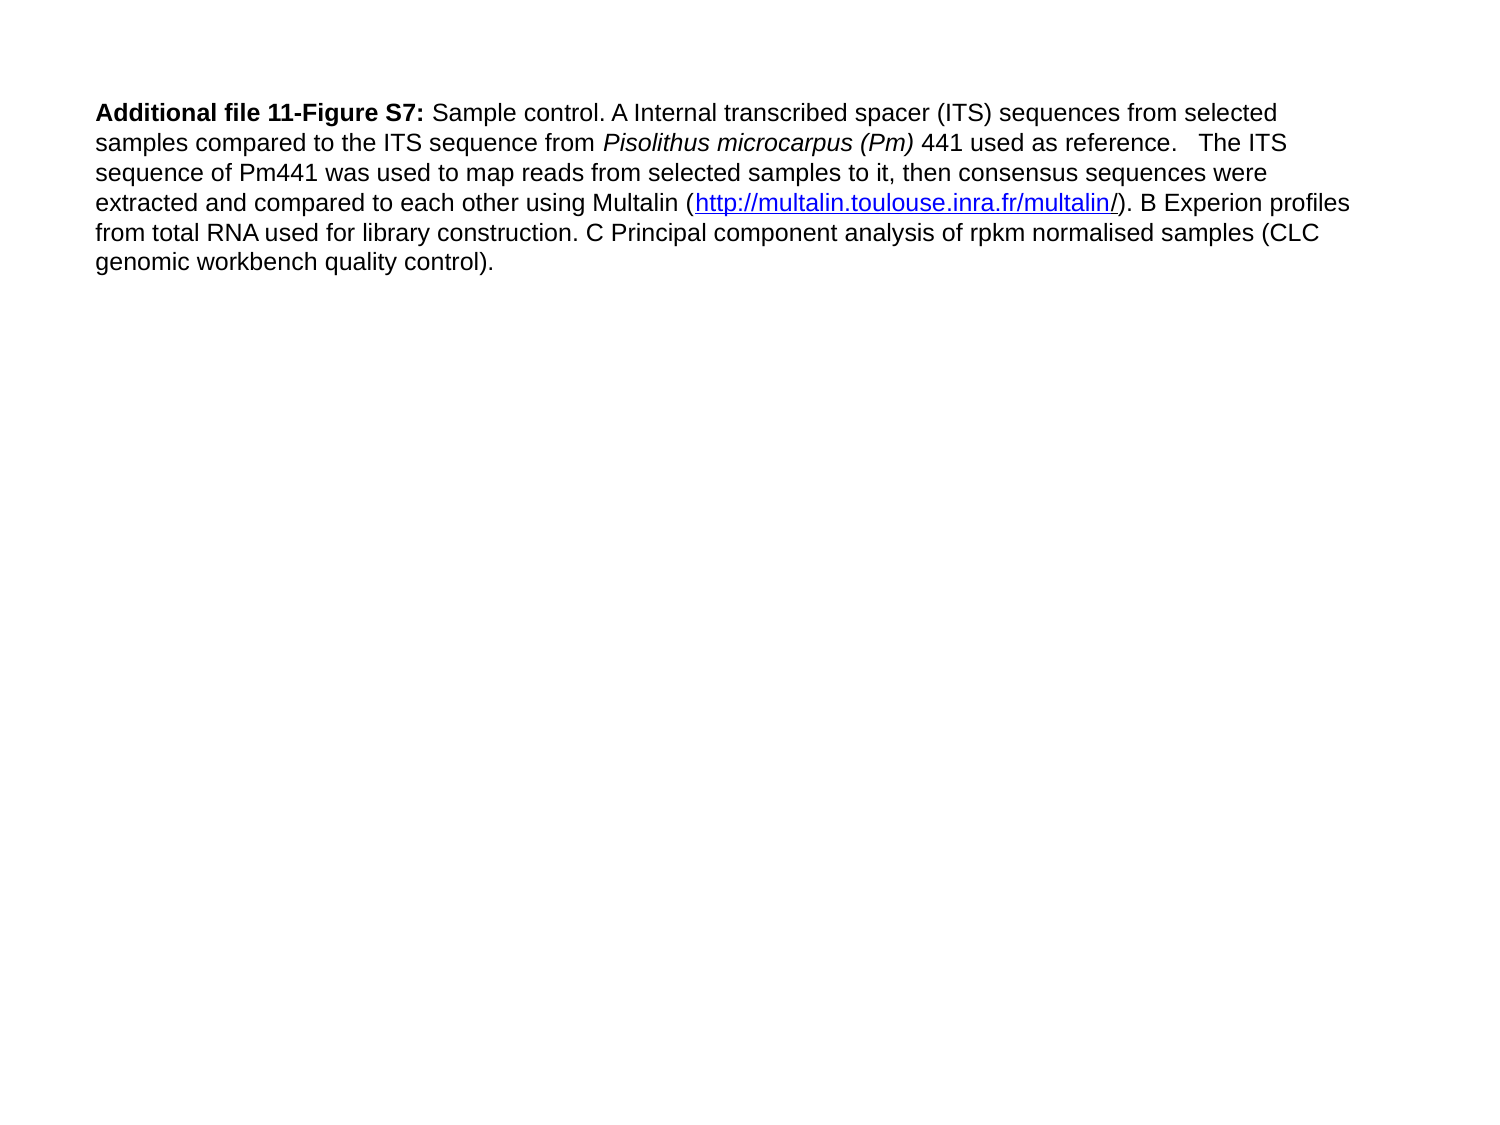

Additional file 11-Figure S7: Sample control. A Internal transcribed spacer (ITS) sequences from selected samples compared to the ITS sequence from Pisolithus microcarpus (Pm) 441 used as reference. The ITS sequence of Pm441 was used to map reads from selected samples to it, then consensus sequences were extracted and compared to each other using Multalin (http://multalin.toulouse.inra.fr/multalin/). B Experion profiles from total RNA used for library construction. C Principal component analysis of rpkm normalised samples (CLC genomic workbench quality control).

How the deposited data were processed for this re-analysis (not part of the article)

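RNA sequencing of 5 compartments of *P. microcarpus* basidiocarps was analysed, with 3 samples per compartment and 15 samples in all. The replicate number is the number of the basidiocarp, as given in Fig. S7, and it is the same in every compartment. The compartment of each sample was taken from its label. For each sample the files hold the reads of 21064 reference transcripts, each of which is called a gene here.

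The counts deposited for each transcript were made by the authors, who trimmed the reads, aligned them to the reference transcripts of strain 441 with CLC Genomics Workbench and counted unique and total mapped reads, with intact pairs counting 2 and broken pairs 1. Reads with several hits were shared out by that program. The deposited RPKM values were computed by the authors from the total reads of each transcript, its length and the mapped reads of the sample, without a further normalization between samples. No reads were aligned here. The transcript lengths implied by reads and RPKM were the same in all samples.

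Total reads per sample, in the order of replicates 1, 2 and 3, were as follows. The unconsolidated peridioles (UP) had 58968824, 44834874 and 32213097. In young peridioles (YP) there were 47709527, 129441016 and 56925998. For mature peridioles (MP) the numbers were 53555476, 45882292 and 39969861. Those of internal spores (IS) were 52803767, 57644428 and 42500449. Finally, free spores (FS) had 59165519, 24955777 and 37959685. At least 96.02% of the reads of a sample mapped to one place only. The counting error of a gene is about the square root of its reads, so the precision depends on its reads more than on the sample. The spread over the 3 replicates, which holds both counting error and differences between basidiocarps, is given as a standard deviation of RPKM or as a standard error of a log2 fold change.

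Each pair of compartments was compared with total counts in edgeR 4.0.16 (R 4.3.3), with limma 3.58.1, by a quasi-likelihood test with TMM normalization on only the 6 samples of the pair. Genes with at least 10 counts in at least 3 samples were kept. A gene was called with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 5. A gene counts as up-regulated in a compartment when it was called there against at least 1 other compartment. Pooled peridioles (9 samples) were compared with pooled spores (6 samples) in the same way, and log2 fold changes of single genes come from this fit unless a pair is named. Positive values mean more transcripts in peridioles. Standard errors are the log2 fold change divided by the square root of the F statistic. The basidiocarps are shared between compartments, so a fit with the replicate number as a block is given beside the main fit.

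For gene sets, RPKM values were summed per sample and the log2 ratio of the mean sum in peridioles to that in spores was tested by an exact permutation over all ways to choose 6 of 15 samples, whose smallest possible p is 0.0002. Adjusted p-values are corrected over 69 sets. These are the functional classes and annotation groups of the authors' supplementary tables and the genes of their figures. Table S2, which lists regulated genes, was drawn up by the authors from the same samples, so its genes were selected for differing. Several sets were added to the list of main results after their sums had been seen. An expressed gene has a mean RPKM above 1 and a mean of more than 10 reads in a compartment. For gene families with similar members, the authors' counting divides shared reads between copies, and the share of unique reads is given where it matters.

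Genes were named by a rule set before the files arrived. Named genes are those that the figures, tables or text of the paper name, then in each comparison up to 3 called genes per direction with the largest fold changes whose direction is the same in every basidiocarp, and the 3 genes with the highest mean RPKM in each compartment.

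The alternatives were library size in place of TMM, DESeq2 1.42.0, other filters on low counts, unique counts, the replicate block, all samples in one fit, a fold change above 2, fold changes from mean RPKM, other thresholds for expression, and each sample left out in turn. For sums they were the difference in the mean of log2(RPKM + 1) over the members, a sum without the highest member and division by the TMM factor. The weighted proportion test of Baggerly, which the authors used, was written from its published description. A first version failed on simulated data and was changed to start from equal weights. All fits across genes were tested on simulated counts. Splits of the samples into other groups were limited to 30 draws for the 5 compartments and 60 for the basidiocarps because of the time per fit. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

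Comparisons with other fungal genomes, phylogenies, quantitative PCR, microscopy and the ITS sequences are not analysed here, and alternatives planned for files without counts were not needed.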

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

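Samples lying apart were looked for among the 9 peridiole and the 6 spore samples with Dixon's ratio, the gap to the nearest sample over the whole range. Groups of 3 replicates are too small for it. Over 39 measures and 78 groups of samples, 8 values lay further apart than the 95% critical value, against 3.9 expected by chance. Some samples were flagged in several measures. A large part of these flags would arise without any cause. The groups join compartments that differ from each other, which also widens the ranges.

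Young peridiole replicate 2 had 129441016 mapped reads, the most of the peridiole samples, and 177304720 reads after trimming according to Table S1. The difference is one of sequencing depth, and no biological explanation was tested for it. Its reads on genes that are otherwise silent were also the highest, as described next.

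Free spore replicate 1 had reads on 17048 genes, the most of the spore samples, and an RPKM of 0.0216 over the 4687 genes with reads but under 0.5 RPKM in every sample, against 0.0096 and 0.0074 in the other free spore replicates. Library size was tested as an explanation, with the prediction written after the value had been seen. The sample nearest in mapped reads, unconsolidated peridiole replicate 1, had 0.0066 over these genes, so that mapped reads alone leave the value unexplained. The samples were not matched in reads sequenced. After trimming, free spore replicate 1 had 301601056 reads and unconsolidated peridiole replicate 1 had 79653314. The test therefore cannot exclude total sequencing depth. Reads from another organism could be another source, since only 19.6% of the reads of this sample were mapped. The test for it, also predicted afterwards, was undecided. Young peridiole replicate 2, with 0.0562 the highest of all samples, had 73.0% of its reads mapped. Mature peridiole replicate 1, with 0.0390, had 69.8% mapped. Free spore replicate 2 and internal spore replicate 3, with only 49.6% and 57.3% mapped, had 0.0096 and 0.0074. Across these samples, a low share of mapped reads did not go with many reads on silent genes. For free spore replicate 1, reads of another organism still cannot be excluded, and no biological explanation was tested.

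Summed RPKM of gene sets flagged the remaining samples. In the regulated lipid genes, unconsolidated peridiole replicate 2 reached 2206.70, against 984.24 and 870.90 in the other replicates, and in the phosphatidylserine decarboxylases 1921.57, against 964.36 and 723.16. Both sums contain Pismi1_56564, with 1580.1 RPKM in that sample, 325.5 in replicate 1 and 312.4 in replicate 3. Peroxisomal long-chain acyl-CoA transporters summed to 173.61 in unconsolidated peridiole replicate 1, against 102.32 and 109.02. The peroxisomal beta-oxidation genes summed to 943.41 in free spore replicate 1, against 500.85 and 592.89, and the cell cycle and cytoskeleton genes of Fig. S3 to 244.56 in internal spore replicate 3, the lowest spore sample, against 398.59 and 426.03. No explanation, technical or biological, was tested for these sums, and free spore replicate 1 and internal spore replicate 3 are the samples described for their unmapped reads and their TMM factor.

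Genes that the paper does not discuss were also called. Between pooled peridioles and spores, 102 of the 356 genes are not listed in Table S2. Among 100 assignments of the samples to peridioles and spores, including the real one, 1 gave as many genes. Reads shared with paralogs and batches were not tested for these genes, and no explanation is offered for them.

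Differences in gene expression between basidiocarps are not tested in the paper, which compares their ITS sequences and shows a principal component analysis. A fit with compartment and basidiocarp found 1625 of 14937 genes more than 5-fold different between at least 2 of the 3 basidiocarps with an edgeR adjusted p-value under 0.05, namely 1117 for basidiocarps 1 and 2, 1044 for 1 and 3 and 607 for 2 and 3. Of 60 renumberings of the replicates within compartments, the real one included, 1 gave as many. All predictions for this pattern were written after it had been seen. Chance numbering leaves the correlation between samples of one basidiocarp unexplained, since 1 of 1296 renumberings, the real one, gave a mean as high, and low counts do so as well, since the correlation was 0.445 over the 3934 genes with at least 1000 counts in every sample. A strain variant against the reference remains. If a basidiocarp lacked a gene of the reference, the gene would be silent in all its compartments, and 232 genes had at most 10 reads in all samples of one basidiocarp together and more than 1 RPKM in every sample of another. Of 100 renumberings, 1 reached this number, and the highest of the others gave 121. A library batch for each basidiocarp cannot be excluded, since 0 sample labels name a batch. The difference may thus come from the genotype of the basidiocarps, from their age or from the preparation, and it cannot be told apart from these explanations.

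Pismi1_6823 had a mean of 119382.5 RPKM in internal spores, the highest mean of any gene, and no annotation in the files. It is not in Table S2. Its transcripts were more abundant in all 6 spore samples than in any peridiole sample (log2 fold change -9.29, edgeR adjusted p-value = 2.7e-05, n = 9 peridiole and 6 spore samples). The predictions for its tests were written after this had been seen. Reads shared with paralogs leave it unexplained, with 99.9% of its reads unique, as do normalization, with -8.75 by library size alone, and single samples, with an edgeR adjusted p-value of at most 0.00029 when any sample was left out. Batches were not tested. Added to the 5 hydrophobins of Table S2, it brings the summed RPKM in internal spores to 223666 and in free spores to 143598, against 104283.4 and 70979.5 without it. A hypothesis is that it may be one of the hydrophobins summed in Fig. S5.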

How the results depend on the processing

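Tests, thresholds and alternatives were set before the processed files arrived, and the list of gene sets counted as main results was widened after their sums had been seen. Some results stood under every alternative that was run for them. For pooled peridioles against spores, these were library size, DESeq2, no low-count filter, the replicate block, and leaving out samples or the 10 highest genes. The numbers of expressed genes and the 356 genes called between pooled peridioles and spores stayed within the limit of 1.5 times the main count, and the direction and side of the threshold held for the sums of regulated genes for cell cycle control, regulated genes for chromatin structure and dynamics, regulated genes for lipid metabolism, regulated genes for replication, meiosis and cell cycle, origin recognition complex, mini-chromosome maintenance complex, cell cycle and cytoskeleton, lipid metabolism, hydrophobins, histones, helicases, phosphatidylserine decarboxylases and peroxisomal long-chain acyl-CoA transporters. The alternatives for files with RPKM but no counts did not apply, and thresholds on fold change give no value for MP against FS at any fold change.

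Library size in place of TMM takes away a correction for composition. This correction was largest for internal spore replicate 3, with a TMM factor of 0.549. The factors were 0.973 and 1.022 in the other internal spores, 0.802 to 0.999 in FS and 1.169 to 1.279 in MP. Library size gave the following numbers of called genes: 57 (UP against IS), 81 (YP against IS), 24 (MP against IS), 237 (genes up-regulated in UP), 373 (genes up-regulated in MP), 44 (genes up-regulated in IS) and 1458 (MP against FS at any fold change). For single genes named in the text, it turned the log2 fold change between peridioles and spores to 0.07 (Pismi1_6068), 0.34 (Pismi1_7606), 0.31 (Pismi1_30535), 0.09 (Pismi1_90829), 0.26 (Pismi1_185126), 0.37 (Pismi1_480262), 0.27 (Pismi1_655687), 0.19 (Pismi1_672522) and 0.02 (Pismi1_678772), none of which differed significantly in the main fit. DESeq2, which shares information on the spread differently, gave 7 (UP against YP), 164 (UP against MP), 374 (UP against IS), 2 (YP against MP), 370 (YP against IS), 553 (YP against FS), 360 (MP against IS), 55 (IS against FS), 1086 (the union), 298 (genes up-regulated in UP), 300 (genes up-regulated in YP), 376 (genes up-regulated in MP), 327 (genes up-regulated in IS) and 2202 (MP against FS at any fold change), and a log2 fold change of -0.03 (Pismi1_671187). The replicate block takes the differences between basidiocarps out of the spread and gave 15 (UP against YP), 172 (UP against MP), 349 (UP against IS), 352 (YP against IS), 325 (MP against IS), 2 (IS against FS), 914 (the union), 227 (genes up-regulated in UP), 346 (genes up-regulated in MP) and 272 (genes up-regulated in IS), with a log2 fold change of -0.04 (Pismi1_671187), and the sum of the acyl-CoA dehydrogenases passed the threshold at the same log2 ratio of -0.589. All 15 samples in one fit share an estimate of the spread, and gave 301 (UP against IS), 305 (YP against IS), 268 (MP against IS), 1 (IS against FS) and 238 (genes up-regulated in IS). Without a filter on low counts, 23 (MP against IS) were called, and the log2 fold change was 0.00 (Pismi1_480262). With 10 counts in every sample, a smaller set of genes is corrected for, and 106 (UP against IS), 79 (YP against IS), 58 (MP against IS) and 74 (genes up-regulated in IS) were called. The Baggerly test, whose spread comes from the 6 samples of each gene alone, left 0 (UP against MP), 1 (UP against IS), 6 (UP against FS), 0 (YP against IS), 0 (YP against FS), 1 (MP against IS), 1 (MP against FS), 8 (the union), 6 (genes up-regulated in UP), 0 (genes up-regulated in YP), 2 (genes up-regulated in MP), 0 (genes up-regulated in IS), 0 (genes up-regulated in FS) and 2 (MP against FS at any fold change). A fold change above 2 gave 790 (UP against FS), 677 (YP against FS), 844 (MP against FS), 1378 (the union), 330 (genes up-regulated in UP), 326 (genes up-regulated in YP), 382 (genes up-regulated in MP) and 723 (genes up-regulated in FS).

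For the sums over gene sets, the log2 ratio of peridioles to spores without the highest member reversed to 3.933 (regulated genes for cell wall biogenesis), -0.246 (regulated genes for energy production and conversion), 0.711 (regulated genes for secondary metabolites biosynthesis), -0.226 (regulated genes for transcription), 0.968 (transcription factors) and 0.124 (lipid transport and metabolism, all genes), was no longer past the threshold at -0.37 (regulated genes for amino acid metabolism), -0.182 (regulated genes for carbohydrate metabolism), -0.139 (beta-oxidation in mitochondria) and -0.037 (MFS transporters), and newly passed it at -1.587 (regulated genes for posttranslational modification), 0.359 (carnitine O-acyltransferases) and -0.524 (acyl-CoA dehydrogenases). One abundant gene could thus set the direction of these sums. The threshold for these alternatives is an exact permutation p under 0.05 without adjustment. Beta-oxidation in mitochondria passed it in the main setting only without adjustment (exact permutation p = 0.0392, Benjamini-Hochberg adjusted p = 0.0552). As a difference in the mean of log2(RPKM + 1) over the members, in which abundant genes weigh less, the comparison reversed to 0.441 (regulated genes for carbohydrate metabolism), -0.671 (regulated genes for energy production and conversion), 0.332 (regulated genes for secondary metabolites biosynthesis), -0.081 (glyoxylate shunt), 0.913 (transcription factors) and 0.072 (lipid transport and metabolism, all genes), weakened to -0.699 (regulated genes for cell wall biogenesis), -0.206 (beta-oxidation in mitochondria), -0.178 (beta-oxidation in peroxisomes) and -0.206 (MFS transporters) and passed at 0.616 (regulated genes for transcription). Division by the TMM factor raises the values of most spore samples. It gave -0.1 (regulated genes for transcription) and -0.017 (carnitine O-acyltransferases) as reversed ratios, 0.505 (regulated genes for energy production and conversion) and 0.13 (cell cycle control, all genes) as weaker and -0.909 (regulated genes for posttranslational modification), -0.662 (regulated genes for secondary metabolites biosynthesis), -0.849 (fatty acid desaturases), -0.879 (acyl-CoA dehydrogenases) and -0.45 (lipid transport and metabolism, all genes) as stronger.

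Across the leave-one-out fits, which each left out 1 sample, the numbers of genes ran from 0 to 5 (UP against MP), from 20 to 225 (genes up-regulated in UP), from 0 to 33 (UP against IS), from 74 to 514 (UP against FS), from 0 to 5 (YP against IS), from 117 to 478 (YP against FS), from 39 to 217 (genes up-regulated in YP), from 0 to 8 (MP against IS), from 96 to 372 (MP against FS), from 104 to 718 (MP against FS at any fold change), from 32 to 181 (genes up-regulated in MP), from 0 to 30 (genes up-regulated in IS), from 186 to 717 (the union) and from 109 to 370 (genes up-regulated in FS). The log2 ratios of sums ran from 0.73 to 1.129 (regulated genes for energy production and conversion), from -0.615 to -0.278 (beta-oxidation in mitochondria), from -0.405 to -0.142 (beta-oxidation in peroxisomes), from 0.234 to 0.534 (glyoxylate shunt), from -0.65 to -0.303 (fatty acid desaturases), from 0.243 to 0.431 (carnitine O-acyltransferases) and from -0.773 to -0.359 (acyl-CoA dehydrogenases), and the log2 fold changes of single genes whose sign changed from -0.08 to 0.01 (Pismi1_7606), from -0.06 to 0.20 (Pismi1_26624), from -0.71 to 0.14 (Pismi1_27353), from -0.26 to 0.60 (Pismi1_30475), from -0.11 to 0.05 (Pismi1_30535), from -0.81 to 0.27 (Pismi1_211225), from -0.07 to 0.06 (Pismi1_480262), from -0.08 to 0.56 (Pismi1_574229), from -0.07 to 0.17 (Pismi1_586245), from -0.28 to 0.22 (Pismi1_655687) and from -0.10 to 0.10 (Pismi1_671187). With 2 replicates left in a compartment, few degrees of freedom remain, but not every pairwise count fell. Without UP replicate 1, UP against FS rose from 367 to 514. Without YP replicate 1, YP against FS rose from 343 to 478. Over the 144 named genes and 2875 alternative fits, 2725 kept direction and side of the threshold, 63 were weaker, 33 stronger and 54 reversed.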

Differences from the paper's values

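The paper states that more than 2500 genes were regulated during peridiole development at any fold change, refers to Fig. S2 and names no comparison. The number is set here beside mature peridioles against free spores, whose bar is the highest in that figure, so the comparison is an assumption. The files gave 850 genes for it. A number within 1.5 times the paper's came with DESeq2 (2202), and with no other alternative. For the genes up-regulated in MP, the paper gives 364 and the files gave 181. Values within 1.5 times the paper's came with library size in place of TMM (373), DESeq2 (376), the replicate block (346), fold changes from mean RPKM (252) and a fold change above 2 (382), and with no other alternative. In IS, the paper gives 57 and the files gave 29. The gap fell within 1.5 times with library size in place of TMM (44), no filter on low counts (40) and at least 10 counts in every sample (74) and no other alternative. In FS, the paper gives 196 and the files gave 296. Only library size in place of TMM (224) and fold changes from mean RPKM (229), and without UP replicate 2 (257), UP replicate 3 (240), YP replicate 3 (286), MP replicate 2 (279), MP replicate 3 (276) and FS replicate 3 (131) came within 1.5 times of the paper's value. The alternatives named here were all set before the files arrived.

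The pairwise numbers of the paper are those marked in its Table S2. Between UP and YP, the paper gives 2 and the files gave 0. No alternative set before the files arrived came within 1.5 times, but DESeq2 (7) and the replicate block (15) lay above the paper's value. Between UP and MP, the paper gives 47 and the files gave 2. No alternative set before the files arrived came within 1.5 times. DESeq2 (164) and the replicate block (172) lay above the paper's value and the others below it. Between UP and IS, the paper gives 159 and the files gave 33. Values within 1.5 times the paper's came with at least 10 counts in every sample (106), and with no other alternative. Between YP and MP, the paper gives 2 and the files gave 0. The gap fell within 1.5 times with DESeq2 (2) and no other alternative. Between YP and IS, the paper gives 192 and the files gave 47. No alternative set before the files arrived came within 1.5 times. DESeq2 (370), the replicate block (352) and all 15 samples in one fit (305) lay above the paper's value and the others below it. Between MP and IS, the paper gives 253 and the files gave 14. Only DESeq2 (360), the replicate block (325) and all 15 samples in one fit (268) came within 1.5 times of the paper's value. Between IS and FS, the paper gives 20 and the files gave 0. No alternative set before the files arrived came within 1.5 times. DESeq2 (55) lay above the paper's value and the others below it.

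The following results depart, in the main fit, from a gene, a ranking or a direction in the paper, and where other settings or other genes of the same function do not depart, this is stated. The paper gives mature peridioles the most regulated genes of all compartments. Here free spores had more, 296 against 181, but mature peridioles had the most with the replicate block (346 against 313), with library size in place of TMM (373 against 224) and with fold changes from mean RPKM (252 against 229). The paper ranks mature peridioles against free spores as the comparison with the most regulated genes. Unconsolidated peridioles against free spores gave nearly the same number here, 367 against 362, and 380 against 379 with the replicate block. Library size gave the paper's ranking, with 500 against 411, as did fold changes from mean RPKM, with 381 against 359, and a fold change above 2, with 844 against 790. DESeq2 ranked MP lowest against FS, with 515, against 547 for UP and 553 for YP. All 15 samples in one fit and no filter on low counts put YP first, with 417 and 392 against 375 and 387 for MP. Unique counts and 10 counts in every sample put UP first, with 374 and 420 against 361 and 406 for MP. In the paper's count of functional groups, metabolism dominates in both spore compartments. In IS, only 10 called genes are classified, 4 for information storage and processing and 2 for metabolism, and the replicate block turned this to 7 and 20. For the peridioles the paper reports that information storage and processing predominates. Here UP had 13 genes of each group, and the replicate block turned YP from 19 and 17 to 20 and 23. MP kept the paper's order, with 20 and 16, and 23 and 21 with the block.

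Of the 2 chitinases, which the paper counts as induced in unconsolidated peridioles, Pismi1_483676 was highest there (91.4 ± 41.7 RPKM), but Pismi1_638242 was lowest there (13.3 ± 13.5 RPKM) and highest in FS (1337 ± 398 RPKM). Zinc cluster transcription factors are placed in peridioles. Pismi1_679206 and Pismi1_97140 were highest in UP, but Pismi1_676400 was highest in IS (54.4 ± 21.4 RPKM, against 7.9 ± 1.0 in UP). Of the 17 transcription factors that the paper counts as regulated, 11 were called. The checkpoint genes are described as higher during peridiole development. This was found for *rad53* (Pismi1_373797, log2 fold change 0.81) and *rad24* (Pismi1_640199, 0.78), but *rad17* (Pismi1_30535), *chk1* (Pismi1_655687) and *cdc14* (Pismi1_6068) had -0.02, -0.08 and -0.34, none of them significant. *cdc7* (Pismi1_7051) is described as up-regulated in mature peridioles. Its mean was highest there (22.2 ± 6.4 RPKM), but no comparison called it past 5-fold. The Ste3-like receptor Pismi1_682393 is described as significantly up-regulated in young peridioles, and was called only with the replicate block. Calcium transporters are described as up-regulated in spores. Pismi1_124439 and Pismi1_339343 had their highest means in FS, and Pismi1_339343 was higher in spores by -1.35 (edgeR adjusted p-value = 0.048), but neither was called past 5-fold. Citrate synthase is described as accumulating in peridioles. Pismi1_100468 was highest in MP (86 ± 6.5 RPKM), but Pismi1_114004 had a log2 fold change of -1.46, towards spores. Isocitrate lyase is described as abundant in free spores. Pismi1_674789 was higher in spores by -1.19 (edgeR adjusted p-value = 0.002), but the more abundant Pismi1_26624 was highest in MP (68.7 ± 8.0 RPKM) and lowest in FS (39.7 ± 15.6 RPKM). By qRT-PCR, which left out FS, malate synthase and isocitrate lyase are described as peaking in mature peridioles. Mean RPKM of Pismi1_152166 and Pismi1_674789 was higher in IS than in MP.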

Other observations

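Other groupings of the samples were counted for each number of genes, with predictions written after the real counts were known. The 6 samples of a comparison can be split into 3 against 3 in 10 ways, so a share below 0.1 cannot occur and these splits cannot exclude chance. For UP against MP, UP against IS, UP against FS, YP against IS, YP against FS, MP against IS, MP against FS and MP against FS at any fold change, 1 of the 10 splits, the real one, gave as many genes. For UP against YP, YP against MP and IS against FS, where no gene was called, all 10 did. Of 30 assignments of the 15 samples to 5 groups of 3, the real one included, 3 gave as many genes in any comparison as the real one, 3 as many genes up-regulated in the group put in the place of UP, 5 for YP, 2 for MP, 3 for IS and 1 for FS. Counts from random groups of 3 were thus now and then as high as the real ones, and only the number for FS was reached by no other assignment. Random groups can hold mostly peridioles or mostly spores, so they are no reference without real differences. Chance cannot be judged from these counts. Between pooled peridioles and spores, 1 of 100 assignments, the real one, gave as many genes.

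Few genes were called between mature peridioles and internal spores, 14. An outlying sample was tested as the explanation, since internal spore replicate 3 had the lowest TMM factor. Without it, 0 genes were called, but leaving out any single sample of the pair, with 2 replicates remaining, gave only 0 to 8. The test could therefore not show whether this sample is the cause. Variation between basidiocarps may explain the number, since with the basidiocarp as a replicate block 325 genes were called. It cannot be told apart from a poorly estimated spread, since DESeq2 gave 360 and all 15 samples in one fit 268 without a block. Both predictions were written after the counts were known. A library batch for each basidiocarp would have the same effect and was not tested.

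The low TMM factor of internal spore replicate 3, 0.549, was tested against a few genes taking most of the counts, with the prediction written before the test. With the 10 genes with the most reads taken out, the factor rose only to 0.619, so these genes leave most of it unexplained. No other explanation was tested for it, technical or biological.

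Genes of Table S2 that no comparison called were expected, by a prediction written before the test, to differ between basidiocarps more often than those that were called. Of the 299 genes not called, 2.7% differed more than 5-fold between basidiocarps, as did 2.7% of the 438 called ones. For comparison, 1401 (9.5%) of 14699 genes did, in a smaller gene set than the 14937 genes described above. The prediction was not met, but both groups had been selected by the authors, and genes that vary between basidiocarps were rare in both, so the test had little power and the question stays open. With the replicate block, 217 genes of Table S2 were left uncalled in place of 299, which is what variation between basidiocarps could lead to, but DESeq2 and library size in place of TMM left 198 and 165 without a block.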
